# Cellular taxonomy of Hic1^+^ mesenchymal progenitor derivatives in the limb: from embryo to adult

**DOI:** 10.1038/s41467-022-32695-1

**Published:** 2022-08-25

**Authors:** Martin Arostegui, R. Wilder Scott, Kerstin Böse, T. Michael Underhill

**Keywords:** Multipotent stem cells, Regeneration, Mesenchymal stem cells

## Abstract

Tissue development and regeneration rely on the cooperation of multiple mesenchymal progenitor (MP) subpopulations. We recently identified *Hic1* as a marker of quiescent MPs in multiple adult tissues. Here, we describe the embryonic origin of appendicular Hic1^+^ MPs and demonstrate that they arise in the hypaxial somite, and migrate into the developing limb at embryonic day 11.5, well after limb bud initiation. Time-resolved single-cell-omics analyses coupled with lineage tracing reveal that Hic1^+^ cells generate a unique MP hierarchy, that includes both recently identified adult universal fibroblast populations (*Dpt*^*+*^, *Pi16*^*+*^ and *Dpt*^*+*^ *Col15a1*^*+*^) and more specialised mesenchymal derivatives such as, peri and endoneurial cells, pericytes, bone marrow stromal cells, myotenocytes, tenocytes, fascia-resident fibroblasts, with limited contributions to chondrocytes and osteocytes within the skeletal elements. MPs endure within these compartments, continue to express *Hic1* and represent a critical reservoir to support post-natal growth and regeneration.

## Abstract (web summary)

Mesenchymal progenitors (MPs) are fundamental to tissue development and regeneration, however, their embryonic origin is unclear. Single cell-omics coupled with lineage tracing reveal a unique somite-derived MP hierarchy in limb morphogenesis.

## Introduction

Tissue-resident mesenchymal progenitors (MPs) can be found to varying extents in all tissues and play vital roles in tissue homoeostasis, renewal and regeneration^1,2^. Herein we use “MP” as an overarching term to capture the complete repertoire of progenitors with mesenchymal lineage potential. In adult appendicular skeletal muscle, heterogeneity within the MP population has been described, with a minimum of three distinct populations that exhibit restricted lineage potential^3,4^. After injury, a subset of these MPs, termed fibro/adipogenic progenitors (FAPs) and identified as *Pdgfra*^+^, *Ly6a*^+^, *Cd34*^+^, generate a transient population that orchestrates multiple facets of the regenerative programme. These include immune cell infiltration, vascularisation, trophic factor secretion, and both extracellular matrix (ECM) and basement membrane production and remodelling. Once an injury has resolved, “excess” FAPs are cleared via apoptosis and tissue integrity is restored^5,6^. Although *Pax7*^+^ muscle satellite stem cells are responsible for de novo myofiber synthesis, MPs and their derivatives are crucial components of the regenerative effort by secreting promyogenic cytokines and ECM that will orient and organise the developing myotubes^7–9^. Indeed, it has been shown that genetic ablation of FAPs results in skeletal muscle atrophy and impaired regenerative potential^10^. Based on homoeostatic transcriptomic profiles, FAPs can be subdivided into two major sub-groups, FAP1 and 2. The FAP1 cells express genes associated with the ECM, such as *Col4a1* and *a2*, various *Col6* transcripts, *Col15a1* and other ECM genes such as *Bgn*, *Mgp* and *Podn*. In contrast, FAP2 cells are enriched for transcripts involved in signalling and trophic factor production, such as *Dact2*, *Sfrp4*, *Wnt2*, *Sema3c*, *Pi16*, and *Tgfrbr2*. The FAP1 and 2 subsets correspond to the recently described two universal fibroblast profiles, *Dpt*^*+*^ *Col15a1*^*+*^ and *Dpt*^*+*^ *Pi16*^*+*^, described in mouse and human^4,11^.

The gene *Hypermethylated in Cancer 1* (*Hic1*) has been recently identified as a marker of adult tissue-resident MPs in skeletal muscle^4^, heart^12^, and skin^13^. HIC1 is a transcription factor and considered a putative tumour suppressor^14^ based in part on the observation that its overexpression was sufficient to induce growth arrest in various cell lines^15^. Furthermore, *HIC1* maps to the 17p13.3 chromosomal region that is often deleted or hypermethylated in human cancers^16^. Several HIC1 target genes have been identified, including cell cycle regulators, such as *CCND1*, *CDKN1A* and *CDKN1*C^17,18^. During murine embryonic development, *Hic1* has been shown to be expressed as early as E10.5 in the epaxial and hypaxial compartments of the somitic mesoderm and in various tissues thereafter^19^. *Hic1* null zygosity is associated with embryonic lethality at ~ embryonic day (E) 13.5 and embryos present with a spectrum of developmental abnormalities such as stunted growth, craniofacial deformities, and limb and digit dysmorphologies^20^.

In adult muscle, specialised Hic1^+^ MP subsets produce enduring progeny that regenerate fibrous connective tissues, which link muscle to bone, such as tenocytes and myotenocytes in addition to epimysium. *Hic1* also identifies laminin-encased *Rgs5*^*+*^, *Pdgfrb*^*+*^, *Kcnj8*^*+*^ and *Abcc9*^*+*^ pericytes. Indicative of their progenitor status, all of the described populations exhibit open chromatin regions (OCRs) across numerous cell cycle loci and enter the cell cycle following injury-induced activation^4^. MPs figure prominently in adult physiology and pathology, and Hic1^+^ MPs regulate multiple facets of the regenerative programme across multiple cell types^4,12,13^. However, our understanding of their embryonic origin and subsequent fates is unclear. The origin and fate of other tissue-resident stem and progenitor populations such as satellite cells within striated muscle have been well defined due to the specificity of the marker *Pax7*/PAX7. Fate mapping experiments performed in birds and mice have demonstrated that satellite cells, originate in the somitic dermomyotome and migrate to form the appendicular and axial skeletal musculature^21–23^, where they persist to form a reservoir of post-natal stem cells^24^. In contrast, due to the lack of effective markers of putative mesenchymal subsets in the early limb, it has been more challenging to resolve the origin, fate and cellular hierarchies within this compartment. In this study, we show that the early limb mesenchyme exhibits significant heterogeneity and that *Hic1* defines a distinct mesenchymal subset that contributes to limb fibroblasts and other specialised mesenchymal derivatives, some of which endure to support adult tissue regeneration.

## Results

### *Hic1* identifies a rare MP population within the limb bud

In the developing murine embryo, forelimb bud outgrowth initiates at approximately embryonic day (E)9^25^ and is composed of an ectodermal jacket encasing lateral plate mesoderm (LPM)-derived mesenchyme. Approximately 36 h post-initiation, *Hic1* transcripts become evident within the proximal limb mesenchyme^19^. Quantitative PCR analyses of E10.5 limb segments revealed low *Hic1* expression. In contrast, *Hic1* transcript was detected at E11.5 in a decreasing proximal to distal gradient (Supplementary Fig. 1a, b). To explore the nature and origin of Hic1^+^ cells in the limb, a lineage tracing strategy was employed involving a *Hic1*^*CreERT2*^ allele in conjunction with a Cre-dependent reporter, *R26*^tdTomato^ (Fig. 1a). A series of tamoxifen (TAM) pulse and chase experiments determined E10 to be the optimal time for the labelling of the emerging Hic1^+^ limb bud population (Supplementary Fig. 1c, d); these analyses also determined the TAM-labelling window to be 24–36 h. Embryos that were pulse-labelled with TAM at E10 showed no trace of tdTomato^+^ cells in the forelimb buds until ~E11.5 (Fig. 1b, c). Consistent with this, tdTomato^+^ cells were observed to be mostly restricted to the cultured proximal, but not distal, forelimb fragments and corresponding micromass cultures therefrom (Supplementary Fig. 1e, f).

**Fig. 1:**
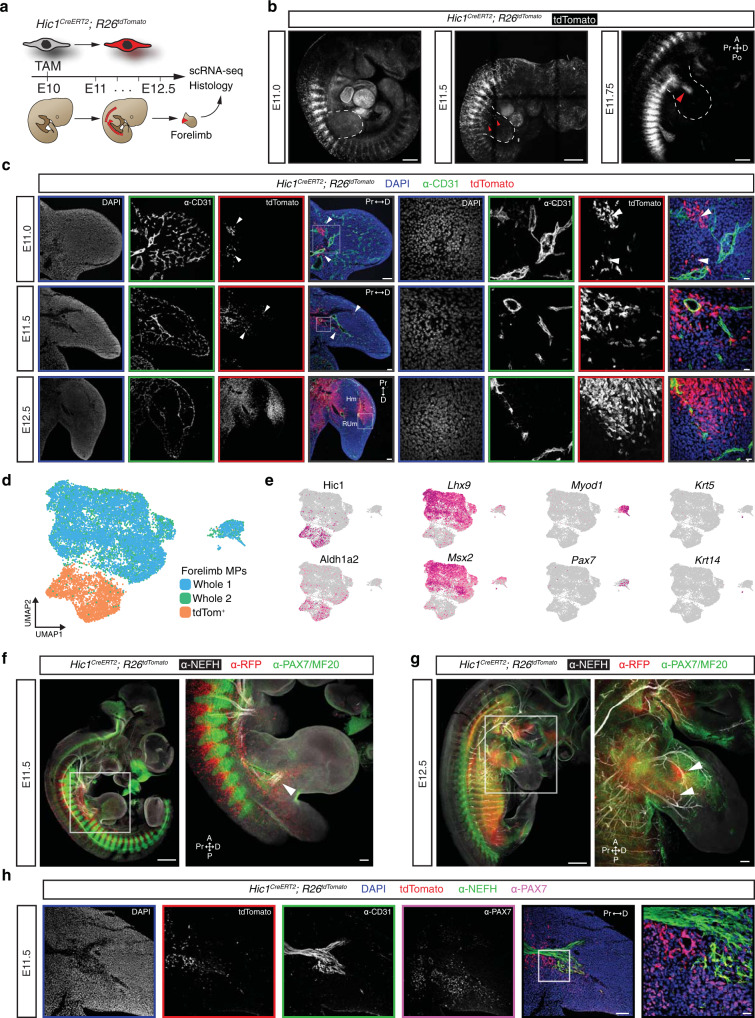
*Hic1* identifies a discrete population within the limb mesenchyme. **a** Schematic of the experimental strategy for *Hic1*^*CreERT2*^*; R26*^*tdTomato*^ genetic recombination. **b** Maximum intensity projections of whole-mount *Hic1*^*CreERT2*^; *R26*^*tdTomato*^ embryos. White-dotted-line outlines the forelimb; red arrowhead highlights tdTomato^+^ cells within the forelimb. *n* = 6 embryos from independent litters. Scale bar, 500 µm. **c** Representative images of *Hic1*^*CreERT2*^; *R26*^*tdTomato*^ forelimbs at sequential timepoints. *n* = 6 embryos from independent litters. Scale bars, 100 µm, 20 µm inset. White box represents inset region, white arrowheads define tdTomato^+^ cell clusters. **d** UMAP of aggregated scRNA-seq data representing whole forelimb dissociations (whole 1 and whole 2) and FACS-purified tdTomato^+^ MPs from E11.5 forelimb buds. **e** UMAPs of representative genes for each identified cell population: tdTomato^+^ MPs (*Hic1* and *Aldh1a2*), tdTomato^-^ MPs (*Lhx9* and *Msx2*), myogenic progenitors (*Myod1* and *Pax7*), and epithelium (*Krt5* and *Krt14*). **f** Maximum intensity projection of E11.5 *Hic1*^*CreERT2*^; *R26*^*tdTomato*^ embryo imaged and stained in whole-mount with antibodies against neurofilament heavy chain (NEFH), PAX7, and MF20. *n* = 3 embryos from independent litters. Scale bars, 500 µm and 100 µm. White box represents inset region highlighted in panel on right, white arrowhead indicates tdTomato^+^ cells within the limb. **g** Maximum intensity projection of E12.5 *Hic1*^*CreERT2*^; *R26*^*tdTomato*^ embryo stained in whole-mount with antibodies against NEFH, PAX7, and MF20. *n* = 3 embryos from independent litters. Scale bars, 500 µm and 100 µm. White box represents inset region highlighted in panel on right. Arrowheads indicate clusters of tdTomato^+^ cells. **h** Representative immunofluorescence micrographs of E11.5 *Hic1*^*CreERT2*^; *R26*^*tdTomato*^ forelimb sections stained with antibodies against NEFH and PAX7. *n* = 6 embryos from independent litters. Scale bars, 100 µm and 20 µm inset. White box represents inset region highlighted in bottom-right panel. A, anterior; D, distal; Po, posterior; Pr, proximal.

To determine at which time the tdTomato^+^ cells populated the limb, E11 forelimb buds were analysed and the presence of two clusters at the body wall-limb bud interface was revealed (Fig. 1c, E11.0). By E11.75, whole-mount imaging identified a band of tdTomato^+^ cells within the hypaxial somite that extended into the proximal forelimb bud (Fig. 1b, E11.75 and Supplementary Movie 1). By E12.5, this band of cells extended to surround the chondrogenic core of the developing limb (Fig. 1c, E12.5 and Supplementary Fig. 1g, h). Flow cytometric (FCM) analysis at E11.5 showed that tdTomato^+^ cells had populated the central limb mesenchyme and constituted 0.45 ± 0.16% of total forelimb mesenchymal cells (Supplementary Fig. 1i). The frequency of this population increased markedly to comprise 5.79 ± 1.1%, 12.1 ± 1.6%, and 26.6 ± 0.5% of the limb mesenchymal cell compartment by E12.5, E13.5 and E14.5, respectively (Supplementary Fig. 1i). To determine if tdTomato^+^ cells represented a unique subset of mesenchymal cells, single-cell RNA-sequencing (scRNA-seq) was performed on E11.5 forelimb buds. TdTomato^+^ cells clustered separately from other whole-limb mesenchymal cells (Fig. 1d). Genes such as *Hic1* and *Aldh1a2* distinguished the tdTomato^+^ cluster from tdTomato^-^ limb bud mesenchymal cells (*Lhx9*^*+*^*, Msx2*^*+*^), myogenic precursors (*Myod1*^*+*^*, Pax7*^*+*^) and epithelium (*Krt5*^*+*^*, Krt14*^*+*^) (Fig. 1e). Co-expression of the retinoic acid (RA) synthesis gene, *Aldh1a2* with *Hic1* is consistent with the direct regulation of *Hic1* transcription by the nuclear receptors for RA, RARs^26^. The differential expression signature of tdTomato^+^ cells further reinforced the distinct nature of this population. At E11.5, tdTomato^+^ cells were observed in close association with migrating myogenic progenitors and projecting nerve axons (Fig. 1f, h). One day later, at E12.5, tdTomato^+^ cells were interspersed amongst the developing dorso-ventral muscle masses and their accompanying nerves (Fig. 1g). Indeed, immunofluorescence (IF) analysis at E13.5 revealed abundant tdTomato^+^ cells within the dorsal and ventral muscle masses underlying the epithelium and circumscribing the developing chondrogenic anlagen (Supplementary Fig. 1k). However, the tdTomato^+^ cells did not contribute to the primary cartilaginous elements, which are derived from the LPM (Figs. 1c, E12.5 and Supplementary Fig. 1k). Furthermore, expansion of the tdTomato^+^ compartment was associated with a proliferative phase in which up to 45.2 ± 2.1% (E12.5) of the tdTomato^+^ cells had incorporated EdU (Supplementary Fig. 1j).

The pattern of migration of tdTomato^+^ cells was consistent with other migratory populations, especially myogenic progenitors, which derive from the somite. To investigate the origin of tdTomato^+^ cells, the distribution of tdTomato^+^ cells was compared to markers reflective of the distinct somitic compartments including, the myotome (PAX3, MYOD1) and sclerotome (PAX1), as well as neural crest-derived cells (SOX10). As mentioned previously, tdTomato^+^ MPs do not co-localise with PAX7^+^ cells; however, myoblasts that are actively migrating during early forelimb morphogenesis strongly express *Pax3*^27^. A subset of limb pericytes and vascular smooth muscle cells have been found to derive from the somitic sclerotome^28^ and therefore α-PAX1 was used to identify the sclerotome at the time of tdTomato-cell migration. Lastly, α-SOX10 was chosen to label neural-crest-derived migratory cells^29^. TdTomato^+^ cells showed no overlap with migratory PAX3^+^ myotome-derived progenitors (Supplementary Fig. 2a), MYOD1^+^ myogenic progenitors (Supplementary Fig. 2b), nor with SOX10^+^ neural crest-derived cells (Supplementary Fig. 2c). Interestingly, a small number of PAX1/tdTomato double-positive cells were observed (Supplementary Fig. 2d). Furthermore, the sclerotome contained a population of *Scx*^*+*^ tenogenic progenitors (Scx-GFP), which also overlapped with tdTomato^+^ cells at the forelimb level (Supplementary Fig. 2d). In summary, these results indicate that tdTomato^+^ MPs are migratory cells that do not derive from the dermomyotome nor neural crest, but originate within the sclerotome and syndetome compartments of the somite.

To further elucidate the embryonic origin of Hic1^+^ MPs, a *Hic1*^*nLacZ*^ reporter mouse model, in combination with α-HIC1 antibody staining, were used to identify Hic1^+^ MPs prior to E11.5 (Supplementary Fig. 2e). The *Hic1*^*nLacZ*^ reporter mice enabled visualisation of the spatial distribution of Hic1^+^ cells in whole-mount embryos (Fig. 2a) where by E10.75, X-gal staining was evident within regions of the epaxial and hypaxial somitic mesenchyme (Fig. 2b). At E11.5, LacZ^+^ cells were observed within the proximal limb mesenchyme (Fig. 2b). At this time, *Hic1* exhibits limited and regionalised expression in the limb and is restricted to the proximal mesenchyme. Subsequently, X-gal^+^ cells were observed within the central proximal region by ~E12 (Fig. 2b). At later stages, Hic1^+^ cells were visualised throughout the limb mesenchyme and circumscribed various chondrogenic anlagen (Supplementary Fig. 2f). Consistent with the interstitial distribution of the Hic1^+^ MP population in adult muscle^4^, Hic1^+^ cells could also be found within the emerging ventral and dorsal muscle masses (Supplementary Fig. 2f). Similarly, direct detection of the HIC1 protein with α-HIC1 revealed that at E10.5, Hic1^+^ MPs were located within the somitic mesenchyme. Specifically, Hic1^+^ MPs were medial to the PAX3^+^ myotome and juxtaposed with migrating PAX3^+^ myogenic progenitors at the hypaxial end of the somite, in close proximity to the proximal edge of the forelimb bud (Fig. 2c). As expected, HIC1^+^ cells largely overlapped with the ScxGFP^+^ syndetome (Fig. 2d) and exhibited partial overlap with the lateral portion of the PAX1^+^ sclerotome (Fig. 2e). Collectively, these results indicate that Hic1^+^ MPs are distinct from PAX3^+^ myogenic progenitors, originate within the sclerotomal/syndetomal compartments of the somite (Fig. 2f) and support the concept that Hic1^+^ MPs represent a unique migratory MP subset within the developing limb.

**Fig. 2:**
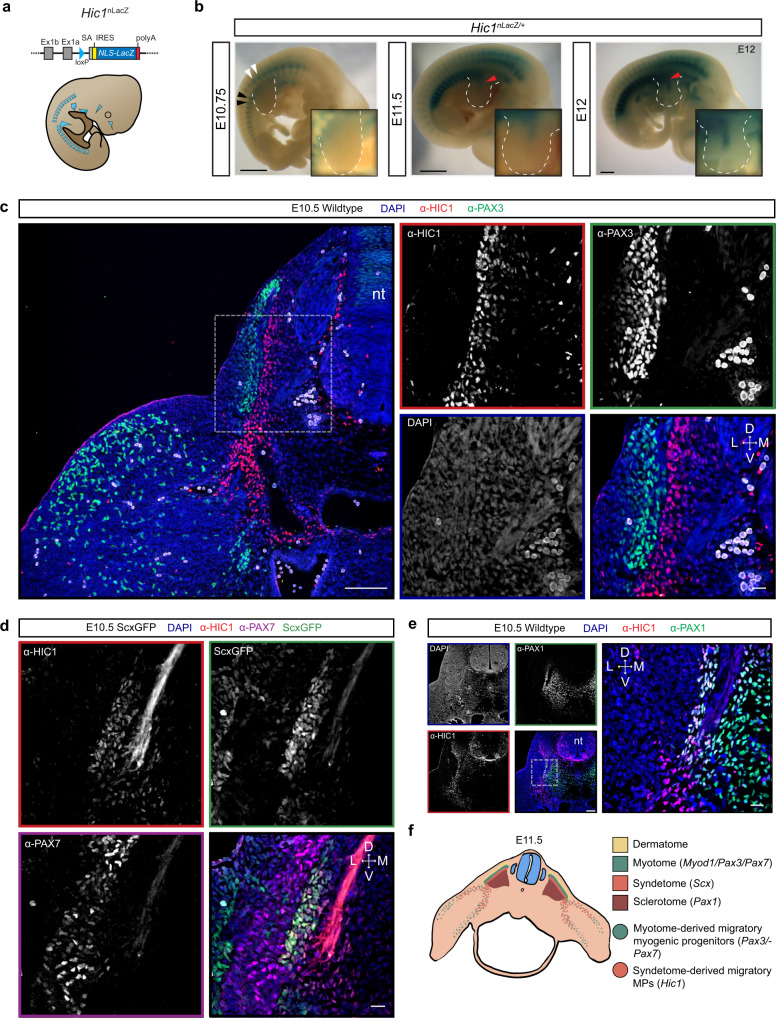
*Hic1*/HIC1 is expressed in the syndetome and sclerotome of developing somites. **a** Schematic of *Hic1*^*nLacZ*^ allele. **b** Representative whole-mount X-gal staining of *Hic1*^*+/nLacZ*^ embryos at the indicated time points. Forelimb buds outlined in white. Arrowheads: Black- hypaxial sclerotomes, white- epaxial sclerotomes, red- *Hic1* expression within the central region of forelimb bud. Scale bars, 1 mm. **c** Immunofluorescence staining with α-HIC1 and α-PAX3 on E10.5 embryos at the forelimb level. Dotted box highlights area inset in adjoining panels. *n* = 3 embryos from independent litters. Scale bars, 100 µm, 20 µm inset. **d** Immunofluorescence staining with α-PAX7 on E10.5 Scx-GFP embryos. *n* = 3 embryos from independent litters. Scale bar, 20 µm. **e** Immunofluorescence staining with α-HIC1 and α-PAX1 on E10.5 embryos. Dotted box highlights area inset in adjoining panel. *n* = 3 embryos from independent litters. Scale bars, 100 µm, 20 µm inset. D, dorsal; L, lateral; M, medial; nt, neural tube; V, ventral. **f** Schematic representation of Hic1^+^ MP migration from the somite.

### scRNA-seq and histological analyses reveals a unique MP hierarchy

To characterise the molecular nature and developmental fates of tdTomato^+^ cells, scRNA-seq was performed on FACS-purified limb populations at 5 developmental timepoints ranging from E11.5 to E16.5 (Fig. 3a and Supplementary Data 1). In total, 32,225 cells were profiled. Louvain-Jaccard clustering identified 9 distinct cell populations within the aggregated dataset and select cell-type markers were used to annotate the clusters (Fig. 3b, c). Chronologically, the earliest populations (MPI, MPII) were composed mainly of cells from E11.5 (32%) and E12.5 (62%) (Fig. 3d, e) and expressed progenitor cell markers such as *Id* genes^30^ (Fig. 3c), as well as genes involved in cell migration and locomotion. Mitotic cells (MCs) formed a distinct cluster enriched for proliferation-associated genes such as *Birc5*, *Mki67*, and *Ccnb1* (Fig. 3c). The majority of cells from E14.5 and E16.5 expressed cell lineage-defining markers indicative of a more differentiated phenotype. They formed six different groups based on gene expression: fibroblasts (*Fap*, *Fbn1*), chondrocytes (*Lect1*, *Col2a1*), dermal fibroblasts (*Col7a1*, *Rspo1*), tenocytes (*Tnmd*, *Htra3*), and pericytes (*Rgs5*, *Kcnj8*) (Fig. 2b, c). An intermediate cluster between MPs and fibroblasts was termed “fibrogenic progenitors” and expressed markers such as *Osr1*, *Rspo3*, and *Hmcn1* (Fig. 3b, c). As the E16.5 forelimb is relatively large, scRNA-seq was carried out on two separate domains in an attempt to capture the totality of Hic1^+^ MP lineage contribution (Supplementary Fig. 3a). In total 7758 distal and 9275 proximal tdTomato^+^ cells were aggregated and analysed (Supplementary Fig. 3b). For the most part, cells within these two compartments exhibited similar lineage fates. However, given their distribution along the proximal-distal axis, genes associated with positional identity (i.e., Hox genes) exhibited differential expression between the proximal and distal sampled tdTomato^+^ cells (Supplementary Fig. 3c). Louvain-Jaccard clustering revealed 7 cell types, which were annotated based on marker gene expression (Supplementary Fig. 3d). Fibroblasts (*Cd34*^+^, *Dpt*^+^), dermal fibroblasts (*Irx1*^+^, *Col7a1*^+^), chondrocytes (*Sox9*^+^, *Col2a1*^+^), tenocytes (*Scx*^+^, *Tnmd*^+^), and pericytes (*Rgs5*^+^, *Acta2*^+^) were identified as distinct cell types (Supplementary Fig. 3e, f). Overall, cell types were represented to similar extents within the proximal and distal limb compartments (Supplementary Fig. 3g).

**Fig. 3:**
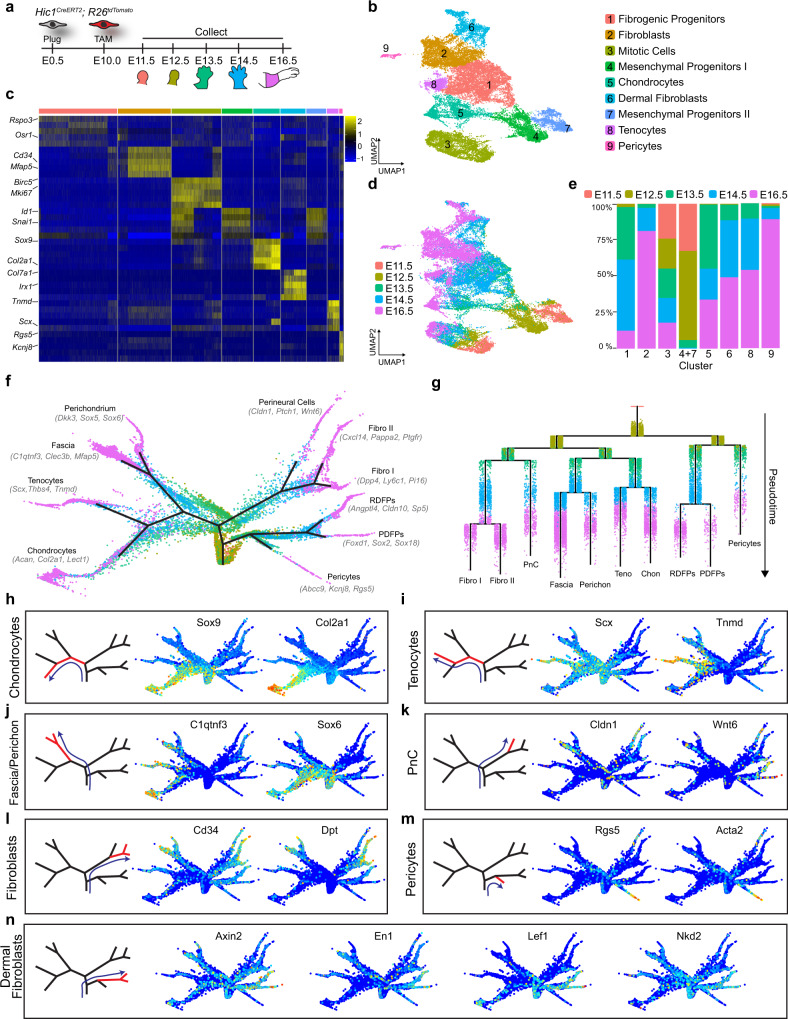
ScRNA-seq analyses define a mesenchymal cell progenitor hierarchy. **a** Schematic of *Hic1*^*CreERT2*^; *R26*^*tdTomato*^ sample collection for scRNA-seq. **b** UMAP of aggregated scRNA-seq data from sorted forelimb tdTomato^+^ cells coloured/numbered according to cluster identity determined by Louvain clustering. **c** Heatmap of scRNA-seq data showing enriched genes within each cluster. **d** UMAP of aggregated scRNA-seq data from sorted forelimb tdTomato^+^ cells coloured according to embryonic timepoint. **e** Stacked bar graph illustrating the composition of each cluster with respect to embryonic timepoints. **f** Force-directed layout of Hic1-lineage-labelled MP differentiation trajectory, coloured according to developmental timepoint and optimised for 2D visualisation. **g** URD-inferred developmental trajectories of Hic1-lineage-labelled forelimb MPs, coloured by developmental timepoint. Chon, chondrocytes; fibro, fibroblasts; PDFPs, papillary dermal fibroblast progenitors; perichon, perichondrium; PnC, perineural cells; RDFPs, reticular dermal fibroblast progenitors; teno, tenocytes. **h**–**n** Representative gene expression heatmaps projected on layout from (**f**), showing transcript abundance of specified mesenchymal cell fate markers. Blue lines in each plot indicate trajectory and red branch highlights tip/cell fate. Source data are provided as a Source Data file.

To further refine the tdTomato^+^ cell lineage tree, the URD analytical tool^31^ was used to generate differentiation trajectories for the aggregated (E11.5–E16.5) dataset. The tips, or terminal populations, were manually curated based on marker analysis (Supplementary Fig. 4a, b; Supplementary Data 2). The reconstructed trajectory tree recapitulated the identified clusters and effectively ordered each of the populations from the intermediate timepoints (E12.5, E13.5, E14.5) in chronological order without a priori annotation (Fig. 3f, g). The tree segments closest to the root represent earlier stages on the pseudotime trajectory and were enriched for MP cell markers such as *Hmga2*, *Id1*, *Osr1*, *Snai1*, *Sox11, and Tcf7l2* (Supplementary Fig. 4d). The developmental trajectories that emanated from the E11.5 tdTomato^+^ population were resolved into 8 major distinct fates: chondrocytes (*Sox9*, *Col2a1;* Fig. 3h)^32^, tenocytes (*Scx*, *Tnmd;* Fig. 3i)^33^, fascia (*C1qtnf3, Mfap5, Clec3b;* Fig. 3j and Supplementary Fig. 5a, b)^34^, periskeletal cells (perichondrium, *Sox5, Sox6, Dkk3*; Fig. 3j and Supplementary Fig. 5c)^35^, perineurial cells (*Cldn1, Wnt6*; Fig. 3k*)*^36^, fibroblasts (*Cd34*, *Dpt*; Fig. 3l and Supplementary Fig. 5d, e)^35,37^, pericytes (*Rgs5*, *Acta2*; Fig. 3m)^38^ and dermal fibroblasts (*Axin2, En1, Lef1, Nkd2*; Fig. 3n and Supplementary Fig. 5f, g)^39,40^.

To experimentally interrogate the computationally inferred lineage trajectories, the fate of tdTomato^+^ cells was examined in fetal forelimbs. By E18.5, tdTomato^+^ clusters of chondrocytes were observed concentrated in specific areas of the developing bones, such as the distal humerus (Fig. 4a). TdTomato^+^ ScxGFP^+^ tenocytes were found mostly in short limb tendons, for example at the connection point between the biceps brachii and the radius (Fig. 4b). Numerous stromal compartments containing varying contributions of tdTomato^+^ cells in alignment with the in silico-derived lineages were also observed. TdTomato^+^ TAGLN^+^ cells, indicative of pericytes associated with capillaries^38^, were identified throughout the E18.5 forelimb (Fig. 4c). Similarly, tdTomato^+^ cells were identified circumscribing and within nerve axon bundles of the appendicular peripheral nervous system (Fig. 4d). Numerous tdTomato^+^ cells populated connective tissues of the limb skin including SOX2^+^ dermal papilla fibroblasts and SOX2^-^ reticular fibroblasts^41,42^ (Fig. 4e). In skeletal muscle, tdTomato^+^ Pdgfra^+^ fibroblasts were abundant within the fascia, skeletal muscle interstitium and associated connective tissues^9^ (Fig. 4f). However, tdTomato^+^ cells did not contribute to the myogenic (Fig. 4g, h) nor endothelial lineages (Fig. 4i). Collectively, these findings reinforce that early Hic1^+^ MPs represent a hitherto undescribed mesenchymal cell population with multi-lineage potential.

**Fig. 4:**
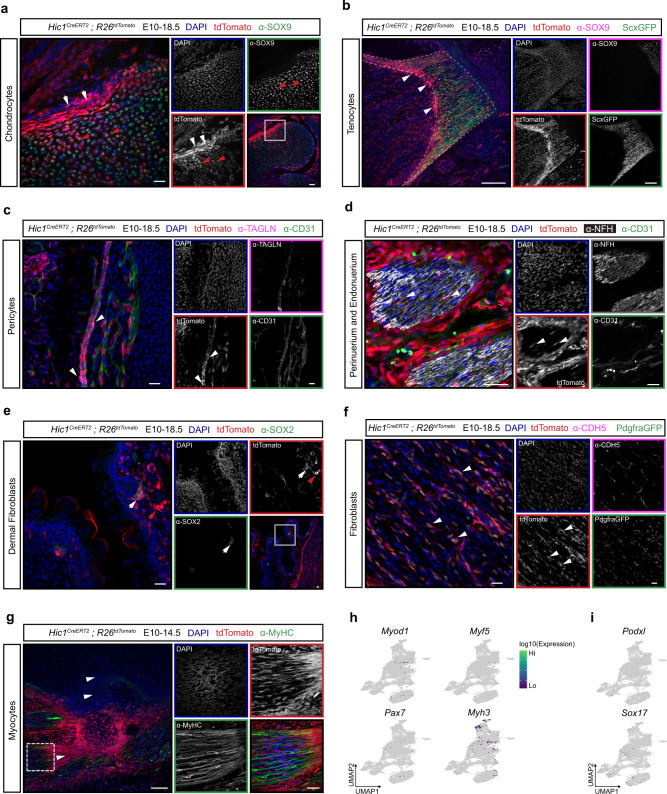
Lineage tracing analyses confirm computationally inferred lineage potential. **a**–**f** Representative immunofluorescence images of E18.5 *Hic1*^*CreERT2*^; *R26*^*tdTomato*^ forelimbs of tdTomato^+^ MP-derived cells demonstrating contribution to the following lineages: chondrocytes and perichondrium. White arrowheads indicate perichondrium, red arrowheads highlight tdTomato^+^ chondrocytes; **b** tenocytes; **c** pericytes; **d** perineurium and endoneurium cells. White arrowheads indicate endoneurial cells; PDFPs and RDFPs highlighted by white and red arrowheads respectively (**e**); and fibroblasts (**f**). White boxes in **a**, **e**, **g** highlight regions of interest that are magnified in adjoining panels. Scale bars, 20 µm. **g** Representative immunofluorescence image of an E14.5 *Hic1*^*CreERT2*^; *R26*^*tdTomato*^ embryo (TAM at E10) stained with α-MyHC. Scale bar, 100 µm. *n* = 6 embryos from independent litters for panels **a**–**g**. **h** UMAP plots of aggregated scRNA-seq data from *Hic1*^*CreERT2*^; *R26*^*tdTomato*^-sorted tdTom^+^ cells showing no detectable expression of myogenic regulatory factors (*Myod1*, *Myf5*, and *Pax7*) and embryonic myosin (*Myh3*). **i** UMAP plots of aggregated scRNA-seq data from *Hic1*^*CreERT2*^; *R26*^*tdTomato*^-sorted tdTomato^+^ cells showing no detectable expression of endothelial cell markers (*Podxl* and *Sox17*).

### Multi-lineage potential of Hic1^+^ MPs is embedded in the chromatin landscape

To further interrogate the lineage potential underlying the proposed cell hierarchy, epigenetic profiling using scATAC-seq was performed on a total of 41,066 single nuclei from sorted tdTomato^+^ forelimb cells captured at E12.5, E14.5, and E16.5 (Fig. 5a, b). *K*-means clustering (*k* = 7) projected onto a *t*-stochastic neighbour-embedding (*t*SNE) dimensionality reduction plot identified 6 main cell populations (Fig. 5c). This analysis yielded two MP clusters: MPs I and II. The majority of cells comprising MPs I were derived from the E12.5 limb sample (97%); similarly, cells from MPs II were mostly derived from E14.5 limbs (85%) (Fig. 5d). MPs were found to have OCRs at gene loci associated with the cell cycle and progenitor status, such as *Hic1*, *Id1* and *Snai1* (Fig. 5e, f)^4,30,43^. OCRs within lineage-defining genes corresponding to the aforementioned 8 major cell fates were all evident within these populations (Fig. 5g). For example, OCRs were detected at gene ranges encompassing the *Sox9* (chondrogenic), *Scx* (tenogenic), *Osr1* (fibro/adipogenic)^44^, and *Lrig1* (dermal fibrogenic) loci (Fig. 5g) indicative of broad mesenchymal lineage potential. With time, loci associated with alternative cell fate trajectories became differentially accessible as lineage-restricted populations emerged (Fig. 5h–k).

**Fig. 5:**
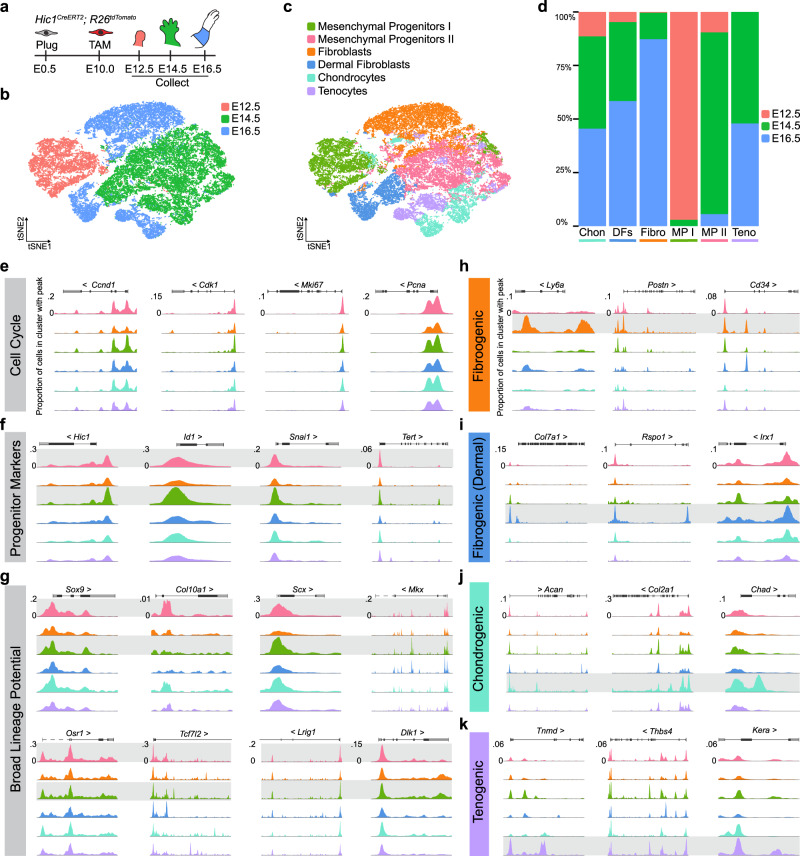
Broad mesenchymal lineage potential is embedded in the epigenome of early tdTomato^+^ MPs. **a** Schematic of *Hic1*^*CreERT2*^; *R26*^*tdTomato*^ sample collection for scATAC-seq. **b** t-SNE plot of aggregated scATAC-seq data from sorted tdTomato^+^ MPs coloured according to embryonic timepoint. **c** t-SNE plot of aggregated scATAC-seq data from sorted tdTomato^+^ MPs coloured according to cluster identity. **d** Stacked bar graph illustrating the composition of each cluster with respect to embryo timepoints. **e**–**k** Genome browser tracks from scATAC-seq analyses displaying the promoter sum signal near the indicated gene loci. Colours for each track correspond to cluster identities defined in panel **c**. Grey boxes highlight clusters exhibiting promoter sum signal relevant to the indicated cell function or fate. Chon, chondrocytes; DF, dermal fibroblasts; Fibro, fibroblasts, MP I/II, mesenchymal progenitors I/II, Teno, tenocytes. Source data are provided as a Source Data file.

The largest population was identified as a collection of fibrogenic-cell types with OCRs identified in loci including *Ly6a*, *Postn*, and *Cd34* (Fig. 5h). A dermal fibrogenic cluster consisted of cells containing OCRs within the *Col7a1*, *Rspo1*, and *Irx1* loci (Fig. 5i)^40,45,46^. The chondrogenic and tenogenic progenitor clusters were unambiguously classified based on OCRs within *Acan*, *Col2a1*, and *Chad*, or *Tnmd*, *Thbs4*, and *Kera* loci, respectively (Fig. 5j, k). Distinct pericyte and perineural clusters were not detected, although respective underlying OCRs (*Kcnj8, Rgs5, Cldn1, Wnt6*) were identified and these populations were found to be interspersed throughout the clusters. This likely reflects the fact that these rare populations are less efficiently resolved at these time points. As would be expected from a multipotent cell population upstream of a lineage trajectory, limited transcription from OCRs associated with the committed mesenchymal lineages was observed in MPs at E12.5 (Supplementary Fig. 6a, b). This potential was only realised in more committed progenitors and differentiated cells at E16.5 with the detection of the corresponding transcripts (Supplementary Fig. 6c), indicating that Hic1^+^ MP multipotency is embedded within the epigenome.

Comparisons between independently clustered E12.5 and E16.5 scRNA- and scATAC-seq datasets (Fig. 6a–d) revealed that genes associated with a progenitor status are widely expressed, and the respective gene loci are accessible throughout all clusters of *Hic1* MPs at E12.5 (Fig. 6e). On the other hand, expression and chromatin accessibility of these genes became restricted to specific progenitor clusters at E16.5 (Fig. 6f). Chondroprogenitors became apparent both transcriptionally and by chromatin state as early as E12.5 (Fig. 6g); this cluster became established at E16.5, with highly specific OCRs and largescale expression of chondrocyte markers such as *Acan* and *Chad* (Fig. 6h). Dermal fibroblasts (Fig. 6i, j), fibroblasts (Fig. 6k, l), and tenocytes (Fig. 6m, n) displayed a similar trend: RNA expression of cell type-specific genes were absent at E12.5 and chromatin accessibility peaks were ubiquitous throughout ATAC-seq clusters (Fig. 6i, k, m). At 16.5, cells have differentiated and this became apparent in both gene expression and chromatin landscape (Fig. 6j, l, n). Chondrocytes, tenocytes, and dermal fibroblasts were composed of similar ratios of E14.5 and E16.5 cells (Fig. 5d). To further elucidate the epigenetic signatures that characterise each differentiation trajectory, cell classification labels were transferred from the scRNA-seq dataset using an anchor-based method for cross-modality integration^47^ and individual pseudotime trajectories were constructed by subsetting the curated dataset (Supplementary Fig. 7a–f). Differential accessibility analysis in pseudotime revealed that loci associated with the chondrogenic programme remained open in the chondrocyte cluster, but become progressively more restricted in the tenocyte and DF clusters (Supplementary Fig. 7g). Similarly, OCRs within tenogenic gene loci were detected only in the tendon-enriched cluster at late pseudotime values (Supplementary Fig. 7h). Furthermore, genes reflective of a dermal fibrogenic-cell fate (*Col7a1*, *Irx1*, and *Lef1*) were only found within OCRs in the DF cluster at the late pseudotime values of the differentiation trajectory (Supplementary Fig. 7i). Collectively, these studies reveal that the early Hic1^+^ MPs represent a mesenchymal progenitor cell population capable of giving rise to various subsets of skeletal and stromal cells.

**Fig. 6:**
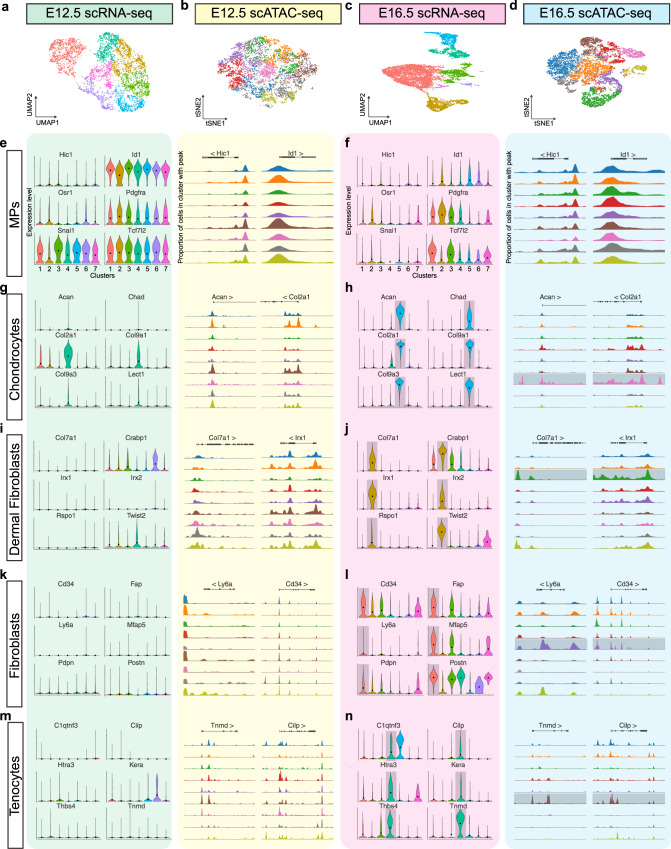
MP specification and differentiation are reflected in chromatin and transcriptome dynamics during their developmental trajectories. **a** UMAP of scRNA-seq data from E12.5-sorted limb tdTomato^+^ cells coloured according to cluster identity. **b** t-SNE plot of scATAC-seq data from E12.5-sorted tdTomato^+^ cells coloured according to cluster identity. **c** UMAP of scRNA-seq data from E16.5-sorted limb tdTomato^+^ cells coloured according to cluster identity. **d** t-SNE plot of scATAC-seq data from E16.5-sorted tdTomato^+^ cells coloured according to cluster identity. **e**, **f** Violin plots and genome tracks from representative genes for identification of MPs. **g**, **h** Violin plots and genome tracks from representative genes for identification of chondrocytes. **i**, **j** Violin plots and genome tracks from representative genes for identification of dermal fibroblasts. **k**, **l** Violin plots and genome tracks from representative genes for identification of fibroblasts. **m**, **n** Violin plots and genome tracks from representative genes for identification of tenocytes.

### Embryonic Hic1^+^ MP post-natal lineage contributions

Hic1^+^ MP lineages emerge at various times during embryogenesis, where they contribute to a variety of mesenchymal cell types. 

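The mice carried a tamoxifen (TAM)-inducible Cre recombinase (CreERT2) at the *Hic1* locus and a tdTomato reporter that Cre switches on, so cells expressing *Hic1* at the time of TAM, and their progeny, are tdTomato+. For the E10-P56 library, dams were given TAM by gavage at E10, at 300 mg/kg with 150 mg/kg progesterone in the methods and as 7.5 mg of TAM in the sample labels. The methods describe tibialis anterior muscles pooled at P56, digested with collagenase and Dispase, and tdTomato+ cells sorted in series before 10x Chromium 3' capture. The authors deposited UMI counts per gene and cell barcode, made with Cell Ranger on a mm10 genome to which tdTomato, CreERT2 and a sequence named SSM2GFP had been added, without normalization and before any removal of cells by depth. There was 1 library, so no spread between animals can be given, and every interval covers counting error only. It held 8236 barcodes with 67460919 UMIs on 28001 features, a median of 5485.5 UMIs per barcode. The minimum of 1500 UMIs that the paper gives left out 1310 barcodes. A further 839 had over 10% of their UMIs on mitochondrial genes, a limit chosen here because the paper's text gives no number, and 6087 cells with a median of 7648 UMIs remained. No doublets were removed. Cells were clustered by the Leiden method at a resolution of 0.5, on a shared-nearest-neighbour graph of 20 neighbours over 30 principal components of 2000 variable genes. The 31 genes whose levels are reported were kept out of the variable genes and out of the naming of clusters, and each cluster was named from other marker genes of its cell type, which is why the names read fibroblast-like or pericyte-like. These names were rebuilt from the counts, and the cells in them can differ from those of the paper's clusters. Levels are the UMIs of a gene summed over a cluster and scaled to 1000000 UMIs of that cluster (CPM), with exact 95% Poisson intervals in parentheses. Shares of cells carry exact 95% Clopper-Pearson intervals. A share of cells with a UMI was taken after each cell was randomly thinned to 1500 UMIs, so that deep and shallow clusters could be compared. Gene positions are those of GRCm38 in GENCODE M21.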

To further interrogate Hic1^+^ MP lineage contributions, scRNA-seq was performed on skeletal muscle (SkM) samples collected at P56 (following E10 TAM administration) along with histological analyses of SkM and surrounding tissues (Fig. 7a). 

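After clusters of cycling, Schwann-like and endothelial-like cells had been set aside, the E10-P56 library held 5651 cells. Fibroblast-like cells made up 76.3% (75.2 to 77.4) of them, 4311 cells in 7 clusters with a median of 8561 UMIs. This share moved most, to 70.2%, when no mitochondrial limit was set, an alternative added after the data had been seen. Pericyte-like cells made up 7.64% (6.97 to 8.37) and tenocyte-like cells 4.62% (4.09 to 5.20). Cells like smooth muscle cell progenitors (SMCPs) made up 4.58% (4.05 to 5.16), those like vascular smooth muscle cells (VSMCs) 3.75% (3.27 to 4.28), and perineurial-like cells 3.11% (2.68 to 3.60). The VSMC-like share depended strongly on the mitochondrial limit and reached 10.3% with no limit. VSMC-like cells then outnumbered pericyte-like cells, with 470 against 447 at a limit of 20% and 658 against 446 with no limit. In fibroblast-like cells *Cd34* (ENSMUSG00000016494, chromosome 1 from 194938819 to 194961279) was counted at 834 CPM (826 to 842), against 84.0 (70.0 to 99.8) in pericyte-like and 108 (94.4 to 124) in VSMC-like cells. *Pdgfra* (ENSMUSG00000029231, chromosome 5 from 75152292 to 75198215) reached 453 CPM (447 to 459) in fibroblast-like cells and 81.4 (67.4 to 97.4) in tenocyte-like cells. The Sca-1 gene *Ly6a* (ENSMUSG00000075602, chromosome 15 from 74994877 to 74998031) stood at 3666 CPM (3648 to 3684), against 320.1 (292 to 349.8) in pericyte-like cells. *Dpt* (ENSMUSG00000026574, chromosome 1 from 164796644 to 164824266), which encodes dermatopontin, stood at 1204 CPM (1194 to 1215), and at 82.7 (71.8 to 94.7) in SMCP-like cells. None of these genes was used to form or name the clusters.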

Bioinformatic analyses revealed 6 tdTomato^+^ populations present in SkM (Fig. 7b, c), the largest of which comprised fibroblasts (*Cd34*^*+*^*, Pdgfra*^*+*^*, Ly6a*^*+*^*, Dpt*^*+*^), which are abundant in the SkM interstitium (Fig. 7d, j). 

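The tenocyte-like cluster held 261 cells with a median of 4750 UMIs. *Scx* (ENSMUSG00000034161, chromosome 15 from 76457452 to 76459458), a transcription factor gene of tendon cells, was counted at 6184 CPM (6058 to 6313) there and at 13.0 (12.0 to 14.1) in fibroblast-like cells. At 1500 UMIs per cell, 79.3% (73.9 to 84.1) of tenocyte-like cells had a *Scx* UMI, and 2.36% (0.770 to 5.42) of VSMC-like cells, taken as background, did (median depths 4750 and 7633 UMIs, 89.3% and 7.08% without thinning). In the library labelled in the adult, *Scx* in tenocyte-like cells was 789.6 CPM (763 to 817), while *Tnmd* and *Col22a1* there were 2814 (2764 to 2865) and 608 (585 to 632) CPM. *Tnmd* (ENSMUSG00000031250, chromosome X from 133850980 to 133865577), encoding tenomodulin, was at 1818 CPM (1749 to 1888) in the tenocyte-like cells of E10-P56 and at 31.6 (30.0 to 33.3) in its fibroblast-like cells. *Col22a1* (ENSMUSG00000079022, chromosome 15 from 71795795 to 72034227) encodes a collagen of the myotendinous junction. It was counted at 265 CPM (239 to 292) in the tenocyte-like cluster, where 19.2% (14.6 to 24.5) of cells had a UMI after thinning, and at 0.331 (0.185 to 0.547) CPM in fibroblast-like cells. No markers had been set for myotenocytes, and *Col22a1* was kept out of the clustering. Myotenocytes could therefore not be named apart from the tenocyte-like cells.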

Tenocytes (*Scx*^*+*^*, Tnmd*^*+*^) and myotenocytes (*Col22a1*^*+*^) were also identified (Fig. 7e). Three clusters constituted vasculature-associated cell types (Supplementary Fig. 8a, b): Vascular smooth muscle cells (VSMCs) (*Acta2*^*+*^*, Cnn1*^*+*^*, Smtn*^*+*^) lined arteries (Fig. 7f and Supplementary Fig. 8c), pericytes (*Abcc9*^*+*^*, Kcnj8*^*+*^*, Rgs5*^*+*^) circumscribed capillaries (Fig. 7g and Supplementary Fig. 8d) and smooth muscle cell progenitors (SMCPs) (*Ifitm1*^*+*^*, Nr4a1*^*+*^*, Thy1*^*+*^) were found associated with larger blood vessels (Fig. 7h and Supplementary Fig. 8e). 

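In E10-P56 the cells named VSMC-like numbered 212, pericyte-like cells 432 and SMCP-like cells 259, with median depths of 7633, 3083.5 and 8781 UMIs. *Acta2* (ENSMUSG00000035783, chromosome 19 from 34241090 to 34255590) was highest in VSMC-like cells at 15534 CPM (15360.2 to 15710.2), and *Cnn1* (ENSMUSG00000001349, chromosome 9 from 22099216 to 22109630) reached 401 (374 to 430.2) there against 44.7 (36.8 to 53.7) in SMCP-like cells. *Smtn* (ENSMUSG00000020439, chromosome 11 from 3517523 to 3540612) followed the same order, with 499 (468 to 531) in VSMC-like and 27.3 (21.2 to 34.5) in SMCP-like cells. The pericyte-like cluster had the highest levels of *Abcc9* (ENSMUSG00000030249, chromosome 6 from 142587862 to 142702315), 2076 CPM (2004 to 2149), of its neighbour *Kcnj8* (ENSMUSG00000030247), 1728 (1663 to 1796), and of *Rgs5* (ENSMUSG00000026678), 13604 (13419 to 13790.1). *Ifitm1* (ENSMUSG00000025491, chromosome 7 from 140967221 to 140969825) was at 453 CPM (427 to 480.3) in SMCP-like cells, 97.7 (82.7 to 115) in pericyte-like and 5.63 (2.81 to 10.1) in VSMC-like cells. *Thy1* (ENSMUSG00000032011, chromosome 9 from 44043384 to 44048579) was also highest in SMCP-like cells, at 344 CPM (322 to 368), against 82.0 (68.2 to 97.7) in pericyte-like cells. *Nr4a1* (ENSMUSG00000023034, chromosome 15 from 101254269 to 101274795) was counted at 149.9 CPM (135 to 166) in SMCP-like cells, below 192 (173 to 213) in VSMC-like cells and 479 (436 to 525) in perineurial-like cells, and above 53.1 (42.2 to 66.0) in pericyte-like cells. With the 5% of cells with the highest doublet scores left out, each of the 31 reported genes was highest in the same population as before. From these transcripts and the vessels that tdTomato+ cells lined in sections, the paper states that the clusters are VSMCs, pericytes and SMCPs.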

As expected, *Pdgfrb* was expressed to varying extents in all Hic1^+^ cell populations including *Ly6a*^*+*^ fibroblasts (Fig. 7j). 

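In E10-P56 *Pdgfrb* (ENSMUSG00000024620, chromosome 18 from 61045150 to 61085061), encoding PDGF receptor beta, was highest in pericyte-like cells at 1970.3 CPM (1900.4 to 2042) and next in SMCP-like cells at 785 (751 to 820.1). VSMC-like cells had 352 (326 to 379) and tenocyte-like cells 196 (174 to 219.7). The lowest levels among the 6 populations were 89.5 (86.8 to 92.3) in fibroblast-like and 82.3 (65.1 to 103) in perineurial-like cells, both above the 14.0 (7.85 to 23.1) of the Schwann-like cells that were set aside. At 1500 UMIs, 13.4% (12.4 to 14.5) of fibroblast-like cells had a *Pdgfrb* UMI and 2.14% (0.444 to 6.13) of Schwann-like cells did, at median depths of 8561 and 7085.5 UMIs. Without thinning the same shares were 50.0% and 7.14%.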

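The perineurial-like cluster of E10-P56 held 176 cells with a median of 4755 UMIs. *Fzd2* (ENSMUSG00000050288, chromosome 11 from 102604396 to 102608058), a Wnt receptor gene, was counted at 1219 CPM (1150.5 to 1291) in it and at 48.4 (46.4 to 50.5) in fibroblast-like cells. *Ptch1* (ENSMUSG00000021466, chromosome 13 from 63508328 to 63573598), the receptor gene for hedgehog ligands, was at 708 CPM (656 to 763) against 7.20 (6.44 to 8.03). *Wnt6* (ENSMUSG00000033227, chromosome 1 from 74771892 to 74785322) stood at 454 CPM (412 to 499), against 0.862 (0.613 to 1.18) in fibroblast-like cells. A *Wnt6* UMI was present in 51.1% (43.5 to 58.7) of perineurial-like cells at 1500 UMIs and in 80.1% of them unthinned. None was found in any of the 212 VSMC-like cells at either depth (upper limit 1.72%, median depth 7633 UMIs). In the Schwann-like cells the 3 genes were at 353 (318 to 390.2), 336 (302 to 372) and 154 (132 to 179.8) CPM. No cluster met the markers that had been set for endoneurial cells, which were *Osr2*, *Etv1*, *Wif1* and *Cdkn2a*. This does not show that such cells were absent. A fibroblast-like cluster of 57 cells, led by *Trf* and *Apod*, had more *Sox9* and *Cd34* than the perineurial-like cells. The paper gives both genes for the endoneurium, so endoneurial cells within that cluster stay open.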

Finally, perineural and endoneurial cells (*Fzd2*^*+*^*, Ptch1*^*+*^*, Wnt6*^*+*^) clustered separately in transcriptomic space and were observed in histological nerve samples (Fig. 7i and Supplementary Fig. 9a). Other tdTomato^+^ connective tissue cell types were also present in adult lineage-traced limbs, such as cortical osteocytes in the humeral shaft (Supplementary Fig. 9b), bone marrow stromal cells within the distal epiphysis of the humerus (Supplementary Fig. 9c), subcutaneous white fat throughout the limb hypodermis (Supplementary Fig. 9d), dermal fibroblasts distributed throughout the reticular and papillary dermal layers (Supplementary Fig. 9e), and mineralised fibrocartilage at the proximal head of the humerus (Supplementary Fig. 9f). Together, these analyses reveal that E10-labelled Hic1^+^ MPs contribute to select post-natal mesenchymal lineages across multiple tissues (Fig. 7k).

**Fig. 7:**
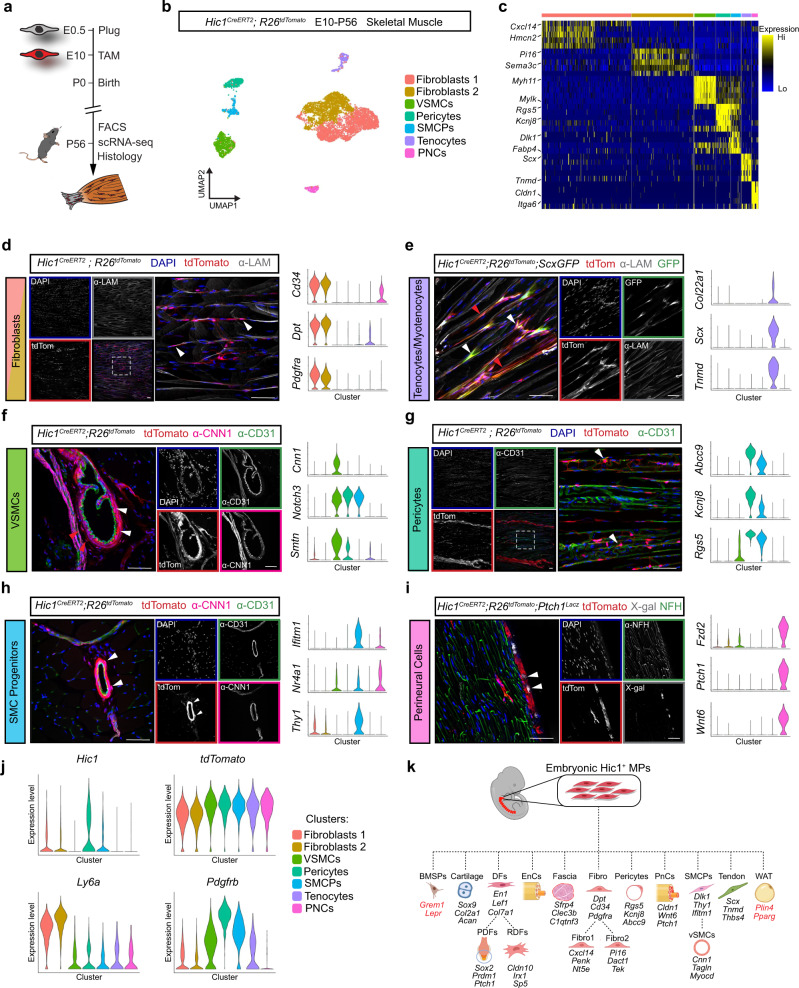
Embryonic Hic1^+^ MPs give rise to distinct populations of adult stromal cells. **a** Schematic representation of strategy employed for lineage tracing embryonic Hic1^+^ MPs into adulthood. **b** UMAP coloured by cluster of scRNA-seq data from sorted tdTomato^+^ cells isolated from the TA muscle of lineage-traced *Hic1*^*CreERT2*^*; R26*^*tdTomato*^ mice. **c** Heatmap of scRNA-seq data showing enriched genes within each cluster. **d**–**i** Representative immunofluorescence images and violin plots of each cell population identified through lineage tracing performed from E10 until P56 on *Hic1*^*CreERT2*^; *R26*^*tdTomato*^ mice. TdTomato^+^ populations persist as cells from the following lineages: fibroblasts (**d**); tenocytes and myotenocytes (**e**); pericytes (**f**); vascular smooth muscle cells (**g**); smooth muscle cell progenitors (**h**); and perineural cells (**i**). White arrowheads highlight cells of interest. White-dotted boxes highlight regions that are magnified in larger panels. *n* = 3 biologically independent mice for panels **a–i**. Scale bars, 50 µm. **j** Violin plots of select transcripts. **k** Schematic of the diverse mesenchymal limb lineages captured by labelling at E10 from development into adulthood. BMSPs, bone marrow stromal progenitors; DFs, dermal fibroblasts; EnCs, endoneural cells; Fibro, fibroblasts; PDFs, papillary dermal fibroblasts; PnCs, perineural cells; RDFs, reticular dermal fibroblasts; SMCPs, smooth muscle cell progenitors; vSMCs; vascular smooth muscle cells; WAT, white adipose tissue. Created with BioRender.com.

### Embryonic Hic1^+^ fibroblasts persist into adulthood and have roles in SkM regeneration

To determine the contribution of E10-labelled Hic1^+^ MPs to post-natal SkM homoeostasis and regeneration, scRNA-seq profiling and notexin (NTX)-induced SkM injuries were performed in adult pulse (TAM at P56) (Fig. 8a) and embryonic pulse (TAM at E10) (Fig. 8b), chase experimental models. 

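For the adult pulse, 1 further library of sorted tdTomato+ muscle cells was used. Its sample labels give TAM at 8 weeks of age, as 5 daily doses of 2.5 mg, and collection at P56, while the paper gives TAM at P56 and collection at P70. The paper takes its adult pulse data from an earlier study, its reporting summary names that study's deposit for Fig. 8, and the cells of that deposit were not compared with this library. UMI counts were deposited by the authors in the same form as for E10-P56, but their headers name Cell Ranger 3.0.2 for the adult pulse and 5.0.0 for E10-P56, so that library, labelling and software version differ together. The adult pulse library held 9195 barcodes with 69153173 UMIs, a median of 6973. With 465 barcodes under the UMI minimum and 163 more over the mitochondrial limit left out, 8567 cells with a median of 7344 UMIs were kept. Before this step, 95% of barcodes had a mitochondrial share under 8.07% in the adult pulse and under 20.4% in E10-P56. The paper names the Cell Ranger step that evens out read depth for aggregated sets of its embryonic libraries, and such a step cannot be repeated from counts. Both libraries were clustered together as deposited, without batch correction, and clusters were named as for E10-P56 alone. The aggregate held 14121 cells after cycling, Schwann-like and endothelial-like clusters had been set aside, and 59.9% of them (59.1 to 60.7) came from the adult pulse. With 1 library per labelling time, no test between the 2 labelling times was made.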

Single-cell transcriptomic data from adult pulsed (P56–collect P70)^4^ and embryo pulsed (E10–collect P56) SkM resident tdTomato^+^ cells were aggregated, and clusters were annotated based on marker gene expression (Fig. 8c–k). Interestingly, VSMCs were only observed in the embryonic pulse-adult chase (E10-P56) experiment (Fig. 8e) and the absence of Hic1 expression in this tdTomato^+^ population reflects their more differentiated state (Fig. 8l).

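In the aggregate, VSMC-like cells numbered 216 from E10-P56 and 26 from the adult pulse, with median depths of 7724 and 6205 UMIs. They made up 3.82% (3.33 to 4.35) of the E10-P56 cells and 0.307% (0.201 to 0.450) of the adult pulse cells. Of all VSMC-like cells, 10.7% (7.14 to 15.3) came from the adult pulse. That share moved most, to 22.3%, when each cell was named by its own marker counts without clustering. When each library was clustered alone, the adult pulse gave no VSMC-like cluster, and 6 of its 26 VSMC-like cells in the aggregate were among the 5% with the highest doublet scores. In E10-P56 most VSMC-like cells lay above the mitochondrial limit, since 67.3% of those found without a limit had over 10% mitochondrial UMIs. *Hic1* (ENSMUSG00000043099, chromosome 11 from 75164565 to 75169519) was counted at 12.1 CPM (7.72 to 17.9) in the VSMC-like cells of E10-P56, from 24 UMIs, and at 17.2 (3.55 to 50.2) in those of the adult pulse, from 3 UMIs. The tdTomato transcript was at 2252 CPM (2187 to 2319) and 2556 (2324 to 2804) in the same cells. From the lack of *Hic1* in these tdTomato+ cells, the paper reasons that VSMCs are more differentiated.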

**Fig. 8:**
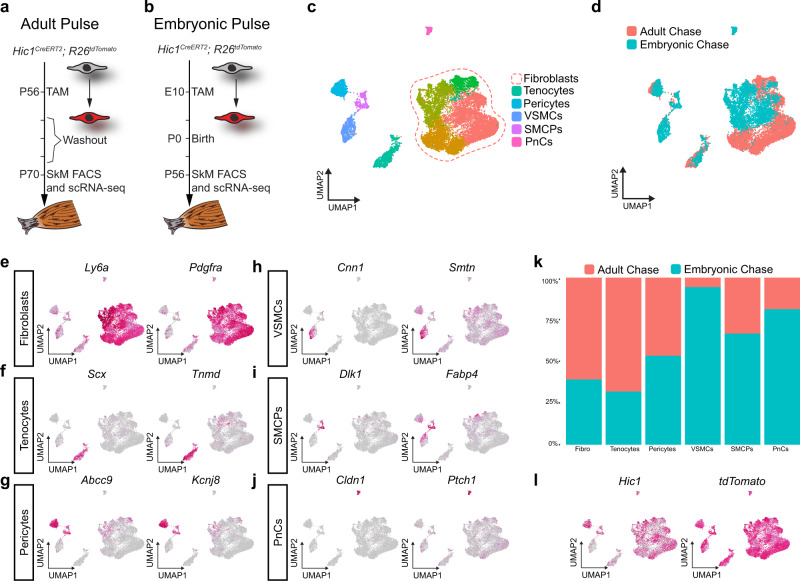
Embryonic Hic1^+^ cell derivatives persist into adulthood and display greater fate heterogeneity than adult Hic1^+^ cells. **a** Schematic of experimental timeline for lineage tracing of adult MPs. **b** Schematic of experimental timeline employed for post-natal lineage tracing of *Hic1*^*CreERT2*^; *R26*^*tdTomato*^ embryos. **c** UMAP of aggregated scRNA-seq data from adult chase and embryonic chase tdTomato^+^ MPs, coloured according to cluster ID. PnCs, perineural cells; SMCPs, smooth muscle cell progenitors; VSMCs, vascular smooth muscle cells. **d** UMAP of aggregated scRNA-seq data from adult chase and embryonic chase tdTomato^+^ MPs, coloured according to time of TAM administration. **e**–**j** UMAP plots for representative genes used to identify each cluster. **k** Stacked bar graph illustrating the composition of each cluster with respect to time of TAM dose. **l** UMAP plots for *Hic1* and tdTomato transcripts within the aggregated scRNA-seq data. Source data are provided as a Source Data file.

*Hic1*^*+*^ fibroblasts emerge at ~E16.5, defined by the markers *Ly6a* and *Cd34*^7^ (Fig. 2l). Their origins and scope of contribution to embryonic development are unclear, however, studies have certainly revealed a fundamental role for this population in skeletal muscle (SkM) development^44,48^, as well as, post-natal SkM homoeostasis and regeneration^10^. 

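Fibroblast-like cells numbered 4223 in E10-P56 and 7239 in the adult pulse, 74.6% (73.5 to 75.8) and 85.5% (84.8 to 86.3) of the cells of each library. The adult pulse gave 63.2% (62.3 to 64.0) of all fibroblast-like cells, above its share of the whole aggregate. Within these cells 72.1% lay in clusters that drew at least 90% of their cells from 1 library. *Pi16* (ENSMUSG00000024011, chromosome 17 from 29317680 to 29330593) and *Col15a1* (ENSMUSG00000028339, chromosome 4 from 47208161 to 47313167) were not used to form or name clusters. At 1500 UMIs, a *Pi16* UMI was found in 44.6% (43.1 to 46.1) of fibroblast-like cells of E10-P56 and in 48.7% (47.5 to 49.9) of those of the adult pulse, and in 8.80% (5.38 to 13.4) of the VSMC-like cells of E10-P56, taken as background. Median depths were 8462, 7651 and 7724 UMIs, and without thinning the shares were 64.3%, 67.9% and 26.9%. Leaving out the thinning moved the *Pi16* share more than any other alternative. For *Col15a1* the thinned shares were 29.2% (27.8 to 30.6) in E10-P56, 32.9% (31.8 to 34.0) in the adult pulse and 6.02% (3.24 to 10.1) in VSMC-like cells, and the unthinned ones 53.8%, 58.1% and 18.1%. Pericyte-like cells of the adult pulse, with a median of 3207 UMIs, had *Col15a1* in 29.3% (24.9 to 34.0) after thinning and 48.2% before. *Col15a1* alone therefore did not set fibroblast-like cells apart from pericyte-like cells in that library. Schwann-like cells of E10-P56, with a median of 7085.5 UMIs, had *Col15a1* in 12.1% (7.24 to 18.7) at 1500 UMIs and 45.0% unthinned, and *Pi16* in 7.14% (3.48 to 12.7) and 22.1%. *Dpt* and *Pi16* were found together in 34.8% (33.3 to 36.2) and 37.7% (36.6 to 38.9) of fibroblast-like cells at this depth, and *Dpt* and *Col15a1* in 20.4% (19.2 to 21.7) and 22.1% (21.2 to 23.1). Both *Pi16* and *Col15a1* UMIs were found in 6.28% (5.56 to 7.05) of E10-P56 and 9.35% (8.69 to 10.0) of adult pulse fibroblast-like cells. Among the VSMC-like cells of E10-P56, the pair *Dpt* and *Pi16* was found in 3.70% (1.61 to 7.17) and the pair *Dpt* and *Col15a1* in 0.926% (0.112 to 3.30).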

Labelling at E10 yields comparable numbers of tdTomato^+^ cells (SkM-associated fibroblasts) to labelling at P56 (Fig. 8d, e), revealing that Hic1^+^ MPs are a major source of post-natal fibroblasts including the two universal fibroblast populations, *Dpt*^+^ *Pi16*^+^ and *Dpt*^+^ *Col15a1*^+^^4,11^. Furthermore, consistent with prior findings^4,6,7,9^, notexin (NTX)-induced SkM injury leads to a marked expansion of fibroblasts (Fig. 9a, b), which is comparable to that of Hic1^+^ cells labelled at P56 (Fig. 9c, d). Overall, the labelled cells display a similar post-damage proliferative phase followed by a return to baseline numbers (Fig. 9e). These findings indicate that embryonic Hic1^+^ MPs give rise to fibroblasts, which persist into adulthood and contribute to muscle regeneration (Fig. 9f).

**Fig. 9:**
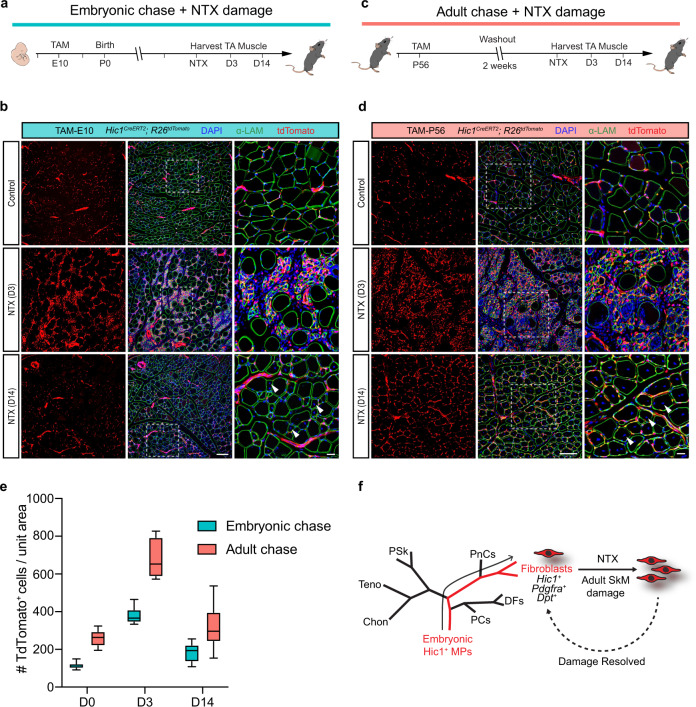
Embryonic *Hic1*-lineage fibroblasts persist post-natally and support muscle regeneration. **a** Schematic of experimental design for lineage tracing of embryonic Hic1^+^ progenitors into adulthood and subsequent muscle injury. **b** Representative *tibialis anterior* (TA) muscle sections from embryonic lineage-traced (TAM at E10) *Hic1*^*CreERT2*^; *R26*^*tdTomato*^ mice at 3- and 14-days post NTX-induced injury. Contralateral TA shown as control. *n* = 2 biologically independent animals per damage timepoint. Scale bars, 100 µm, 20 µm inset. Arrowheads indicate centrally located nuclei. **c** Schematic of experimental design for lineage tracing of adult Hic1^+^ progenitors and subsequent muscle injury. **d** Representative *tibialis anterior* (TA) muscle sections from adult lineage-traced (TAM at P56) *Hic1*^*CreERT2*^; *R26*^*tdTomato*^ mice at 3- and 14-days post NTX-induced injury. Contralateral TA shown as control. *n* = 2 biologically independent animals per damage timepoint. Scale bars, 100 µm, 20 µm inset. Arrowheads indicate centrally located nuclei. **e** Quantification of tdTomato^+^ cell abundance in embryonic and adult lineage tracing models. The box represents the interquartile range, with the centre line at the median. The whiskers extend up to 1.5 times the interquartile range (IQR). *n* = 2 or *n* ≥ 2 biologically independent animals per damage timepoint and per pulse-chase. **f** Graphical summary of the experimental results. Embryonic Hic1^+^ cells generate adult SkM-associated fibroblasts, which become activated upon injury, cell number returns to pre-injury levels following injury resolution. Source data are provided as a Source Data file.

## Discussion

In adult skeletal muscle, *Hic1* identifies three major MP subpopulations including, fibroblasts, pericytes and tenogenic progenitors. Herein, *Hic1*-based genetic lineage tracing tools have been used to develop an atlas of Hic1^+^ MP derivatives starting from the onset of *Hic1* expression in limb mesenchyme through to P56. In this regard, *Hic1* defines a rare sub-population of cells in the early limb mesenchyme. While barely evident at E11.5, Hic1-lineage-traced cells subsequently undergo appreciable expansion, culminating in embryonic and post-natal progeny that reflect the diversity of fibroblasts, other specialised MPs and mural cells. A number of other markers have been used to identify various subpopulations within these lineages including *Grem1*^49^, *Lepr*^50^, *Osr1*^44^, and *Tcf7l2*^8^, but *Hic1* appears to identify an MP compartment(s) situated at the apex of this lineage tree, thereby capturing the totality of their fates. 

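Both libraries of skeletal muscle gave cells of every named population when they were clustered together. The adult pulse contributed 72.8% (69.5 to 76.0) of tenocyte-like cells, 558 against 208 from E10-P56. Its part was 47.8% (44.3 to 51.2) of pericyte-like cells, with 396 against 433, and 34.2% (29.5 to 39.0) of SMCP-like cells, with 138 against 266. Perineurial-like cells numbered 36 in the adult pulse and 179 in E10-P56, an adult part of 16.7% (12.0 to 22.4). With each library clustered alone the same rule gave 54.4%, but of the 210 adult pulse cells that then took this name, 36 were perineurial-like in the aggregate, 151 lay in a fibroblast-like cluster led by *Trf* and 21 were Schwann-like. As shares of their own library, pericyte-like cells were 7.65% (6.97 to 8.38) of E10-P56 and 4.68% (4.24 to 5.15) of the adult pulse. SMCP-like cells were 4.70% (4.16 to 5.29) and 1.63% (1.37 to 1.92), and tenocyte-like cells 3.68% (3.20 to 4.20) and 6.59% (6.07 to 7.14). Clusters left without a name held 70 adult pulse cells and 133 E10-P56 cells.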

With the exception of VSMCs, there is excellent concordance between the embryonic lineage-traced derivatives and those identified in the adult. Furthermore, again with the exception of VSMCs, the embryo-traced Hic1^+^ derivatives express *Hic1* in the adult, indicating that their progenitor status is likely maintained.

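In the aggregate *Hic1* was highest in pericyte-like cells, at 198 CPM (176 to 221) in E10-P56 and 139.7 (121 to 160.0) in the adult pulse. The next highest level in E10-P56 was that of perineurial-like cells, 66.2 (51.1 to 84.3), where the adult pulse had 41.1 (16.5 to 84.8) from 7 UMIs. Fibroblast-like cells had 48.3 (46.2 to 50.4) in E10-P56 and 43.8 (42.1 to 45.5) in the adult pulse, and SMCP-like cells 38.3 (31.1 to 46.6) and 49.9 (35.1 to 68.7). Tenocyte-like cells had the lowest levels of these 5 populations, 28.8 (19.8 to 40.5) and 15.4 (11.9 to 19.6). VSMC-like cells had 12.1 (7.72 to 17.9) and 17.2 (3.55 to 50.2), the latter from 3 UMIs. In the adult pulse the tenocyte-like level did not exceed the VSMC-like level. In E10-P56 clustered alone, free RNA and *Hic1* of the tenocyte-like cells could not be told apart. That test took the VSMC-like level, 11.8 CPM, as free RNA, and this level fell to 5.16 CPM with doublets removed. The test was not repeated at the lower level, so it leaves the question undecided. In E10-P56 clustered alone, 25.5% (21.4 to 29.8) of pericyte-like cells, 7.45% (6.68 to 8.27) of fibroblast-like cells and 0.943% (0.114 to 3.37) of VSMC-like cells had a *Hic1* UMI at 1500 UMIs per cell. Median depths were 3083.5, 8561 and 7633 UMIs, and without thinning the shares were 44.7%, 34.2% and 8.02%. Of the alternatives tried, leaving out the thinning moved the pericyte-like and VSMC-like shares most.

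**Figure D1:**
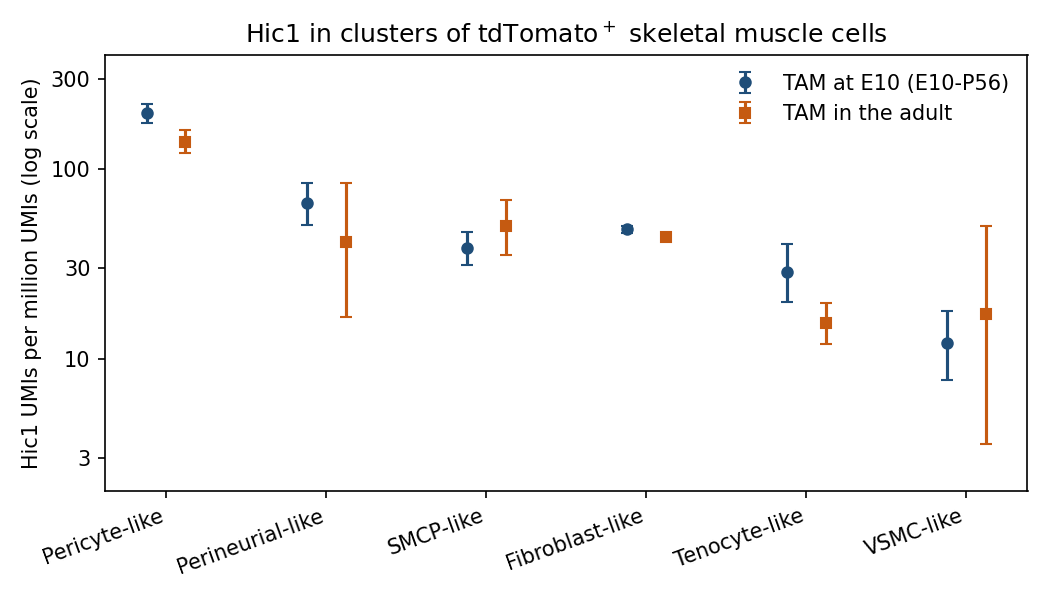
*Hic1* in CPM on a log axis in 6 populations of tdTomato+ muscle cells, for the E10-P56 library (circles) and the adult pulse library (squares). Points are summed counts of 1 library each and bars are exact 95% Poisson intervals, and the pericyte-like cells stand highest in both libraries.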

In the URD-generated mesenchymal lineage tree, *Hic1* is expressed in the trunk and branch populations and is lost in specific tip populations associated with the emergence of differentiated phenotypes, i.e., chondrocytes and tenocytes. *Osr1* was previously shown to define embryonic fibroblasts and its expression parallels that of *Hic1*, except it is downregulated in the emerging pericyte lineage as well as in adult SkM pericytes. Similarly, *Pdgfra* is a useful marker for identifying various MPs, however, it is also absent in pericytes and is accordingly downregulated in the pericyte branch. 

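In the muscle libraries *Osr1* (ENSMUSG00000048387, chromosome 12 from 9570116 to 9581500) was counted at 21.6 CPM (14.9 to 30.4) in the pericyte-like cells of E10-P56, against 177 (173 to 181) in its fibroblast-like cells. In the adult pulse the levels were 41.5 (31.8 to 53.1) in pericyte-like and 124 (121 to 127) in fibroblast-like cells. At 1500 UMIs, 2.31% (1.12 to 4.22) of E10-P56 pericyte-like cells, 19.9% (18.7 to 21.1) of fibroblast-like cells and 1.43% (0.173 to 5.07) of Schwann-like cells had an *Osr1* UMI. Their median depths were 3083.5, 8561 and 7085.5 UMIs, and the unthinned shares were 6.48%, 57.5% and 7.86%. In E10-P56 the pericyte-like share lay within the interval of the Schwann-like background. In the adult pulse 5.56% (3.51 to 8.29) of pericyte-like cells had an *Osr1* UMI at 1500 UMIs, at a median depth of 3207 UMIs. Their level of 41.5 CPM lay above the upper limit of 22.6 CPM in its 21 Schwann-like cells, where 0 UMIs were counted. A background level of *Osr1* in pericyte-like cells was thus seen in E10-P56 only.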

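Pericyte-like cells of E10-P56 had *Pdgfra* at 28.9 CPM (21.0 to 38.7), next to 23.3 (17.8 to 30.1) in SMCP-like and 22.5 (14.4 to 33.4) in Schwann-like cells. A *Pdgfra* UMI was found in 2.78% (1.44 to 4.80) of pericyte-like cells at 1500 UMIs, in 3.57% (1.17 to 8.14) of Schwann-like cells and in 47.2% (45.7 to 48.7) of fibroblast-like cells. The unthinned shares, at median depths of 3083.5, 7085.5 and 8561 UMIs, were 5.79%, 5.71% and 86.6%. In the adult pulse pericyte-like cells had 91.6 (76.9 to 108) CPM and fibroblast-like cells 581 (575 to 588).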

*Dpt* is expressed much later in embryonic development along with *Ly6a* and defines the emergence of the Fibro1 and 2 populations. *Hic1* effectively labels these two major emerging mesenchymal cell branches, fibrogenic-skeletogenic and pericytic within the developing limb. Collectively, these findings appear to indicate two separate but major branches defining the embryonic limb mesenchyme, a fibrogenic-skeletogenic branch and a distinct pericyte branch.

### Hic1^+^ progeny contribute to fibroblast and peripheral nerve mesenchymal components

A recent study has defined two “universal” fibroblast populations that are shared across tissues, defined by the transcripts *Dpt*, *Col15a1* (Fibro1) and *Dpt, Pi16* (Fibro2)^11^. The URD plots identify profiles reflective of these two populations and while *Col15a1* is not expressed in the Fibro1 compartment at E16.5, other genes associated with this sub-population (*Cxcl12*, *Fbln1, Penk*) were found to be enriched in this branch. A recent study that employed scRNA-seq to characterise EGFP^+^ cells from a *Pdgfrb*^EGFP^ knock-in, further refined the classification of SkM fibroblast types and their contribution to the muscle connective tissues^51^. They identified presumptive signatures reflective of endomysial cells, perimysial and epimysial cells and a new population they refer to as paramysial cells, which are situated between the endomysium and perimysium. Interestingly, the Dpt^+^ Pi16^+^ (Pdgfra^+^ Hic1^+^) sub-population was enriched in the endomysium, which is a thin connective tissue layer that circumscribes the individual myofibres. This population selectively expresses transcripts of numerous trophic factors (i.e., *Wnt2*, *Wnt5a*, *Sema3c*), which is consistent both with the proximity of the endomysium to the satellite cell niche and its function in regulating this compartment.

A previous study identified multiple Hic1^+^ MP types within the adult dermis, including: hair follicle fibroblast progenitors (*Sox2*^*+*^, *Itga8*^*+*^, *Mgp*^*+*^, *Acan*^*+*^), which repopulate the dermal sheath (*Itga8*^*+*^*, Itga5*^*+*^*, Acan*^*+*^*, Myh10*^*+*^*, Myl9*^*+*^*, Cd200*^*+*^) and dermal papillae (*Sox2*^*+*^*, Lef1*^*+*^*, Crabp1*^*+*^*, Rspo3*^*+*^*, Corin*^*+*^*, Vcan*^*+*^) fibroblast compartments, papillary fibroblasts (*Dpp4*^*+*^*, Dlk1*^*-*^*, Blimp1*^*+*^*, Lrig1*^*+*^*, Ly6a*^*-*^*, Trps1*^*+*^), and reticular fibroblasts (*Dpp4*^*-*^*, Dlk1*^*+*^*, Ly6a*^*-*^)^13^. During embryogenesis these populations emerge from a common (*Pdgfra*^*+*^*, Dlk1*^*+*^*, Lrig1*^*+*^) fibroblast progenitor^52^. *Pdgfra* and *Dlk1* are broadly expressed throughout many of the branches, whereas *Lrig1*^+^ cells are restricted to the presumptive DF lineage. This parallels the appearance of *En1*, another DF progenitor marker. At 14.5, the DF lineage bifurcates into PDFP and RDFP branches reflected by the differential expression of *Blimp1*, *Lef1*, *Vcam1*, and *Trps1*. At this branch point, *Sox2* transcripts are detectable in, and restricted to, the PDFP branch and expression can be further confirmed by anti-SOX2 staining at E18.5. Consistent with previous reports, the PDFP branch will give rise to all of the specialised fibroblasts within the skin and signatures reflective of this potential are embedded in this branch tip, including: *Cd200*, *Col11a1*, *Lef1*, *Myl9*, and *Rspo3*. Furthermore, the point of RDFP and PDFP bifurcation is associated with differential expression of multiple *Irx* genes, with *Irx1*, *3* and *5* enriched in the RF branch. In addition to *Sox2*, other Sox transcripts are preferentially expressed in the PDFPs, such as *Sox11* and *Sox18*. In comparison to all of the other lineages, the dermal fibroblast lineage exhibits a prominent canonical WNT signature that is associated with *Axin2*, *Lef1* and *Nkd2* expression immediately following the emergence of this lineage at E12.5. Collectively, *Hic1* effectively labels the common fibroblast progenitor in the E12.5 limb mesenchyme and continues to be expressed in these lineages, identifying enduring progenitor subsets, which support skin homoeostasis and regeneration into and throughout adulthood^13^.

In a simple ex vivo culture experiment, Bunge et al. showed that the perineurium appeared to derive from fibroblasts^53^. 

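Among the E10-P56 muscle cells, *Hic1* was counted at 66.6 CPM (51.3 to 85.1) in the perineurial-like cluster, from 64 UMIs, and 9.09% (5.29 to 14.3) of these cells had a UMI at 1500 UMIs (25.0% unthinned). A cluster of 57 fibroblast-like cells led by *Trf* and *Apod*, with a median of 4177 UMIs, had 109 CPM (75.3 to 154), from 33 UMIs in all. After thinning 17.5% (8.75 to 29.9) of its cells had a *Hic1* UMI (38.6% before). In Schwann-like cells, which were set aside, *Hic1* stood at 40.2 CPM (29.1 to 54.2), and 2.14% (0.444 to 6.13) of them had a UMI at 1500 UMIs (20.0% unthinned). The thinned share in Schwann-like cells lay within the interval of the VSMC-like background, and their levels of *Fzd2*, *Ptch1* and *Wnt6* together were 35.4% of those in perineurial-like cells.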

*Hic1* progeny give rise to all of the nerve-associated fibroblasts and in the adult, these cells continue to express *Hic1*, indicative of their progenitor status. In the URD lineage tree presented here, cells reflective of the perineurium branch off from the common Dpt^+^ fibroblast branch and markers reflective of a perineurial signature (*Wnt6*, *Ptch1*, *Cldn1*) can be detected at E16.5. Hic1^+^ cells traced from E10 to P56 clearly show contribution to the various mesenchymal components of the sciatic nerve, including the epineurium, perineurium and endoneurium. 

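In the E10-P56 cluster led by *Trf* and *Apod*, *Sox9* (ENSMUSG00000000567, chromosome 11 from 112782224 to 112787760) was counted at 510.3 CPM (433 to 598), against 58.3 (44.0 to 75.7) in perineurial-like and 27.1 (25.6 to 28.7) in the other fibroblast-like cells. A *Sox9* UMI was found in 56.1% (42.4 to 69.3) of its cells at 1500 UMIs and in 1.43% (0.173 to 5.07) of Schwann-like cells (70.2% and 11.4% unthinned), at median depths of 4177 and 7085.5 UMIs. *Cd34* was at 726 CPM (633 to 828) in this cluster and at 169.7 (145 to 198) in perineurial-like cells. *Fzd2* stood at 252 CPM (198 to 315) in it, below the perineurial-like level, and *Ptch1* at 113 (78.0 to 157). *Wnt6* was counted with 3 UMIs there, 9.94 (2.05 to 29.1) CPM. *Cldn1* was among the markers that named the perineurial-like cluster and gives no independent value.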

The signatures of the perineurium *(Wnt6, Cldn1, Ptch1)* and endoneurium (*Sox9*, *Cd34*, *Fzd2*) align well with the recently published scRNA-seq sciatic nerve dataset (SNAT)^36^. However, the epineurial cluster within this data aligns with the *Dpt*^*+*^ fibroblast cluster and as such, is likely embedded within the Hic1^+^ fibroblast clusters.

### Hic1^+^ MPs and “classic” mesenchymal cell types

Mesenchymal cells are, in part, functionally defined by their ability to contribute to the skeletogenic lineages, including, chondrogenic, osteogenic and/or tenogenic. Strong transcriptomic signatures reflective of tenogenic and chondro/osteogenic fates are evident in the URD plots and were validated with histological analyses. In addition, within the tenogenic branch, a *Col22a1-*containing tenogenic signature could be identified reflective of myotenocytes within the myotendinous junction^54,55^. Within embryonic and adult limb bones, lineage-traced osteocytes as well as presumptive bone marrow stromal cells could be identified based on their morphology. BMSCs and osteocytes were located in cortical and trabecular bone of the humerus and corresponding bone marrow, respectively. Neither of these populations could be reliably detected in the embryonic URD plots. An osteogenic signature is embedded in the tip of the chondrogenic branch and this could reflect a bona fide osteogenic lineage and/or chondrocyte maturation and the appearance of hypertrophic chondrocytes (HC), which express many osteoblastic markers. Consistent with this, the tip population is also positive for the HC-expressed gene *Col10a1*. Alternatively, Hic1 progeny make a limited contribution to embryonic bone formation and thus, the detection of this population would be compromised by its rarity and/or difficulty in liberating tdTomato^+^ cells from bone. In this regard, this population is remarkably similar to the Lepr^+^ bone mesenchymal stromal cell^50^. In the post-natal bone marrow, *Lepr* identifies the majority of the mesenchymal stromal population. While Lepr^+^ cells can be identified in the embryonic bone marrow, this population makes a negligible contribution to osteocytes therein^50^. In contrast, Lepr^+^ cells contribute substantially to new osteocytes generated with normal adult bone turnover and following fracture^50,56^. Very few tdTomato^+^ cells can be identified in the embryonic cortical bone and thus, it appears that *Hic1* progeny make a limited contribution to the embryonic skeleton.

Multipotent MPs are, in part, defined by their ability to generate white adipocytes. Transcripts indicative of adipogenic lineage potential (*Cebpa*, *Cebpb*, *Cebpd*, *Pparg*) were embedded in multiple branches (including fibro 1, fibro 2, perineurium, dermal fibroblasts, and fascia), however, they were most prevalent within the fibroblast 1 and 2 branches. While tdTomato^+^ PLIN1^+^ adipocytes were detected histologically in the post-natal limb, this population was not detected in scRNA-seq. This likely reflects the technical challenges in sorting large fragile adipocytes and their subsequent inefficient capture into droplets in drop-seq-based methods.

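No cluster of the E10-P56 library was named adipocyte-like at the 10% mitochondrial limit. With each cell named by its own markers at this limit, 14 cells of E10-P56 and 6 of the adult pulse were adipocyte-like. *Plin1* (ENSMUSG00000030546, chromosome 7 from 79720218 to 79732903), encoding perilipin 1, had 142 UMIs over all kept cells, 2.27 CPM (1.91 to 2.68). *Plin1* was also among the markers set for naming adipocytes. With no mitochondrial limit, an alternative added after the data had been seen, 28 cells of E10-P56 formed an adipocyte-like cluster. Of these, 20 had over 10% mitochondrial UMIs. A tdTomato UMI was counted in all 28 cells, at 1347 CPM (1229 to 1474), against 1128 (1118 to 1137) in the fibroblast-like cells found under the same setting and 1818 (1774 to 1862) in the other cells over 10%, so its level does not mark these cells out as labelled. Of all 8236 barcodes of the library, 7509 had a tdTomato UMI. *Hic1* was counted with 4 UMIs in the 28 adipocyte-like cells, 11.3 CPM (3.08 to 29.0).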

### Hic1^+^ MPs represent a source of mural cells

Pericytes form a distinct lineage within the URD tree and this is reflected by their expression of a core group of transcripts, which exhibit limited overlap with fibroblasts. Within the time points captured, pericytes appear after the branch point at E12.5 and are defined by the transcripts *Rgs5*, *Kcnj8*, *Abcc9*, *Myh11* with *Myocd* appearing weakly in the tip cells. Interestingly there are a number of transcripts broadly expressed at the top of the tree that are quickly extinguished in the pericyte arm including *Osr1, Pdgfra, Scx, Tcf7l2, Sox11, Snai1*, and *Crabp2*. The transcriptional programme underlying the specification of the pericytic lineage has yet to be identified^38^. However, these findings would indicate that the acquisition of a pericytic fate may be, in part, related to the decreased expression of transcription factors and/or signalling pathways associated with alternative fates. Unexpectedly, the E10-P56 chase revealed a major tdTomato^+^ *Hic1*^*-*^ population of VSMCs (*Cnn1*^+^, *Tagln*^+^, *Myocd*^+^, *Myh11*^*+*^, and *Pdlim3*^*+*^) and tdTomato^+^ VSMCs (CNN1^+^) were detected in the tunica media of arterioles within SkM. 

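In the E10-P56 library clustered alone, *Tagln* (ENSMUSG00000032085, chromosome 9 from 45929619 to 45936058) was counted at 11870.5 CPM (11718 to 12024) in VSMC-like cells, against 2584 (2522 to 2648) in SMCP-like and 836 (791 to 883) in pericyte-like cells. *Myh11* (ENSMUSG00000018830, chromosome 16 from 14194535 to 14291372) was at 5569.9 CPM (5466 to 5676) in VSMC-like cells and 628 (598 to 659.8) in SMCP-like cells. *Myocd* (ENSMUSG00000020542, chromosome 11 from 65176561 to 65269989), the gene of the smooth muscle coactivator myocardin, was at 77.3 CPM (65.4 to 90.6) against 9.10 (5.77 to 13.7) in SMCP-like and 3.28 (1.06 to 7.65) in pericyte-like cells. *Pdlim3* (ENSMUSG00000031636, chromosome 8 from 45885461 to 45919548) was at 273 CPM (251 to 297) and 29.7 (23.3 to 37.2) in VSMC-like and SMCP-like cells. The tdTomato level of VSMC-like cells, 2275 CPM (2209 to 2343), was above that of fibroblast-like cells, 1122 (1112 to 1132). With the cells of highest doublet score left out, *Hic1* in VSMC-like cells came to 5.16 CPM. The share of VSMC-like cells rose from its value at the 10% mitochondrial limit to 7.54% at a limit of 20%.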

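In the SMCP-like cells of E10-P56 *Acta2* was at 5048 CPM (4961 to 5136), under the VSMC-like level and above 1276 (1219.6 to 1334) in pericyte-like cells. *Rgs5* was at 6597 CPM (6497 to 6698) in SMCP-like and 2303 (2237 to 2372) in VSMC-like cells. *Abcc9* had 329 CPM (307 to 352) in SMCP-like cells and 18.9 (13.3 to 26.1) in VSMC-like cells, and *Kcnj8* had 201 (183 to 219) and 8.70 (5.07 to 13.9). *Notch3* (ENSMUSG00000038146, chromosome 17 from 32120820 to 32166852) was counted at 849 CPM (813 to 886) in SMCP-like cells, with 700.5 (664 to 739) in VSMC-like and 1116 (1064 to 1171) in pericyte-like cells. Of the SMCP-like cells 4.25% (2.14 to 7.47) were among the 5% of the library with the highest doublet scores.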

A distinct hybrid cluster expressing transcripts reflective of VSMCs and pericytes was also detected. However, in addition to many VSMC and pericytic markers, this cluster also expresses several unique transcripts including *Dlk1*, *Adra2a*, *Rgs16* and is abundant for *Cd90*. 

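*Thy1*, which encodes CD90, was found in 29.0% (23.5 to 34.9) of the SMCP-like cells of E10-P56 at 1500 UMIs. The shares were 12.0% (9.12 to 15.5) in pericyte-like, 6.13% (3.31 to 10.3) in VSMC-like and 0 of 140 (upper limit 2.60%) in Schwann-like cells, the last taken as background. Median depths of the 4 groups were 8781, 3083.5, 7633 and 7085.5 UMIs, and the unthinned shares were 72.2%, 23.1%, 24.5% and 3.57%. In the adult pulse the shares at 1500 UMIs overlapped, 13.0% (7.92 to 19.8) in SMCP-like, 9.60% (6.88 to 12.9) in pericyte-like and 11.5% (2.45 to 30.2) in VSMC-like cells. Median depths there were 4650, 3207 and 6205 UMIs. The adult SMCP-like level, 152 CPM (126 to 183), was above 84.2 (70.2 to 100) in pericyte-like cells. It was not above 154 (151 to 157) in fibroblast-like cells. *Dlk1*, *Adra2a* and *Rgs16* were among the markers that named the SMCP-like cluster, so their levels there are not an independent result.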

*Dlk1* is typically associated with stem and progenitor cells and a similar *Dlk1*^+^ *Thy1*^+^ population has been described in human subcutaneous fat, located within the vessel adventitia and on capillaries^57^. Furthermore, *Dlk1* expression has been defined in a subset of brain pericytes^58^. Thus, the *Hic1*^+^ *Dlk*^+^ population appears to represent a distinct pericyte-like progenitor along a pericyte to VSMC lineage continuum^51,59^.

### Hic1^+^ limb MPs have a somitic origin

Hic1^+^ MPs represent a distinct mesenchymal population, which emerges later in limb development, after the initiation of the LPM-derived primary skeletal elements. This MP sub-population appears coincident with migrating somite-derived myogenic precursors and infiltrating neuronal processes. Nonetheless, Hic1^+^ MPs generate a unique cellular lineage hierarchy, which culminates in embryonic and post-natal progeny that reflect the diversity of specialised functions of MPs. While the limb contains a variety of cell types that have a somitic origin and derive from the sclerotome and myotome^21,22,28^, the embryonic origin of many of these mesenchymal lineages is unclear. Early chick-quail transplant experiments have indicated a somitic origin for VSMCs^28^, whereas most of the other mesenchymal lineages appear to derive from the LPM. Furthermore, retrovirally marked clonal tracing performed in the early chick limb revealed that a population of early progenitors with multi-lineage potential contributed to up to five distinct lineages including, chondrocytes, perichondrial cells, tenocytes, SkM connective tissue cells (fibroblasts) and dermal fibroblasts^60^. An additional somitic structure, the syndetome, has been largely considered to be restricted to the formation of axial tendons^61^. Here, we propose that Hic1^+^ MPs identified at E10 within the syndetome and sclerotome compartments of the somitic mesoderm, represent a migratory cell population that invades the developing limb bud and ramifies into diverse stromal and skeletogenic fates. With the use of a new genetic lineage tracing model involving labelling of Hic1^+^ cells, we are able to identify a subset of Scx^+^ cells within the syndetome with a hitherto undescribed contribution to appendicular development. In this regard, Hic1^+^ progenitors within the syndetome extend into the hypaxial edge of the somite where they are in close contact with the Pax7^+^ myotome. At this site, *Hic1* lineage-traced cells migrate into the E11.5 limb bud in close proximity with PAX3^+^ myogenic progenitors and invading nerve axons. Myogenic progenitors initiate their migration at E10.5^62^ and in agreement with this, we observed PAX3^+^ cells within the limb bud at E11.5 suggesting that Hic1^+^ MP migration represents a secondary wave of progenitors entering the limb bud.

The limited complexity observed in the single-cell-omics analyses of tdTomato^+^ cells at E11.5 and E12.5, is consistent with a common embryonic origin for the Hic1^+^ MPs. This is further supported by scATAC-seq analyses where OCRs are identified in a single cluster for multiple lineages, such as *Scx*, *Sox9*, and *Irx1* for the tenogenic, chondrogenic and, dermal fibroblast lineages, respectively. Analysis of the respective scATAC-seq pseudotime trajectories, indicates that with lineage progression and cell commitment, these alternative fates and associated OCRs are lost. These comments notwithstanding, these studies do not preclude the possibility of multiple overlapping populations with more restricted lineage trajectories. The potentially distinct lineage trajectories of fibrogenic/skeletogenic arms versus the pericyte/VSMC branch in part reflect this dichotomous origin. Alternatively, *Hic1* may represent a functional marker that is expressed in disparate mesenchymal lineages, indicative of a shared regulatory programme.

### Embryonic Hic1^+^ MP progeny in adult tissue renewal and regeneration

Adult tissues harbour a variety of resident MP populations that serve vital functions in tissue homoeostasis, growth, renewal and regeneration. The origin of many of these populations has remained nebulous. Tracing of E10-labelled Hic1^+^ MPs demonstrated a contribution to numerous terminally differentiated embryonic mesenchymal cell types, but is also sufficient to capture many of these post-natal MP populations. In particular, post-natal SkM interstitial fibroblasts are efficiently labelled at E10, and congruent with known adult fibroblast/FAP activity^4,6,7,10^, undergo a notable expansion following injury and during regeneration. Adult Hic1^+^ MPs figure prominently in these processes^4,6,10^, indicating that embryonic Hic1^+^ MPs not only support limb ontogenesis, but also persist and serve as a reservoir for post-natal tissue maintenance and restoration.

## Methods

### Mice

Animals were maintained and experimental protocols were conducted in accordance with approved and ethical treatment standards of the Animal Care Committee at the University of British Columbia.

The generation of *Hic1*^*nLacZ*^ and *Hic1*^*CreERT2*^ mice have been previously described^4^. Other mouse lines include: B6.Cg-Gt(ROSA)26Sor^tm14(CAG-tdTomato)Hze^/J (Jax stock number 007914; herein referred to as *Rosa*^Tom^), C57BL/6 J (Jax stock number 000664), *ScxGFP*^63^, Crl:CD1(ICR) (Charles River strain code 022), B6.129S4-*Pdgfra*^*tm11(EGFP)Sor*^/J (Jax stock number 007669), and *Ptch1*^*tm1Mps*^*/J* (Jax stock number 003081).

For lineage tracing experiments, *Hic1*^*CreERT2*^ mice were interbred with *ROSA26*^*Tomato*^ mice to generate *Hic1*^*CreERT2/CreERT2*^; *ROSA26*^*Tom/Tom*^ progeny, *Hic1*^*CrERT2*^; *R26*^*tdTomato*^. To induce CreERT2 nuclear translocation, timed-pregnant females were administered a single dose of TAM at a concentration of 300 mg/kg in sunflower oil via oral gavage. Unless otherwise stated, TAM was administered the night of embryonic day 10.0 for all experiments. For lineage tracing *Hic1*^*CreERT2*^; *R26*^*tdTomato*^ cell progeny into adulthood, timed-pregnant females were administered a single dose of TAM at a concentration of 300 mg/kg along with 150 mg/kg progesterone (Sigma P3972-5G) in sunflower oil via oral gavage. The morning of E20.5, the mother was sacrificed and fetuses were collected via caesarean section and cross-fostered with a CD1 litter. For fate mapping involving the tendon compartment, *Hic1*^*CreERT2*^; *R26*^*tdTomato*^ mice were interbred with *ScxGFP* homozygous mice to generate *Hic1*^*CreERT2*^; *R26*^*tdTomato*^; *ScxGFP* mice. These mice were outbred to a CD-1 background for five generations. Mice were housed under standard conditions (12 h light/dark cycle) and provided food and water *ad libitum*. All experiments involving use of embryonic tissues consisted of male and female embryos analysed indiscriminately.

### Muscle injury

Muscle injury of the tibialis anterior muscles were induced by intramuscular injection of 0.2 µg of notexin (NTX) snake venom extract (Latoxan) in 20 µL PBS (10 µg/mL)^7^ on 8–10-week-old *Hic1*^*CrERT2*^; *R26*^*tdTomato*^ males. Muscles were harvested four days post injury and processed for immunofluorescence staining as described below. *n* = 3 mice per timepoint for adult lineage tracing. For embryonic lineage tracing *n* = 3 mice for Day 3; and *n* = 2 for Day 14. Contralateral TAs were used as controls.

Quantification of linage-traced tdTomato^+^ cell expansion after NTX-induced muscle injury was carried as follows: Six representative images were taken from three injury timepoints (day 0, day 3, and day 14). tdTomato^+^ cells were enumerated using the ImageJ count function ensuring localisation with DAPI to identify bona fide cells. Results were tabulated and plotted as the mean ± standard deviation.

### Immunofluorescence staining

Embryos were collected at indicated time points and fixed in 2% PFA for 72 h. Following fixation, samples were cryoprotected by processing through increasing concentrations of sucrose up to 50%. Samples were subsequently embedded in Optimal Cutting Temperature (OCT–Tissue Tek 4583) embedding medium by use of an isopentane cold bath within liquid nitrogen. Histological cryosections were prepared at 20 μm on Superfrost Plus slides (VWR 48311-703) unless otherwise stated. Slides were incubated in sodium borohydride (10 mg/mL in PBS) for 45 min to reduce autofluorescence. Following PBS washes, slides were incubated with blocking solution [2.5% goat serum (Gemini 100–190); 2.5% BSA (Sigma A7030)] in PBS for 1 h. Primary antibodies were diluted in blocking solution at appropriate concentrations and incubated on slides overnight at 4^o^C. Secondary antibodies were diluted similarly and incubated for 45 min at room temperature. All slides were counterstained with DAPI (600 nM) and mounted with Aqua Polymount (Polysciences 18606). The following antibodies were used for the identification of cells and tissues in embryonic forelimbs: α-Myosin heavy chain, sarcomere, clone: P3U-1, Cat. #MF 20, Lot: 7/6/17, DSHB, 1:50; α-MYOD1, clone: EPR6653-131, Cat. #ab133627, Lot: GR3375193-2, Abcam, 1:100; α-PAX1, clone: 5A2, Cat. #ab252847, Lot: GR3345842-1, Abcam, 1:100; α-SOX10, clone: EPR4067, Cat. #ab155279, Lot: GR113617-36, Abcam, 1:100; α-SOX9, clone: EPR14335-78, Cat. #ab185966, Lot: GR3241181-3, Abcam, 1:100; α-CD31, clone: MEC 13.3, Cat. #550274, Lot: 8079850, BD Pharmingen, 1:50; α-myosin (skeletal, fast), clone: MY-32, Cat. #M4276, Lot: 105M4841V, Sigma Aldrich, 1:1000; α-PAX7, clone: PAX-7, Cat. AB0000456, UBC Ablab, 1:200; Anti-Neurofilament heavy chain, Cat. #ab4680, Lot: GR3241438-11, Abcam, 1:5000; α-RFP, Cat. #ab62341, Lot: GR3184770-3, Abcam, 1:100; Anti-GFP, Cat. #ab13970, Lot. GR236651-21, Abcam, 1:100; α-COL22A1, Cat. #ab121846, Lot. GR223910-6, Abcam, 1:100. For detection of HIC1 with α-HIC1 (C25; 1:2000 dilution) a tyramide staining strategy was used according to the manufacturer’s instructions (ThermoFisher T20926). Secondary antibodies were all used at a concentration of 1:500 and consisted in Alexa Fluor 488 goat anti-mouse IgG, Cat. #A11029, Lot: 1252783, Thermo Fisher Scientific; Alexa Fluor 647 goat anti-mouse IgG, Cat. #A32728, Lot: VH311610, Thermo Fisher Scientific; Alexa Fluor 647 goat anti-rat IgG, Cat. #A21247, Lot: 2089926, Thermo Fisher Scientific; Alexa Fluor 594 goat anti-rabbit IgG, Cat. #A11012, Lot: 2018240, Thermo Fisher Scientific; Alexa Fluor 488 goat anti-rabbit IgG, Cat. #A11034, Lot: 2018207, Thermo Fisher Scientific; Alexa Fluor 647 goat anti-rabbit IgG, Cat. #A27040, Lot: RB232998A, Thermo Fisher Scientific; Alexa Fluor 488 goat anti-rat IgG, Cat. #A11006, Lot: 2048174, Thermo Fisher Scientific; Alexa Fluor 488 goat anti-chicken IgG, Cat. #A11039, Lot: 1937504, Thermo Fisher Scientific.

Whole-mount visualisation of *Hic1*^*CreERT2*^; *R26*^*tdTomato*^ and *Hic1*^*CreERT2*^; *R26*^*tdTomato*^; *ScxGFP* embryos was achieved by clearing samples using the CUBIC tissue clearing protocol^64^. An organic BABB-based staining and clearing technique^65^ was employed for whole-mount immunofluorescence analyses of *Hic1*^*CreERT2*^; *R26*^*tdTomato*^ embryos.

To minimise erythrocyte-derived autofluorescence on *Hic1*^*CreERT2*^; *R26*^*tdTomato*^ tissue sections in Fig. 1c, Vector TrueVIEW autofluorescence quenching kit (SP-8400) was used as per the manufacturer’s instructions.

Staining of embryonic cryo-embedded samples with α-PAX3 (clone: C2, Cat. #Pax3, DSHB, 1:50) required a compromise between maintaining tissue integrity and maximising fluorescence signal. Antigen retrieval in 10 mM citrate buffer (pH 6.0) at 60° C overnight (>12 h) allowed for epitope exposure with minimal impact on the quality of the tissue section. After antigen retrieval, slides were rinsed 3x in PBS and the immunofluorescence staining procedure was then followed as described above with one exception, NaBH_4_ quenching was not performed on slides that were exposed to α-PAX3 as this compromises signal detection. When combining α-PAX3 staining with the α-HIC1 tyramide amplification protocol a four-day protocol is required to achieve signal detection. On day 1, antigen retrieval for the PAX3 epitope was carried out overnight. On Day 2, the immunofluorescence protocol (ensure NaBH_4_ step is omitted) was initiated and incubation with α-PAX3 was performed overnight at 4 °C. Incubation in primary antibody overnight is paramount to achieve a strong signal. Day 3 involves completion of the α-PAX3 staining with an appropriate secondary antibody followed by 3x PBS washes and then incubating in α-HIC1 antibody overnight. Again, overnight incubation was required for to achieve a detectable signal. On Day 4, the final step involves completing the tyramide signal amplification protocol as described above. Immunofluorescence data were collected using CellSens Dimension 1.18 and NIS-Elements 4.60.00, brightfield whole-mount images were collected using Q-capture Pro 7.0.30 software.

### Quantitative PCR on embryonic forelimbs

RNA was isolated from embryonic forelimbs using Trizol (Invitrogen). The quality and concentration of isolated RNA was determined using a NanoDrop ND-1000 spectrophotometer. cDNA was generated using a High Capacity cDNA Reverse Transcription kit (Applied Biosystems) as per manufacturer’s instructions. Approximately 2 μg or the maximum amount of RNA available was transcribed in a 20 μL reaction volume. To follow the expression of *Hic1* gene transcripts, quantitative real-time PCR was carried out using the 7500 Fast Real-Time PCR System (Applied Biosystems) with the following primer/probe combinations: forward-CGGTGGCAAGTTTGCTCAA, Reverse-CTACAGCGTGCTCTTCATATGG, Probe- AGCGCAACCTCATC.

### Whole-mount and cryosection X-gal staining

β-galactosidase enzymatic activity at different stages of embryonic limb development was detected using established whole-mount X-gal staining protocols. Embryos were collected at various developmental time points ranging from E11.0 to E14.5. Dissected limbs were fixed in LacZ fixative (100 mM MgCl_2_, 0.2% glutaraldehyde, 5 mM ethylene glycol tetra-acetic acid in 2% PFA). Duration of immersion was dependent on the timepoint collected: E11.0 and E11.5 limbs were fixed for 1 h, E12.5 for 1.5 h, E13.5 for 2 h, and E14.5 for 2.5 h. All fixative incubation periods were carried out in the dark at 4 ^o^C. Fixed samples were washed 3x in cold PBS for 30 min each followed by overnight incubation in LacZ staining solution (2 mM MgCl_2_, 0.01 % Deoxycholate, 0.02% NP40, 5 mM potassium ferricyanide, 5 mM potassium ferrocyanide and 1 mg/mL 5-bromo-4-chloro-3-indolyl-β-D-galactopyranoside) at 37 ^o^C. Samples were post-fixed in 4% PFA for an hour at 4 ^o^C prior to imaging.

To generate X-gal-stained histological embryonic limb sections, pregnant mice were sacrificed and embryos were isolated in cold PBS. Limbs were subsequently dissected from the trunk and fixed in LacZ fixative as described above. Fixed limbs were washed three times and processed for cryosectioning as described above. Samples were subsequently processed for X-gal staining by cryosectioning the frozen OCT blocks with a Leica CM 1950 cryostat at 6–10 μm. For staining, slides were thawed at room temperature and then washed 3 × 10 min in PBS to remove residual OCT compound followed by incubation overnight in LacZ staining solution (see previous section) at 37 ^o^C. Once stained, slides were washed in PBS 3 × 5 min, counterstained with Nuclear Fast Red (NFR) for 2 min, rinsed in water and dehydrated through a series of solutions as follows: 2 × 2 min in 70% ethanol, 2 × 2 min in 95% ethanol, 2 × 5 min in 100% ethanol, and 2 × 10 min in xylene. Slides were then cover-slipped with Cytoseal 60 mounting media.

### Flow cytometry and fluorescence-activated cell sorting (FACS) methodology

Freshly dissected E11.5 and E12.5 *Hic1*^*CrERT2*^; *R26*^*tdTomato*^ or *Hic1*^*CreERT2*^; *R26*^*tdTomato*^; *ScxGFP* embryo forelimbs were digested in a Dispase enzyme-based solution [Dispase II 10 units/mL (Roche 4942078001); 10% fetal bovine serum in Puck’s saline A]. Two-three forelimb pairs were pooled into 3 mL reactions. For E13.5, E14.5 and E16.5 forelimbs, the dissociation cocktail consisted of Collagenase A (Roche, 10103586001; 1.5 mg/mL), Pronase (Roche, 10165921001; 0.5 mg/mL), DNase (Roche, 11284932001; 100μg) in Dulbecco’s Modified Eagle Medium (DMEM; Gibco, 11960-044). Single-forelimb pairs were dissociated in 2 mL reactions. In both cases, enzymatic digestion was carried out at 37 °C with gentle rotation for 1.5 h with vortexing every 30 min. Digested material was then triturated by pipetting and passed through a 40 μm cell strainer (Falcon, 352350). The resultant cell suspension was washed with FACS buffer (2 mM EDTA, 2% FBS in PBS) and centrifuged at 500 x *g* for 5 min. To further enrich for MPs, an antibody panel in combination with tdTomato fluorescence, was designed to label and exclude lineage-positive cells [anti-CD45-647 (UBC Ablab 67-0047-01, 1:400), anti-CD117-APC (eBiosciences 17-1172-82, 1:500), anti-CD31-APC (BD Biosciences, 551262, 1:400), anti-CD11b-647 (UBC Ablab 67-0055-01, 1:500), anti-F4/80-647 (UBC Ablab, 67-0035-05, 1:500), and anti-Ter119-647 (UBC-Ablab, 67-0031-01, 1:200)]. Cells were incubated in staining cocktail for 30 min on ice in the dark. Subsequently, cells were washed in 15 mL FACS buffer and centrifuged at 500 x *g* for 5 min. The cell pellet was resuspended in FACS buffer containing Hoechst 33342 (Sigma B2261; final concentration 4 mM) and propidium iodide (Thermofisher, P1304MP; 1 mg/mL). Cells were enriched using a BD Influx cell sorter and a combination of Hoechst, forward/side scatter parameters and propidium iodide were used to identify viable cells. Sorted cells were collected into sort media (20% FBS, l-glutamine (2 mM), penicillin (100 units/mL), and streptomycin (100 μg/mL in DMEM) in cooled siliconized microcentrifuge tubes (Fisher Scientific; 02-681-320). Flow cytometry data were collected using BD FACS Diva. Cells were sorted using BC FACS Sortware. FlowJo was used to analyse and visualise all cytometer and FACS data.

### Cell cycle analysis

To detect proliferating cells in embryonic forelimbs, standard methodology involving analysis of the incorporation of the nucleoside triphosphate analogue 5-ethynyl-2’-deoxyuridine (EdU) was used. For this purpose, pregnant dams were injected intraperitoneally with a single dose of 1.5 mg of EdU (ThermoFisher E10415) in PBS. Embryos were collected 24 h post-injection and forelimb buds were processed for histology or flow cytometry using the Click-iT Plus EdU Alexa Fluor 647 Imaging kit (ThermoFisher C10640) and the Click-iT Plus EdU Pacific Blue Flow Cytometry Assay kit (ThermoFisher C10636), respectively, both as per manufacturer instructions. *n* = 3 independent litters per timepoint tested.

### Single-cell RNA-Seq

Forelimb pairs were collected, pooled and processed from *Hic1*^*CreERT2*^; *R26*^*tdTomato*^ litters at five different developmental timepoints with the following numbers at each timepoint: 14 (E11.5); 7 (E12.5); 6 (E13.5); and 6 (E14.5). At E16.5, forelimb pairs were divided into proximal and distal samples. The proximal limb segments consisted of 6 forelimb segments containing only the distal stylopod, proximal zeugopod and their articulation (elbow joint). The distal counterpart consisted in the distal zeugopod and autopod. For E11.5 whole 1 and 2 samples, whole *Hic1*^*CreERT2*^; *R26*^*tdTomato*^ limbs were dissociated and total lineage-negative cells captured. Single-cell suspensions were generated and tdTomato^+^ cells were enriched by FACS (see above) into 0.22 μm vacuum filtered SC collection media (DMEM containing 5% FBS). Cells were counted and quality control was evaluated by hemocytometer. If the single-cell suspension was confirmed to contain >98% tdTomato^+^ cells, the solution was input into a Chromium Controller (10x Genomics). Cell capture and library generation was carried out with the Chromium single-cell 3’ reagent kit v2 (10x Genomics) for E11.5, E12.5, and E13.5 samples and v3 for E14.5 and E16.5. cDNA libraries were sequenced on a Nextseq500 (Illumina) to a depth >40,000 reads per cell. The generated reads were aligned to a modified mm10 reference genome^4^. Demultiplexing and sequence alignment was performed using the cellranger *count* pipeline (10x Genomics). Quality metrics for the scRNA-seq were obtained from the cellranger-*count* output (Supplementary Data 1). Aggregated library sets were generated using the cellranger *aggr* pipeline. Principal component analysis, non-linear dimensionality reduction (t-SNE and UMAP), and clustering were done using the Monocle3 R-package^66,67^. To ensure only high-quality cells were integrated into further bioinformatic analyses, cells with low total UMI count (<3000) and high mitochondrial RNA content were filtered. Also, the E16.5 forelimb datasets contained small clusters of contaminating epithelial cells (*Krt1*^*+*^ or *Krt14*^*+*^), these cells were filtered from the aggregated dataset. A parallel set of principal component and downstream analyses were performed using the Seurat R package^68^. Monocle3 clustering results were subset into the Seurat object to generate violin plots and heatmaps.

For scRNA-seq of MPs from adult muscle, single-cell suspensions were generated as previously described^4^. Briefly, TA muscles pooled from two P56 *Hic1*^*CreERT2*^*; R26*^*tdTomato*^ hindlimbs and were sequentially digested in a volume of 250 µL per TA containing 500 U/mL Collagenase II (Sigma C-6685-5G) for 30 min followed by a cocktail of 1.5 U/mL Collagenase D (Roche 11088882001) and 2.4 U/mL Dispase II (Roche 04942078001) for 60 min. Digested material was subsequently stained and sorted as described above with the following modification: After the initial sort, viable target cells were further purified by sorting second time. If the single-cell suspension was confirmed to contain >98% tdTomato^+^ cells, the solution was input into a Chromium Controller (10x Genomics). Cell capture and library generation was carried out with the Chromium single-cell 3’ reagent kit v3. cDNA libraries were sequenced on a Nextseq500 (Illumina) to a depth >50,000 reads per cell. The generated reads were aligned to a modified mm10 reference genome^4^. Demultiplexing and sequence alignment was performed using the cellranger *count* pipeline (10x Genomics). Quality metrics for the scRNA-seq were obtained from the cellranger-*count* output (Supplementary Data 1). 

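Of the kept cells of E10-P56, the cycling cluster held 271, with a median of 25084 UMIs, and its number moved most, to 121, when each cell was named by its own markers. *Dpt* in this cluster was at 432 CPM (418 to 447) and *Pdgfra* at 226 (216 to 237), and *Tnc*, *Crabp1* and *Lrrc15* were among its 10 leading genes. The endothelial-like cluster, also set aside, held 25 cells with a median of 3542 UMIs. The tdTomato transcript was counted at 1793 CPM (1546 to 2069) in endothelial-like cells. In the aggregate, these 2 clusters held 30 cycling and 53 endothelial-like cells of the adult pulse.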

Cells containing low total UMI counts (<1500), high mitochondrial RNA content and small clusters containing cycling cells (*Birc5*^*+*^, 90 cells), and contaminating cell types (*Mpz*^*+*^, 146 cells; *Pecam1*^*+*^, 19 cells) were removed from further downstream analyses. Principal component analysis, non-linear dimensionality reduction (t-SNE and UMAP), and clustering were done using the Seurat R package^68^.

### Single-cell fate trajectory reconstruction

The URD R package which involves a simulated diffusion-based approach was used to computationally generate differentiation trajectories in pseudotime at the single-cell level^31^. Cells undergoing mitosis confounded analysis and were removed from subsequent analyses. Transition probabilities and pseudotime were calculated as per the URD tutorial (https://github.com/farrellja/URD). Cells originating from E11.5 forelimbs were assigned as the root. Tip populations were determined manually through analysis of differentially expressed marker genes in the E16.5 dataset (fid. S2B-C; Supplementary Data 2 includes the top 500 enriched genes for each tip population). To generate the tree structure, visitation frequencies were derived based on biased random walks performed from random tip cells towards the root.

URD functions were mostly performed with default parameters with the following exceptions: for the diffusion map calculation, the number of nearest neighbours (knn) was optimised to 200 and the kernel width to use (sigma.use) was set to 8. Regarding pseudotime calculations, a total of 150 simulations (floods) were performed and averaged. To determine tips for the tree structure, the optimal clustering of the E16.5 scRNA-seq data was found to be Louvain-Jaccard clustering with number of nearest neighbours (num.nn) set to 25. Clusters containing cells expressing progenitor markers were omitted from tip selection. To determine cellular trajectories in pseudotime, 10,000 biased random walks (n) were simulated. To build the tree, divergence method was set to “ks”; the remaining parameters were changed as follows: min.cells.per.segment = 10, p.thresh = 0.025, and minimum.visits = 1. To generate a force-directed layout, the method was set to “fr”, and the following arguments were modified: num.nn = 120, and min.final.neighbours = 4. Force-directed layout rendition of the URD tree then was optimised for visualisation in 2D using the “treeForceStretchCoords”, “treeForceRotateCoords”, and “treeForceTranslateCoords” functions from the URD package.

### Single-cell ATAC-seq

For single-cell ATAC-seq capture, ∼100,000 FACS-purified tdTomato^+^ cells from *Hic1*^*CreERT2*^; *R26*^*tdTomato*^ were collected from E12.5, E14.5, and E16.5 forelimbs as per scRNA-seq sorting conditions described above. Nuclei were isolated by lysing the cells according to the described protocol (10X Genomics, https://support.10xgenomics.com/single-cell-atac) for 5 min. Nuclei were quantified using a Countess II FL automated cell counter (ThermoFisher) and ∼10,000 nuclei were targeted for transposition and capture using a 10x Chromium controller. ScATAC-seq libraries were prepared according to the Chromium Single-Cell ATAC Reagent Kits User Guide (10x Genomics; CG000168 Rev B). Single-cell libraries were sequenced on a Nextseq500 (Illumina). The cellranger-atac single-cell ATAC pipeline version 1.1.0 was used to generate fastq files from the sequencer output bcl files and further perform read filtering and alignment, detection of accessible chromatin peaks, dimensionality reduction, cell clustering and differential accessibility analyses. Quality metrics for the scATAC-seq such as insert size distribution, enrichment around the transcriptional start site and a tSNE heatmap of fragments per cell (Supplementary Data 1) were obtained from the cellranger-atac output. Track plots were generated using Loupe Cell Browser (10x genomics, v. 4.1.0). The 10x genomics output was further processed using the standard Signac workflow to compute quality control metrics, normalisation, latent semantic indexing and subsequent UMAP calculation^47^. Cells were then clustered using the Leiden algorithm and integrated with scRNA-seq data using cross-modality integration and label transfer. For pseudotime and differential accessibility analysis, the 10x filtered peak barcode matrix output was used to generate a cell dataset-class object using monocle3. To generate pseudotime trajectories of chondrogenic, tenogenic and DF commitment, separate subset objects were created by using MP combined with chondrocyte, tenocyte or DF clusters, respectively. The cicero package was used to construct trajectories with accessibility data, perform differential accessibility analysis, and plot accessibility changes in pseudotime.

### Ex vivo forelimb cultures

Ex vivo culture of embryonic forelimbs was carried out as previously described^69^. Limb culture incubation chambers were prepared by placing a stainless-steel mesh into the inner well of a 60 mm organ culture dish. The stainless-steel mesh was previously punctured to allow for the placement of a PET membrane on its surface. The outer trough of the dish was filled with distilled water, and forelimb culture media (10% FBS in BGJb medium containing 100 mM penicillin/streptomycin and 100 mM l-glutamine) was added to the inner well. Embryonic limb buds were collected at E11.5 by dissection at the limb-trunk interface and placed on the PET membrane surface within a limb culture incubation chamber. Limbs were cultured in a well-humidified incubator (37 °C, 5% CO_2_) for 1–3 days. When live imaging was necessary, limbs were similarly cultured in a glass-bottom 35 mm dish atop a PET membrane and stainless-steel mesh.

### Micromass cultures

Preparation of primary limb mesenchyme cultures was done as previously described^70^. Briefly, E11.5 limb buds were dissected and enzymatically dissociated using a cocktail containing 10% FBS and Dispase I (10 units/mL) in Puck’s saline A. Limb buds were incubated in enzyme cocktail for 80 min at 37 °C with slight shaking (~70 rpm) and gently vortexed every 20 min. Following digestion, cells were washed in micromass media (10% FBS in 40% DMEM/60% F12 nutrient mixture with 100 mM penicillin/streptomycin and 100 mM l-glutamine), pelleted at 1000 x *g* for 5 min, filtered through a 40 µm cell strainer, and quantified using a haemocytometer. Micromass cultures were achieved by spotting 10 µL of cell solution at a density of 2 × 10^7^ cells/mL into the center of a well within a 24-well plate (Nunc or Grenier plates are optimal to allow the droplet to rest with minimal evaporation). Cultures were maintained in a humidified incubator (5% CO_2_) for an hour before adding 1 mL of micromass media to each well. Media was changed every other day thereafter.

### Quantification and statistical analysis

All data are represented as mean ± SD, the sample number and statistical analyses are indicated in the figure legends. Sample size determination was based on anticipated variability and effect size that was observed in the investigator’s lab for similar experiments. For pairwise comparisons, unpaired two-tailed *t*-tests were used to calculate *p*-values, *p* < 0.05. For comparison of >2 means, one-way ANOVA with Boneferroni’s correction was employed, *p* < 0.05. Both statistical methods were carried out using Prism (GraphPad Software v. 8).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Movie 1

Reporting Summary

## Data Availability

The scRNA-seq and scATAC-seq data generated in this study have been deposited in GEO under accession code GSE156953. Source data are provided within this paper.

## Source data

Source Data

# Supplementary material for: Cellular taxonomy of Hic1+ mesenchymal progenitor derivatives in the limb: from embryo to adult
**Source:** Nat Commun. 2022 Aug 25;13:4989. doi: 10.1038/s41467-022-32695-1
**Supplement:** Supplementary file 1 — Supplementary Information

**Cellular taxonomy of Hic1<sup>+</sup> mesenchymal progenitor derivatives in the limb; from embryo to adult**

Supplementary Information

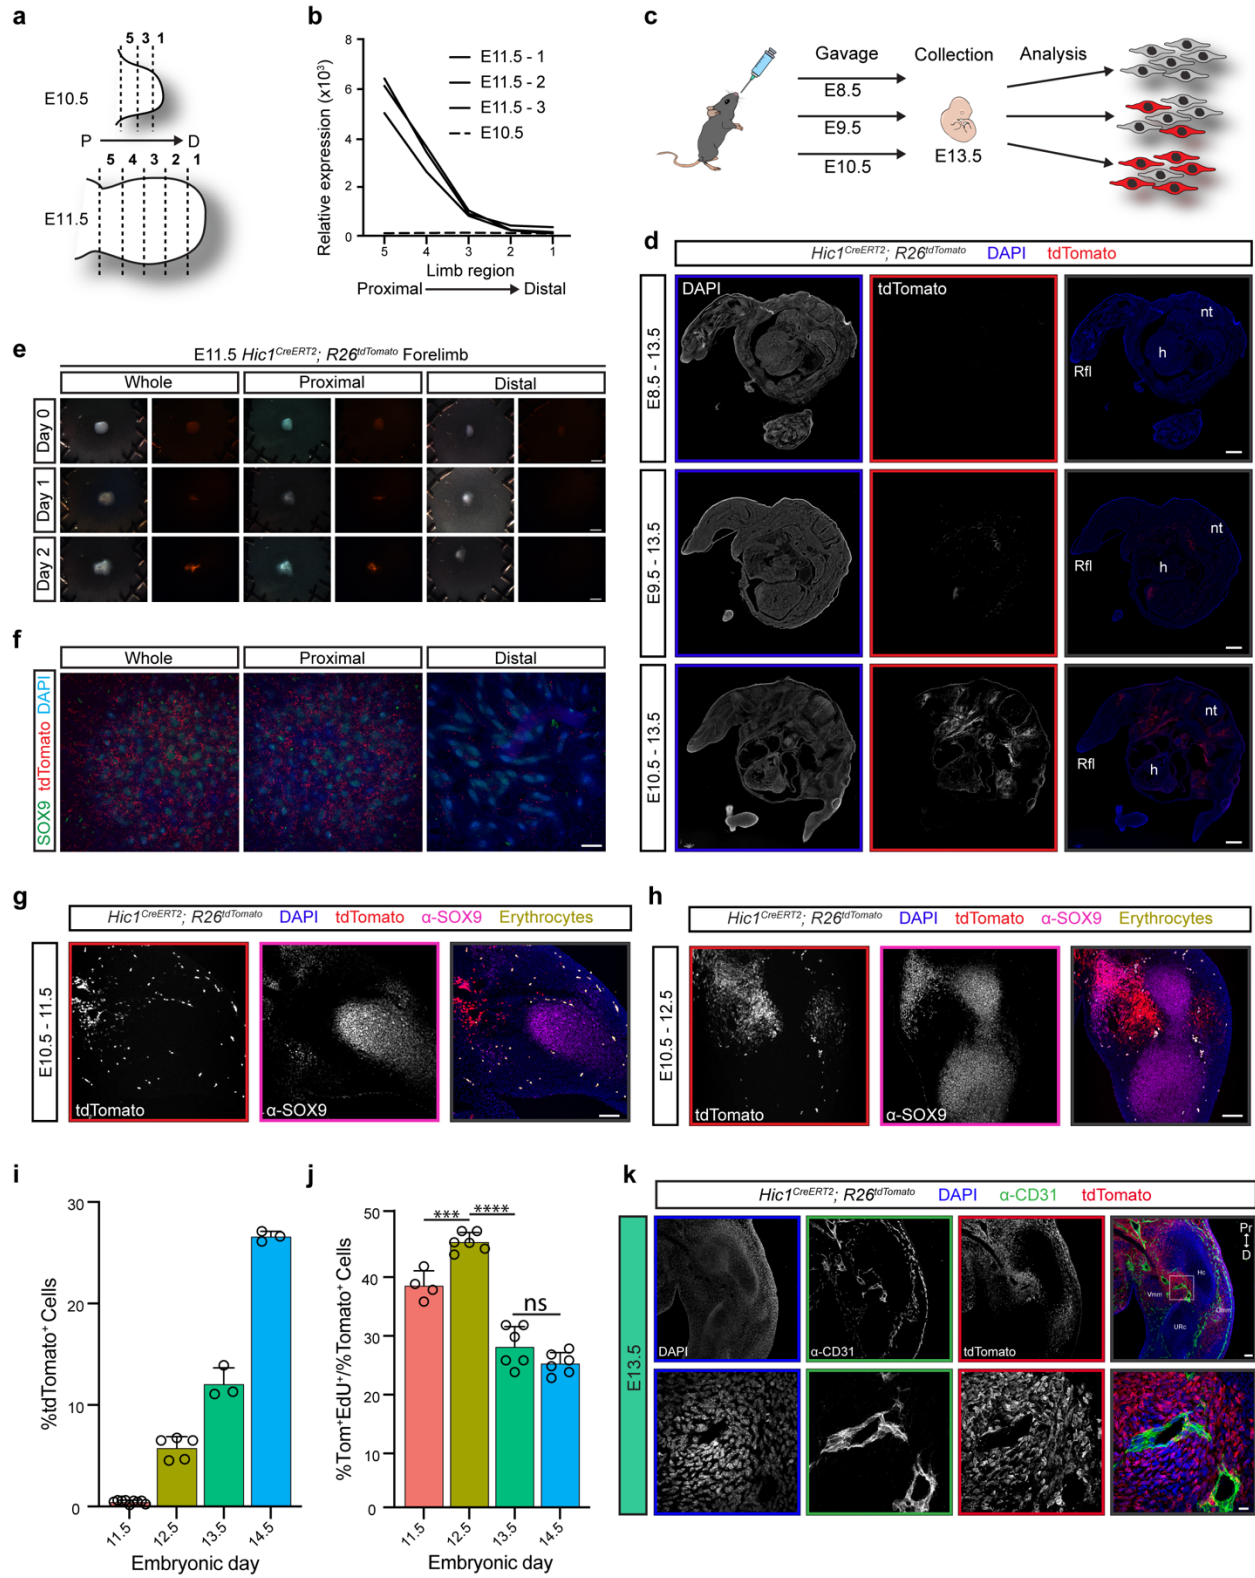

**Supplementary Figure 1. Early expression dynamics of *Hic1*<sup>+</sup> cells and progeny in the developing embryo.** (a-b) Quantitative PCR analysis of *Hic1* transcripts, corresponding limb bud regions are shown in the left panel. Replicates indicated by 1-3 are shown. (c) Schematic representation of TAM temporal pulse optimization. (d) Fluorescence microscopy images of E13.5 *Hic1*<sup>CreERT2</sup>; *R26*<sup>tdTomato</sup> embryos treated at the indicated time points with a single TAM pulse. n = 3 embryos from independent litters. Scale bars, 500µm. h, heart; nt, neural tube; Rfl, right forelimb. (e) Representative wholemount images of *Hic1*<sup>CreERT2</sup>; *R26*<sup>tdTomato</sup> forelimbs cultured whole or proximally/distally-truncated and imaged at 0, 24, and 48 hours post collection. Scale bars, 1 mm. (f) Representative confocal maximum intensity projections of *Hic1*<sup>CreERT2</sup>; *R26*<sup>tdTomato</sup> forelimb micromass cultures; limbs were harvested at E11.5. n = 3 independent litters for whole limbs and 3 for proximal and distal portions. Scale bar, 100 µm. (g) Representative image of a *Hic1*<sup>CreERT2</sup>; *R26*<sup>tdTomato</sup> forelimb at E11.5, stained with α-SOX9 for identification of chondrogenic anlagen. n = 3 embryos from independent litters. Scale bar, 100 µm. (h) Representative image of a *Hic1*<sup>CreERT2</sup>; *R26*<sup>tdTomato</sup> forelimb at E12.5, stained with α-SOX9 for identification of chondrogenic anlagen. n = 3 embryos from independent litters. Scale bar, 100 µm. (i) FCM analysis of enzymatically dissociated embryo forelimbs from *Hic1*<sup>CreERT2</sup>; *R26*<sup>tdTomato</sup> embryos at specified developmental timepoints. n = 3 independent litters per timepoint. Data represent mean ± SD. (j) FCM analysis of EdU incorporation assay on *Hic1*<sup>CreERT2</sup>; *R26*<sup>tdTomato</sup> forelimbs. n = 4-6 independent litters per timepoint. Data represent mean ± SD, one-way ANOVA followed by Tukey's multiple comparison test, nsP=0.2247, \*\*\*P=0.00095, \*\*\*\*P<0.0001. (k) Representative images of *Hic1*<sup>CreERT2</sup>; *R26*<sup>tdTomato</sup> forelimbs at E13.5, counterstained with CD31 and DAPI. n = 3 embryos from independent litters. Scale bars, 100µm (left half), 20 mm (right half). D, distal; Dmm, dorsal muscle mass; Hc, pre-cartilage primordium of humerus; Pr, proximal; URc, radio-ulnar pre-cartilage primordium; Vmm, ventral muscle mass. Source data are provided as a Source Data file.

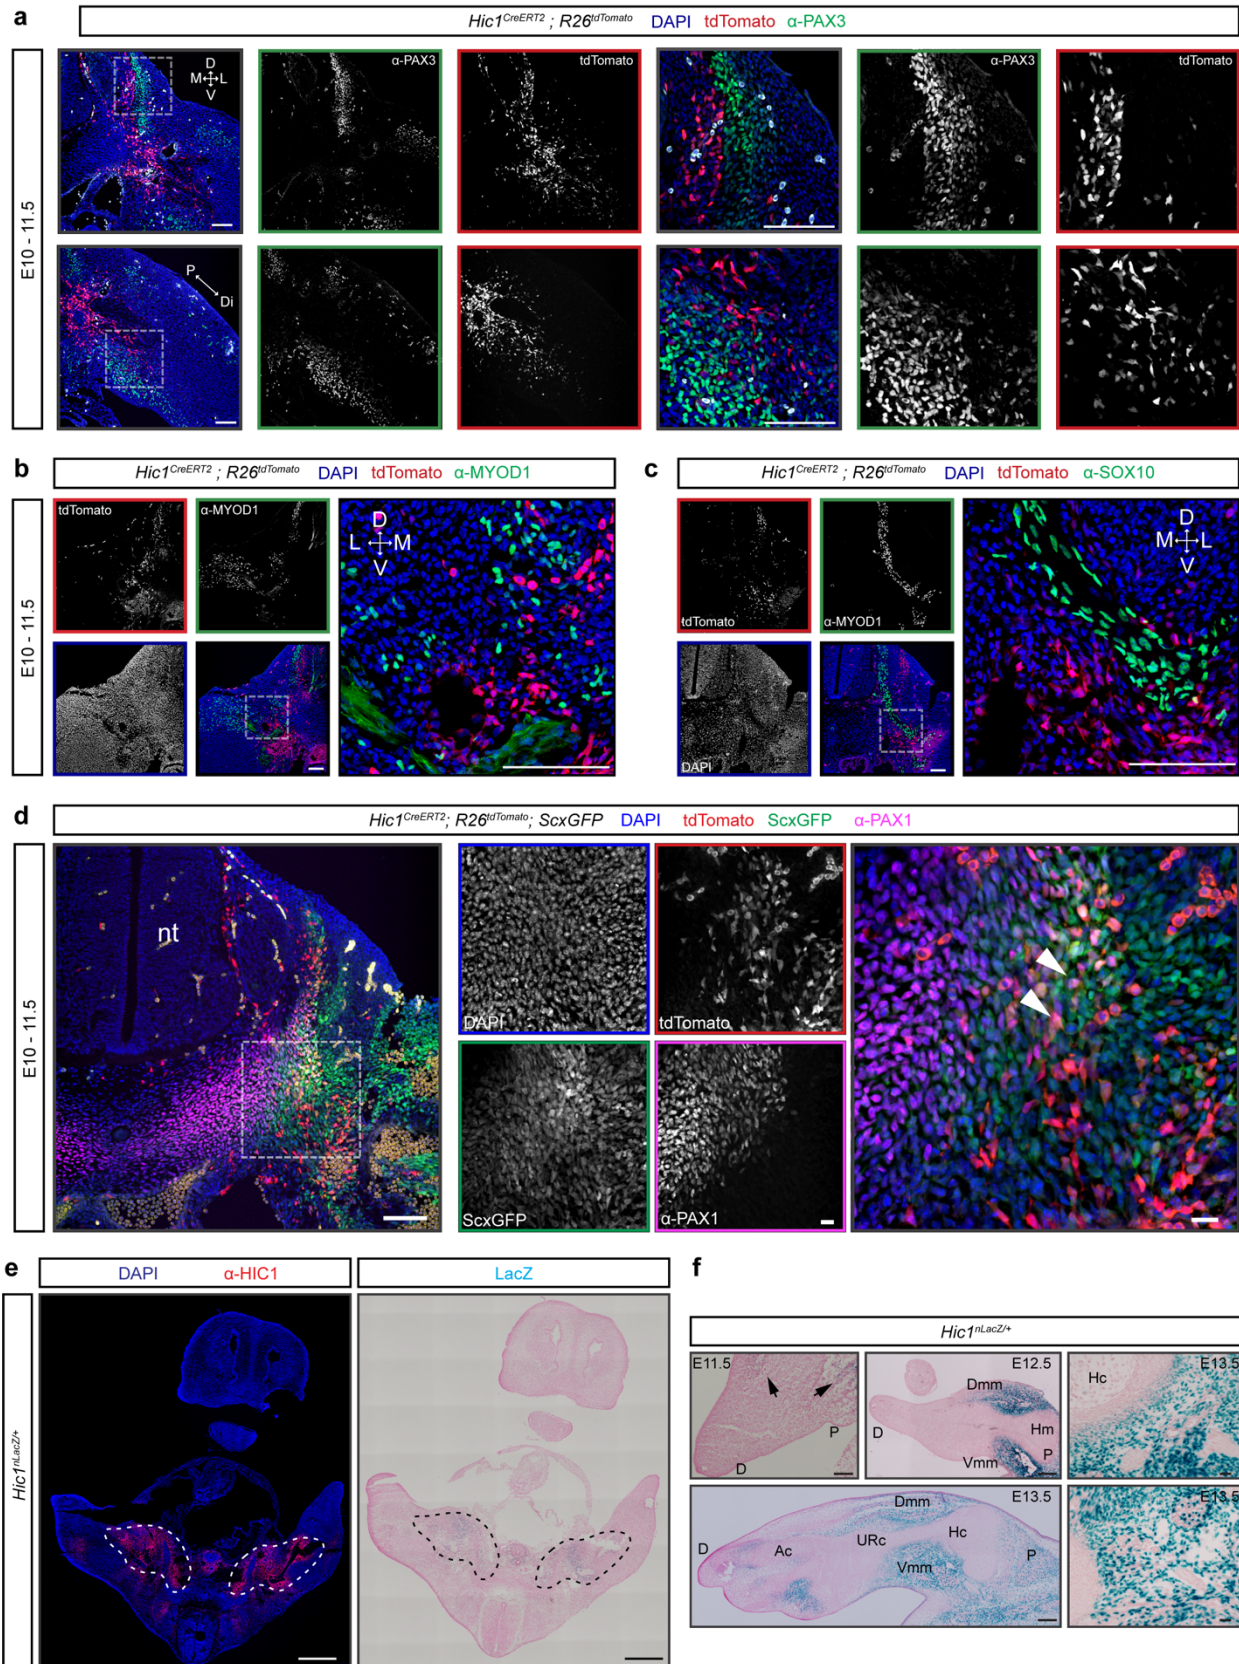

**Supplementary Figure 2. Characterization of *Hic1*/HIC1<sup>+</sup> MP spatial distribution in the developing embryo.** (a-c) Immunofluorescence staining with  $\alpha$ -PAX3 (a),  $\alpha$ -MYOD1 (b), and  $\alpha$ -SOX10 on E11.5 *Hic1*<sup>CreERT2</sup>; *R26*<sup>tdTomato</sup> embryos at the forelimb level. Dotted boxes indicate inset regions on adjoining panels. Scale bars, 100  $\mu$ m. D, dorsal; Di, distal; L, lateral; M, medial; P, proximal; V, ventral. (d) Immunofluorescence staining with  $\alpha$ -PAX1 on E11.5 *Hic1*<sup>CreERT2</sup>; *R26*<sup>tdTomato</sup>; *Scx-GFP* embryos at the forelimb level. Dotted boxes indicate inset region on adjoining panels. Scale bars, 100  $\mu$ m, 20  $\mu$ m inset. Nt, neural tube. (e) Representative images of *Hic1*<sup>nLacZ/+</sup> E11.5 embryo sections, left panel is stained with  $\alpha$ -HIC1, right panel contains subjacent section stained with X-gal and NFR, example overlapping region highlighted. Scale bar, 500 $\mu$ m. (f) Images of transverse sections from *Hic1*<sup>nLacZ/+</sup> embryonic forelimbs at the indicated timepoints stained for nuclear LacZ expression. Sections were counterstained with NFR. Black arrowheads highlight two groups of LacZ<sup>+</sup> cells within the proximal end of the forelimb. Scale bars, 100  $\mu$ m. n = 3 embryos from independent litters for panels a-f. Hm, humeral mesenchymal condensation; RUm, radio-ulnar mesenchymal condensation; Hc, pre-cartilage primordium of humerus; URc, radio-ulnar pre-cartilage primordium; Dmm, dorsal muscle mass; Vmm, ventral muscle mass.

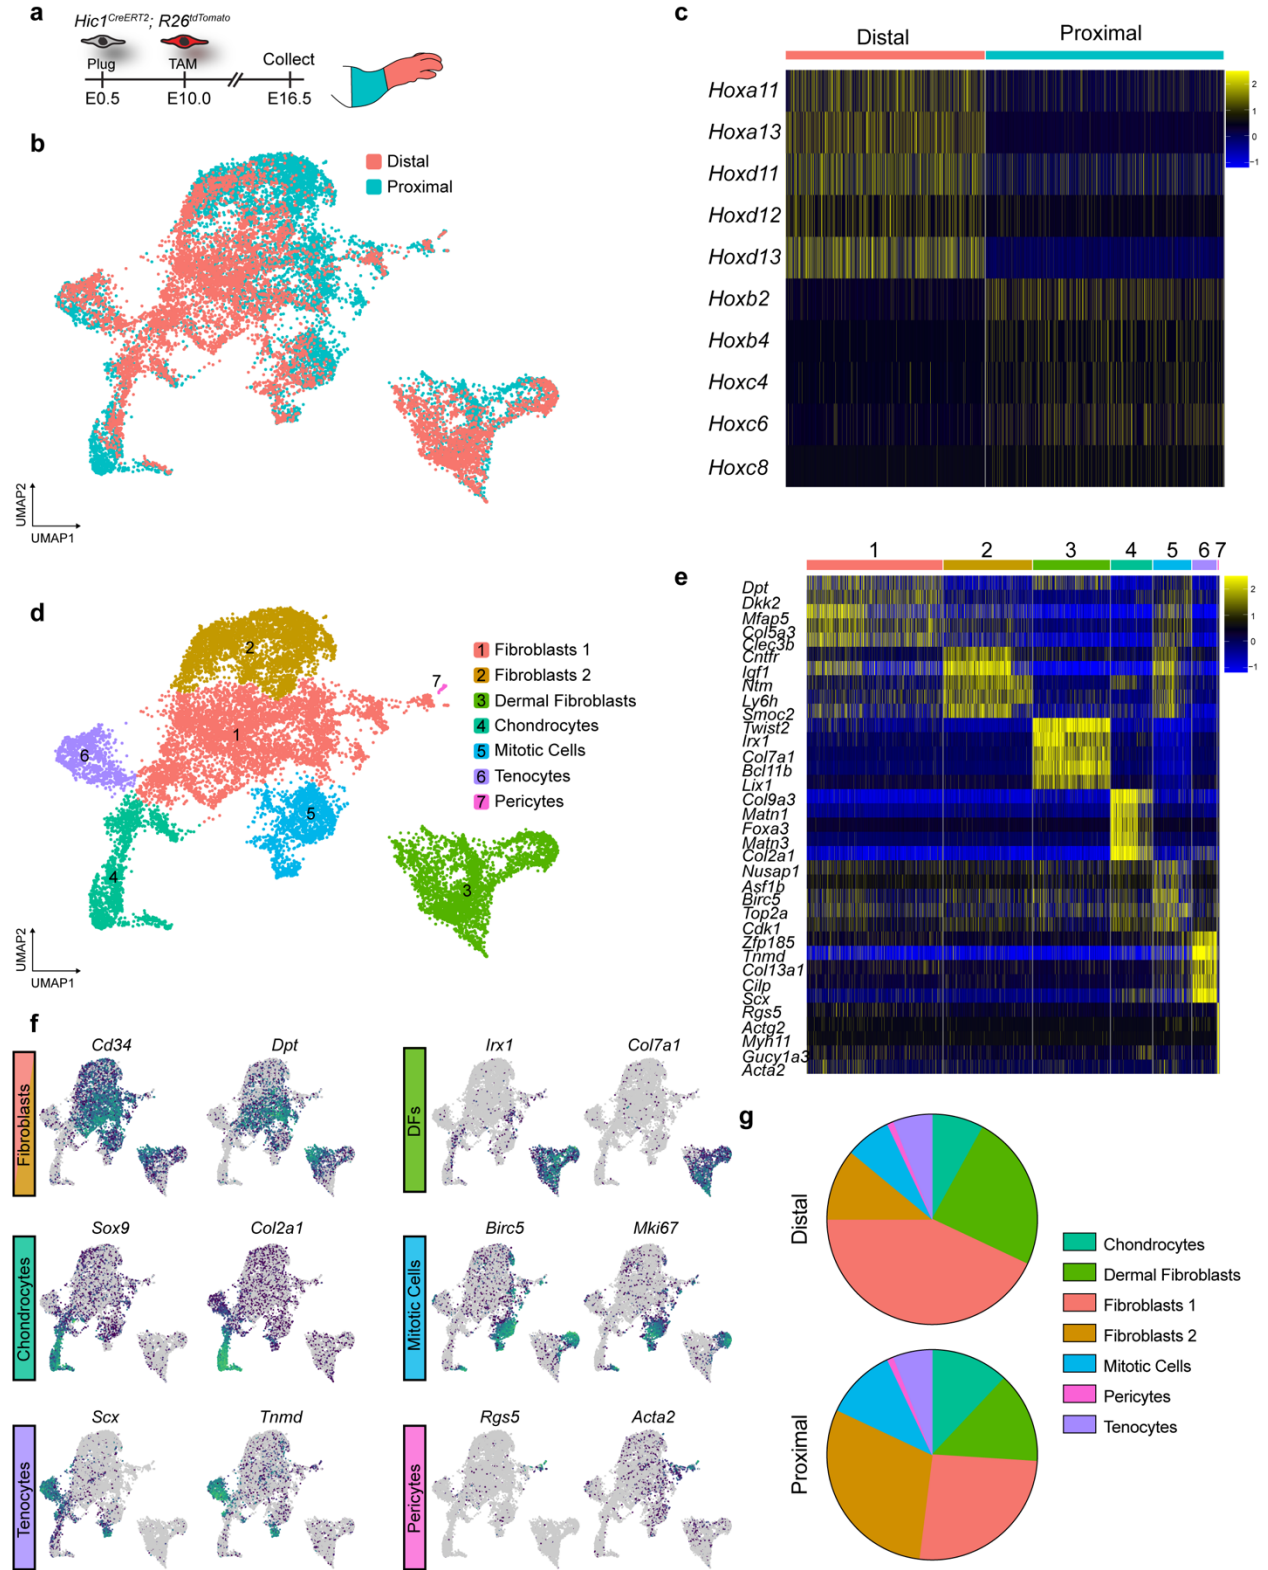

**Supplementary Figure 3. ScRNA-seq analysis of proximal and distal cell fates in E16.5 *Hic1<sup>CreERT2</sup>; R26<sup>tdTomato</sup>* forelimbs.** (a) Schematic representation of the experimental design. (b) UMAP of aggregated proximal and distal data. (c) Gene expression heatmap of relevant Hox-genes for proximal-distal axis formation. (d) UMAP of aggregated data coloured by cluster. (e) Heatmap of scRNA-seq data showing enriched genes within each cluster. (f) UMAPs of representative genes for each identified cell population. (g) Pie charts representing the distribution of fates for cells isolated from the distal and proximal end of an E16.5 forelimb. Source data are provided as a Source Data file.

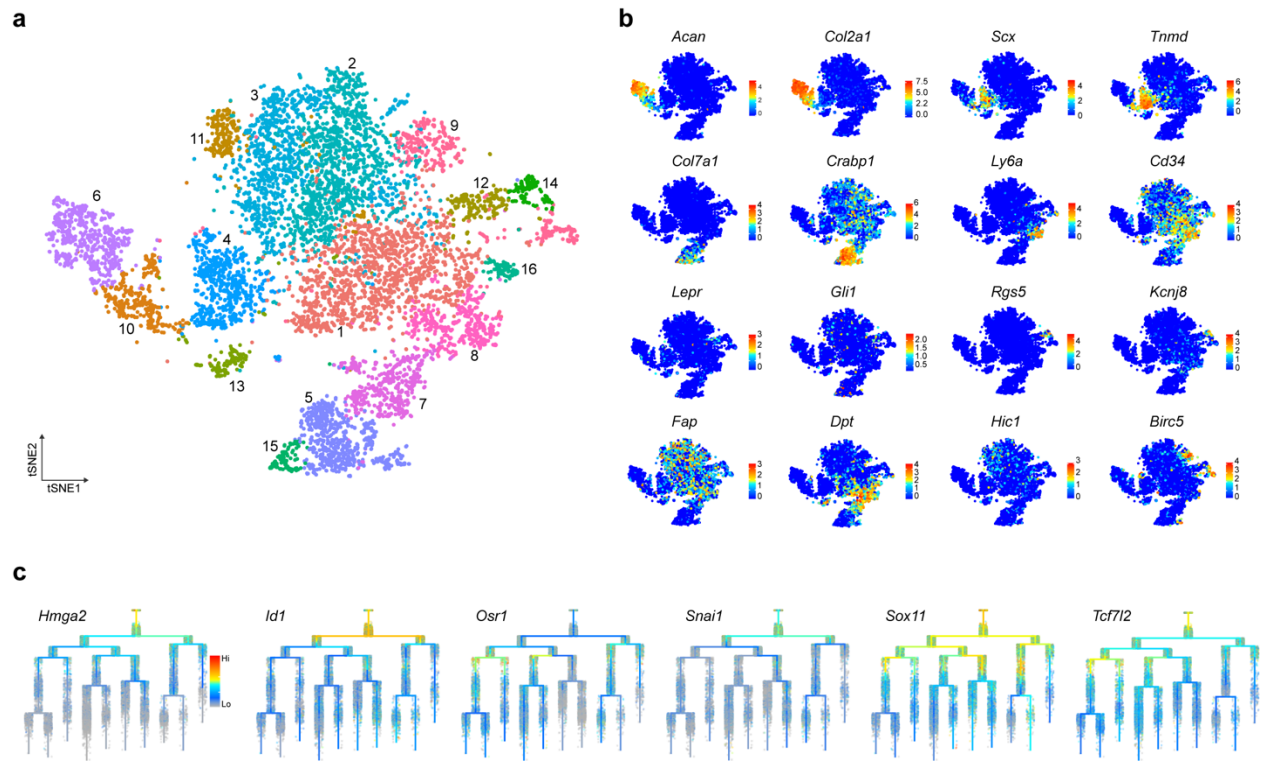

**Supplementary Figure 4. ScRNA-seq analyses reveal multiple lineage potentials. (a)** Cluster map of E16.5 *Hic1*<sup>CreERT2</sup>; *R26*<sup>tdTomato</sup> sorted tdTomato<sup>+</sup> cells projected in URD-generated t-SNE space. **(b)** Representative genes used to assign URD cluster identities and further determine the tips of the developmental trajectories. **(c)** Dendrograms illustrating gene expression intensity of progenitor-associated genes projected on the mesenchymal lineage hierarchy.

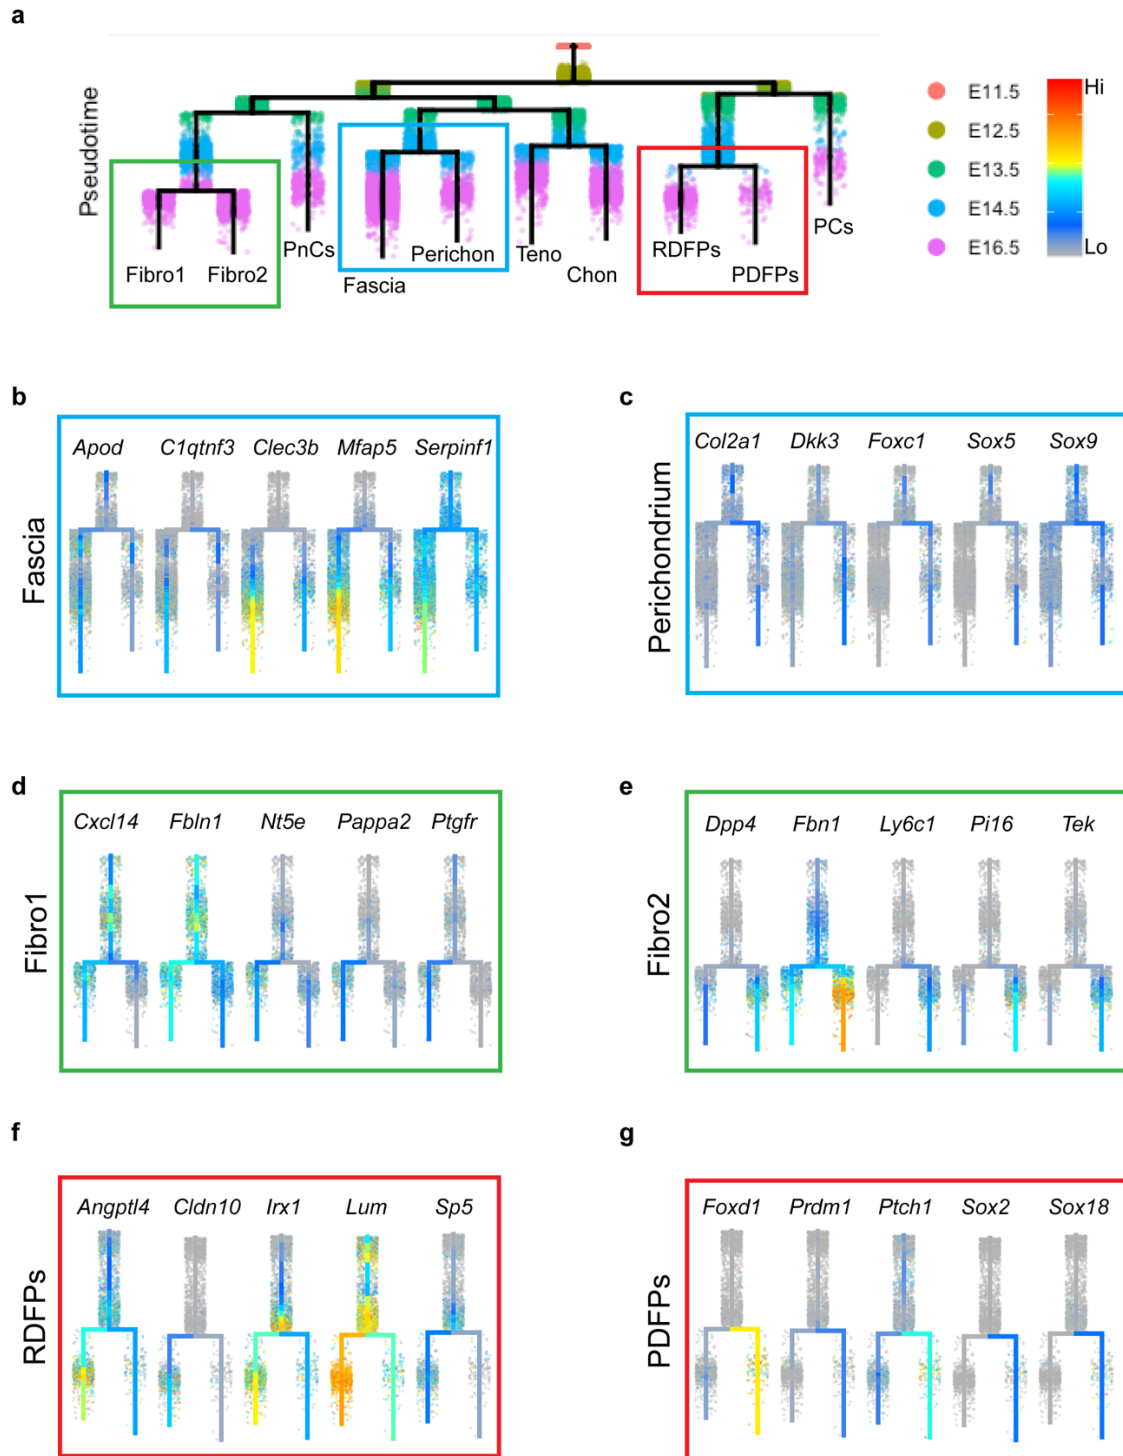

**Supplementary Figure 5. Characterization of embryonic *Hic1*<sup>+</sup> MP-derived fibroblast populations.** **(a)** URD-inferred developmental trajectories of *Hic1* lineage-labelled forelimb MPs, fibroblast populations are highlighted by coloured boxes. **(b-g)** Gene expression heatmaps projected on dendrogram branchpoints for each fibroblast subpopulation. Fibro1, fibroblast 1; Fibro2, fibroblast 2, RDFPs, reticular dermal fibroblast progenitors; PDFPs, papillary dermal fibroblast progenitors.

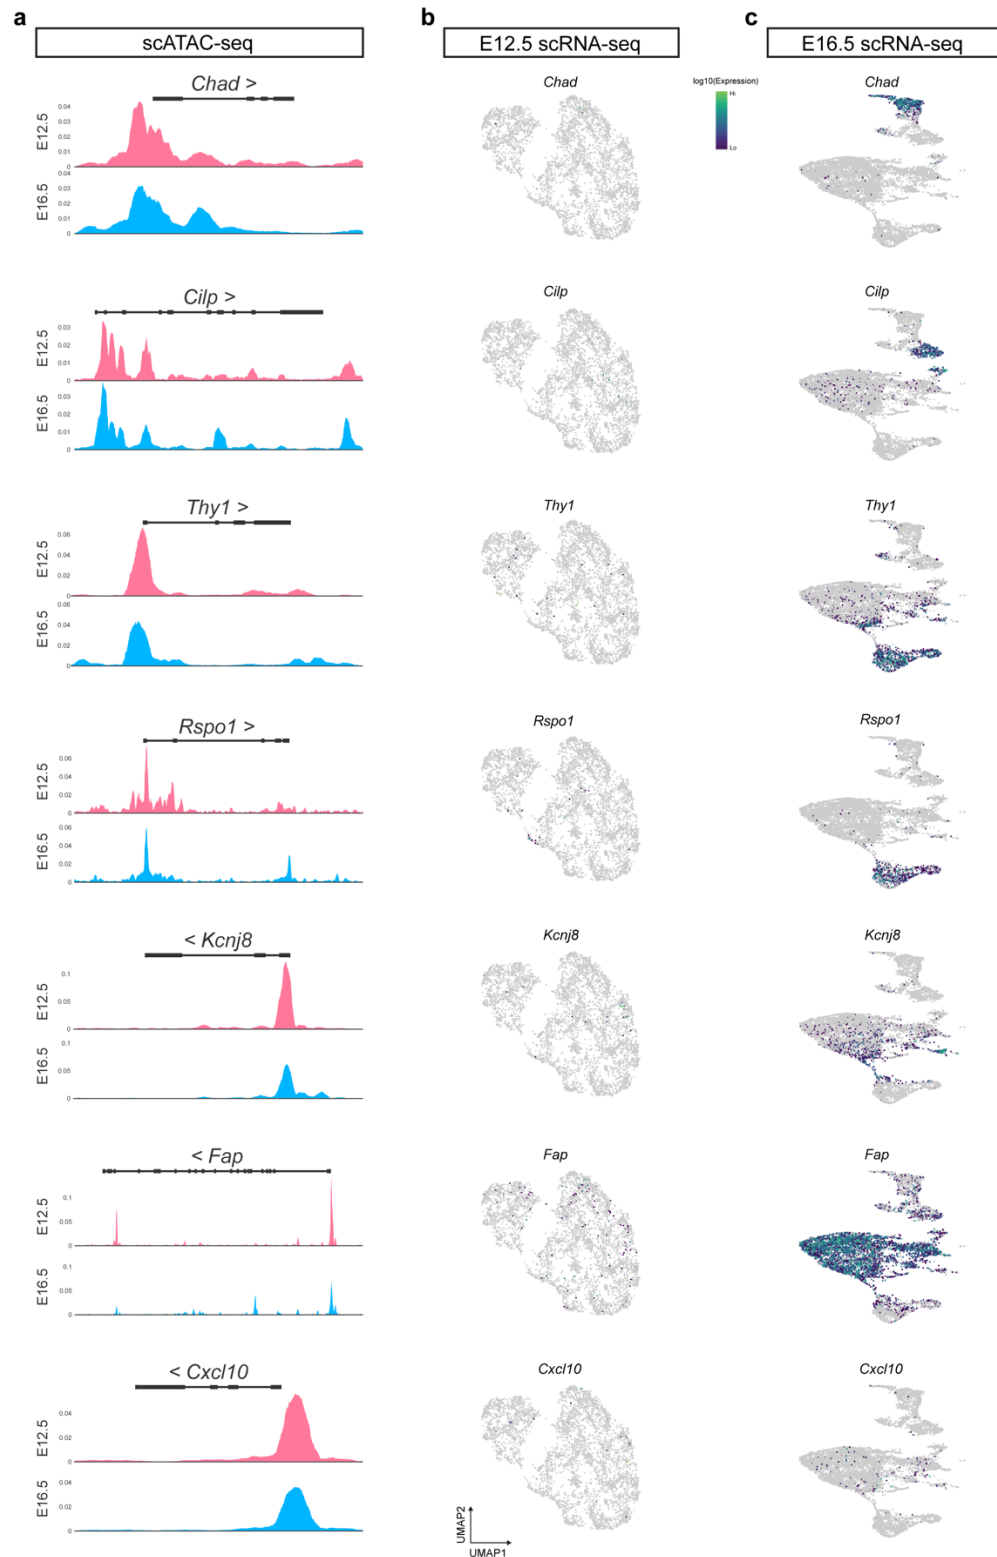

**Supplementary Figure 6. Broad lineage potential is embedded in the epigenome of early MPs.** (a) genome browser tracks displaying the promoter sum signals for diverse lineage-associated genes from scATAC-seq analyses of E12.5 and E16.5 samples. (b-c) UMAP plots of scRNA-seq expression data of genes in panel a. b, E12.5; c, E16.5.

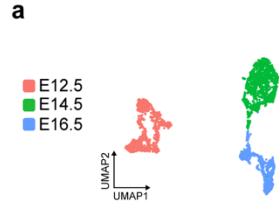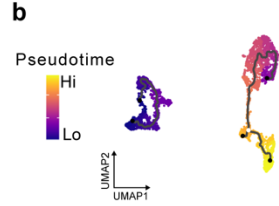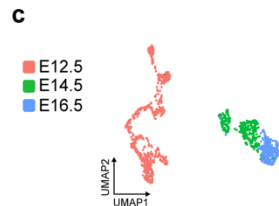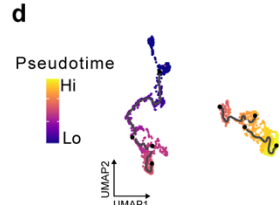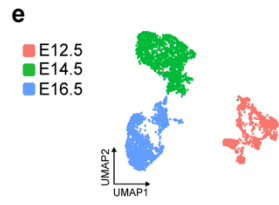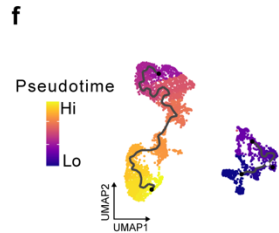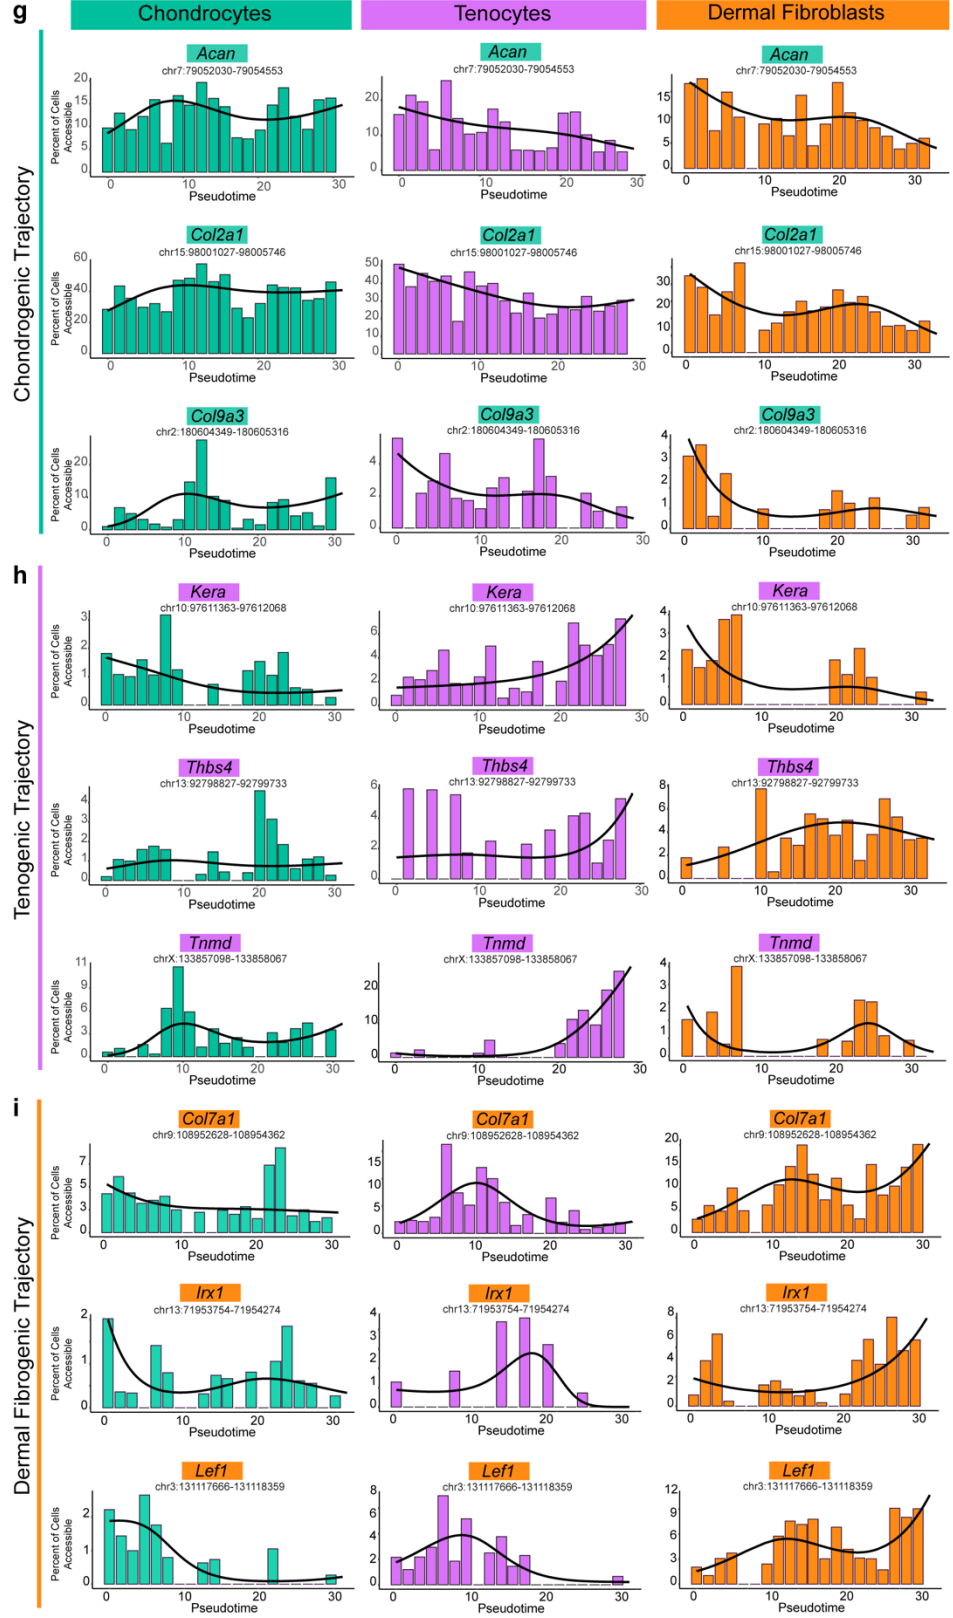

**Supplemental Figure 7. Pseudotime trajectory reconstruction of scATAC-seq embryonic forelimb datasets reveals a progressive restriction of OCRs at fate-specific promoters. (a-b)** UMAP plot of scATAC-seq chondrocyte and MP cluster subset coloured by embryonic time point and pseudotime values. **(c-d)** UMAP plot of scATAC-seq tenocyte and MP cluster subsets coloured by embryonic time point and pseudotime values. **(e-f)** UMAP plot of scATAC-seq dermal fibroblast and MP cluster subset coloured by embryonic time point and pseudotime values. **(g-i)** Chromatin differential accessibility graphs for fate-specific gene markers in the chondrocyte (g), tenocyte (h), and dermal fibroblast (i) trajectories.

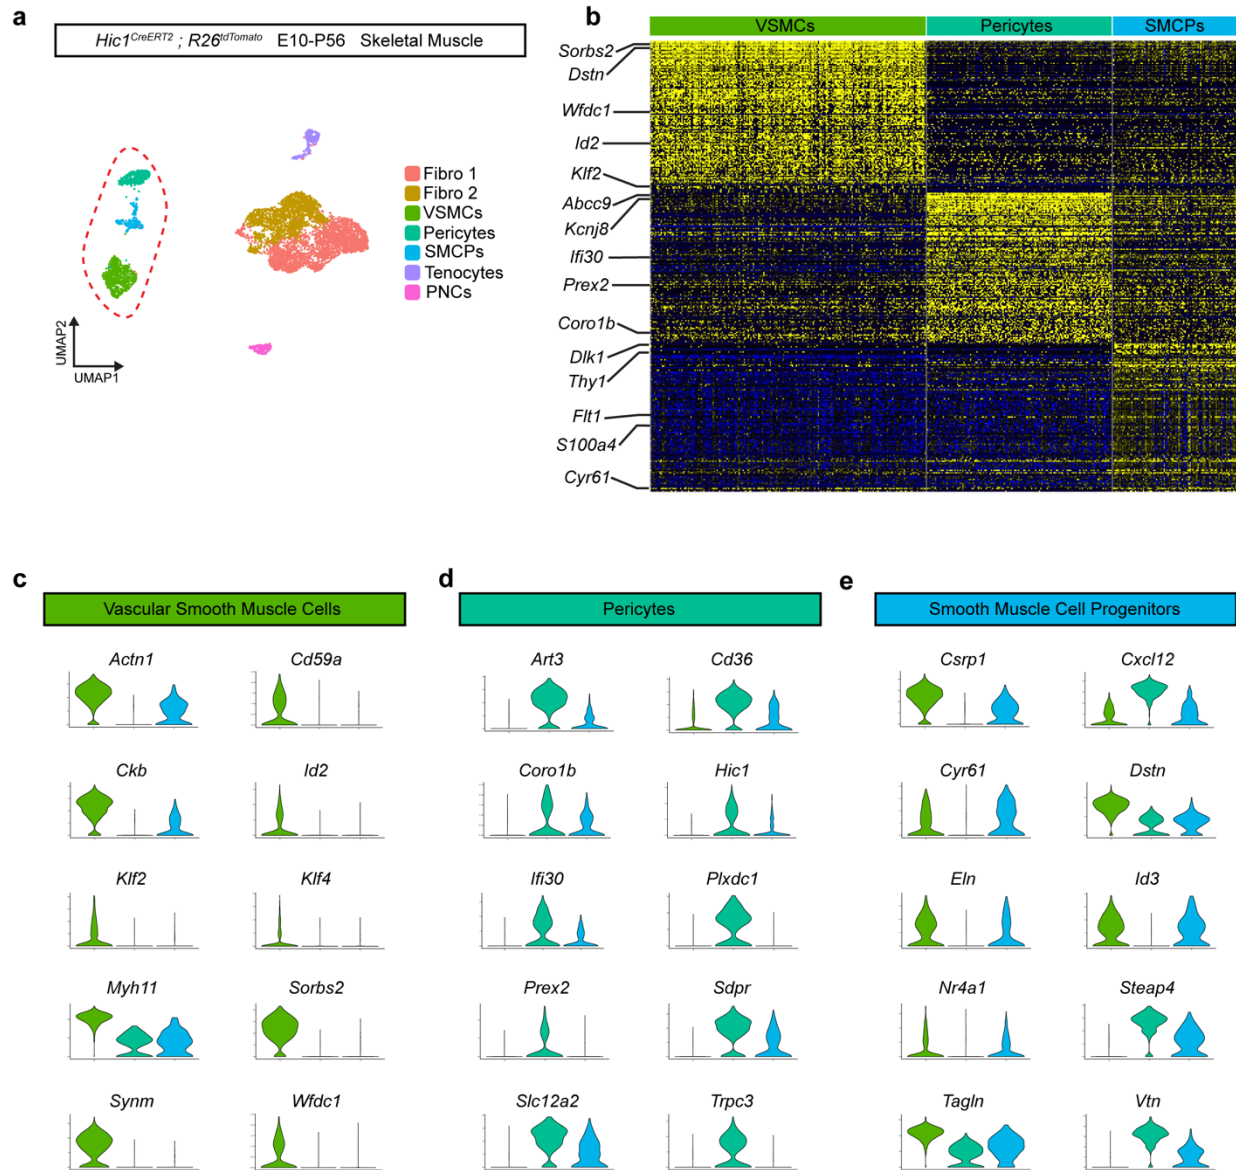

**Supplementary Figure 8. Characterization of mural cell fates.** (a) UMAP coloured by cluster of scRNA-seq data from sorted tdTomato<sup>+</sup> cells isolated from the TA muscle of lineage-traced *Hic1<sup>CreERT2</sup>; R26<sup>tdTomato</sup>* mice. Dotted line encircles endothelium-associated clusters (VSMCs, pericytes, and SMCPs). (b) Heatmap of differentially expressed genes between VSMCs, pericytes, and SMCPs clusters. (c-d) Violin plots for expression of representative genes from each cluster indicated in (a).

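The heatmap of Supplementary Fig. 8 lists 10 genes for each of the 3 mural cell clusters, which can be ranked across the VSMC-like, pericyte-like and SMCP-like cells of E10-P56 by summed CPM. The lists for VSMCs and pericytes each held 3 genes that had also served to name the cluster, and the other 7 of each list were highest in VSMC-like and in pericyte-like cells. Of the 10 genes listed for SMCPs, *Vtn* had served to name the pericyte-like cluster and is not counted here, and of the other 9, 1 was highest in SMCP-like cells, *Cyr61* with 609 CPM against 379 in VSMC-like and 132 in pericyte-like cells. *Id3* came next to it, with 531 CPM in SMCP-like and 608 in VSMC-like cells, and *Eln* had 261 and 367. *Cxcl12* and *Steap4* were highest in pericyte-like cells, at 2524 and 1612 CPM. *Csrp1* and *Dstn* were highest in VSMC-like cells, at 1538 and 3395 CPM. The heatmap draws scaled values of single cells, and sums over clusters need not rank genes the same way.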

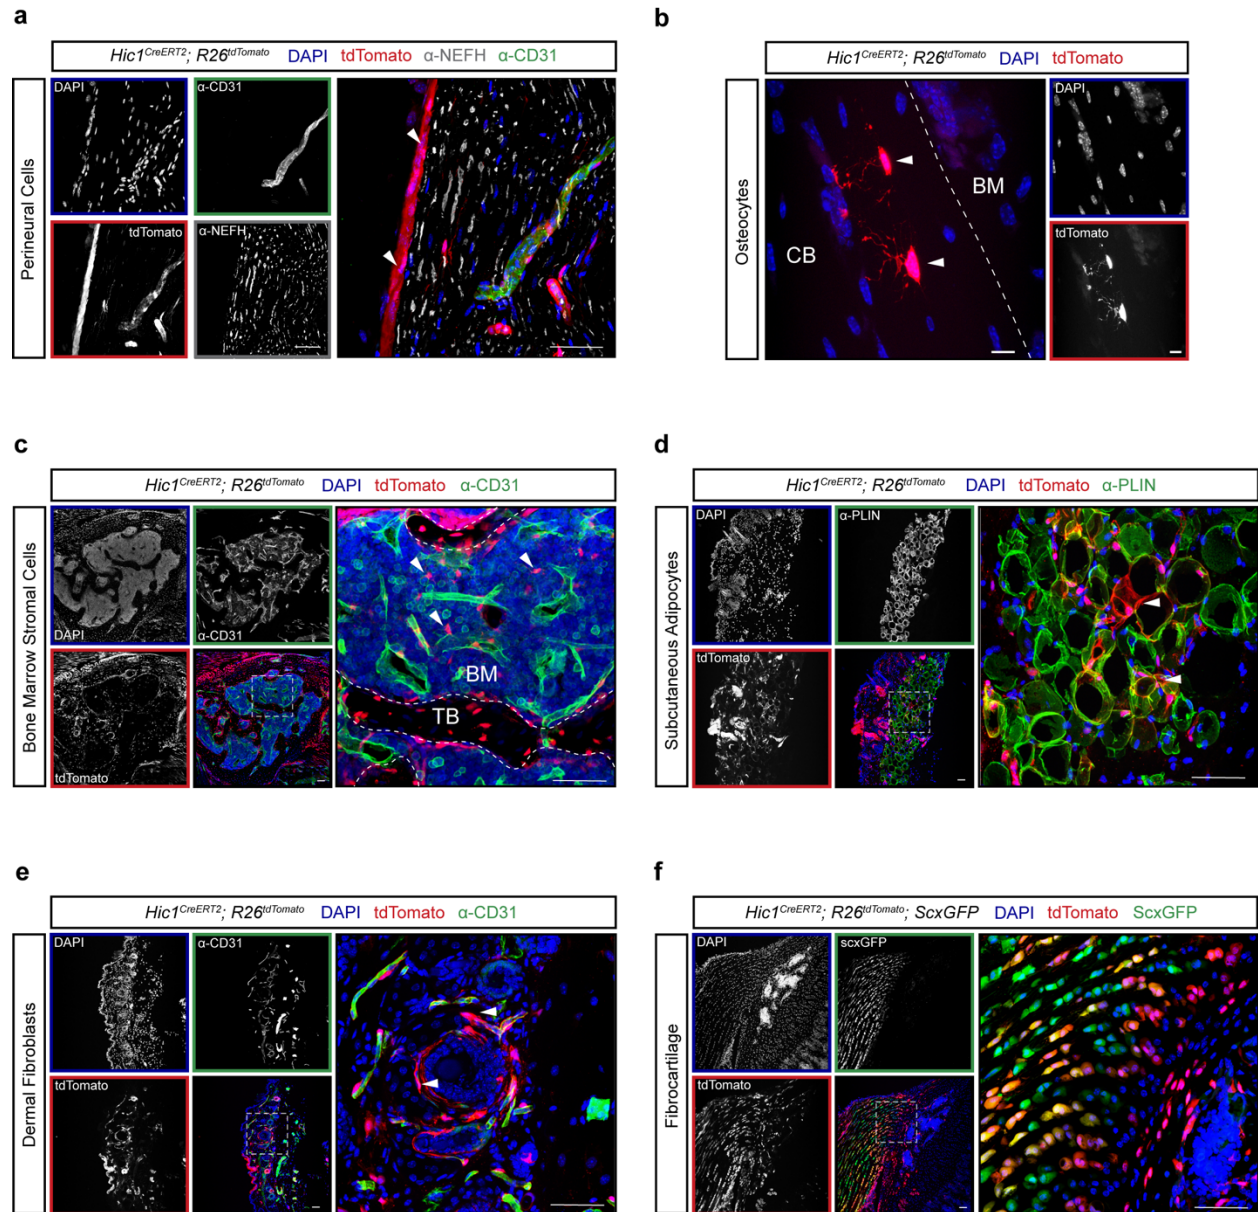

**Supplementary Figure 9. Embryonic *Hic1*<sup>+</sup> MPs contribute to diverse cell types that persist into adulthood.** (a-f) Representative immunofluorescence images of E10-P56 limb tissues demonstrating contribution of *Hic1* MPs to the following lineages: Perineural cells (a); osteocytes (b); bone marrow stromal cells (c), subcutaneous adipocytes (d), dermal fibroblasts (e); and fibrocartilage (f). White arrowheads indicate cells of interest. White boxes in (c, e, f) highlight regions of interest that are magnified in adjoining panels. Scale bars, 20μm. n = 3 mice for panels a-f. BM, bone marrow; CB, cortical bone; TB, trabecular bone.

**a** Gating strategy for tdTomato<sup>+</sup> cell quantification experiments

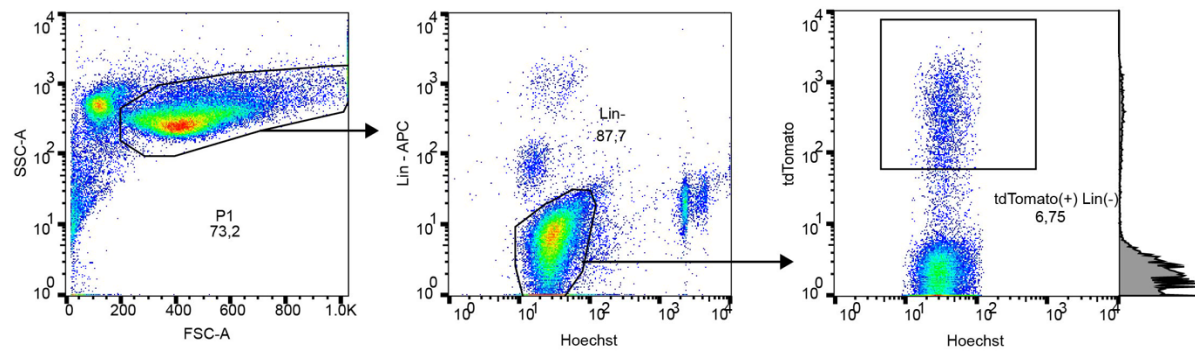

**b** Gating strategy for EdU-incorporation experiments

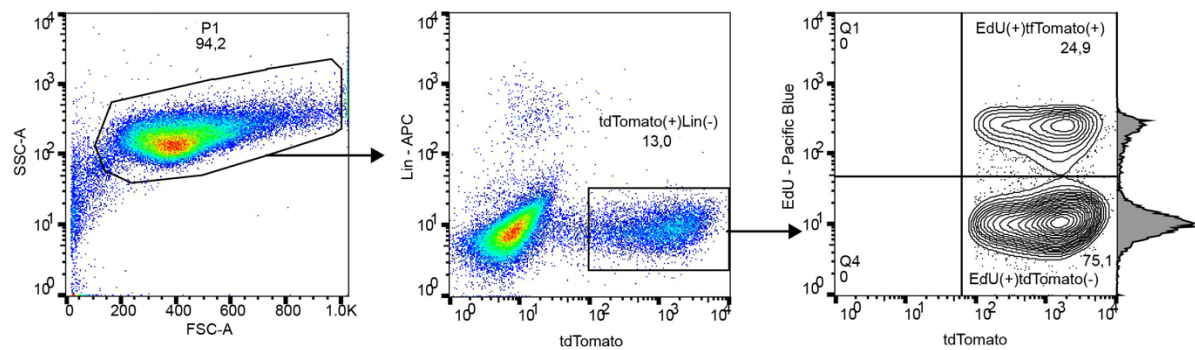

**Supplementary Figure 10. Examples of gating strategies used. (a)** Example of FCM plots used to quantify tdTomato<sup>+</sup> cells. **(b)** Example of FCM plots used to quantify tdTomato<sup>+</sup>/EdU<sup>+</sup> cells.

# Supplementary material for: Cellular taxonomy of Hic1+ mesenchymal progenitor derivatives in the limb: from embryo to adult
**Source:** Nat Commun. 2022 Aug 25;13:4989. doi: 10.1038/s41467-022-32695-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### Description of Additional Supplementary Files

**Supplementary Data 1.** Quality metrics for scRNA- and scATAC-seq data generated in this work.

**Supplementary Data 2.** Top 500 enriched genes per tip or the URD-generated cell lineage tree.

**Supplementary Movie 1.** Monochromatic rotating volume of E11.75 *Hic1*<sup>CreERT2</sup> ; *R26*<sup>tdTomato</sup> embryo.

# Supplementary material for: Cellular taxonomy of Hic1+ mesenchymal progenitor derivatives in the limb: from embryo to adult
**Source:** Nat Commun. 2022 Aug 25;13:4989. doi: 10.1038/s41467-022-32695-1
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow cytometry data were collected using BD FACS Diva 6.1.3. Cells were sorted using BC FACS Software 1.0.0.650. Immunofluorescence data were collected using CellSens Dimension 1.18 and NIS-Elements 4.60.00, brightfield wholemount images were collected using Q-capture Pro 7.0.30 software.                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Data analysis   | Cellranger 4.0.0 was used to align, enumerate, and analyze single cell data. Seurat 3.2.1, monocle3 0.2.0, Signac 1.1.0, and Cicero 1.3.4.11 R packages were used for single cell RNA and ATAC-seq analysis and visualization. URD 1.1.0.9005 R package was used for reconstruction of single cell transcriptional trajectories. ImageJ V 2.0.0 was used for image processing. FlowJo 10.6.1 was used to analyze and visualize all cytometer and FACS data. GraphPad Prism 8.4.3 was used for all statistical analyses. Loupe Browser 4.1.0 was used to analyse and generate scATAC-seq genome browser tracks. Seurat implements the Leiden algorithm (R package version 0.3.9) to identify cell clusters in scRNA-seq. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Single cell RNA and ATAC-seq data generated in this manuscript are available at GEO repository accession number GSE156953. The skeletal muscle scRNA-seq dataset from adult lineage-traced Hic1CreERT2;R26tdTomato mice used in Figure 8 is publicly available at GEO repository with accession number GSE110038.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed. Sample size was determined from similar experiments in the literature and for all experiments a minimum of three biological replicates were analyzed per time-point or condition with the exception of single cell RNA-seq analyses.                                                                                                                       |
| Data exclusions | High mitochondrial RNA and low UMI counts were used as standards to exclude low-quality cells from downstream analyses in the scRNA-Seq experiments. Furthermore, during the construction of pseudotime trajectories using URB, the scRNA-seq dataset was further refined to exclude proliferating and/or progenitor cells from the tips of the tree.                                                |
| Replication     | All findings were reproduced in multiple independent experiments with the exception of single cell capture. Data in this study is presented in most cases as an aggregate of all experiments. The number of biological replicates for each data panel is indicated in the respective figure legend. Immunofluorescence images and $\mu$ CT reconstructions are displayed as representative examples. |
| Randomization   | Timed pregnancies were arranged according to genotype and resulting litters were allocated randomly to experiments and processed in an arbitrary order.                                                                                                                                                                                                                                              |
| Blinding        | For analysis of cell numbers after NTX damage in skeletal muscle of adult vs embryonic lineage traced mice where comparative analyses were performed, researchers were blinded by giving samples an arbitrary code for cell counting and imaging, and samples were unblinded post-data collection.                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

The following antibodies were used in this study:

Anti-Myosin heavy chain, sarcomere (MF20), clone: P3U-1, Cat. #MF 20, Lot: 7/6/17, DSHB, 1:50  
 Anti-MYOD1, clone: EPR6653-131, Cat. #ab133627, Lot: GR3375193-2, Abcam, 1:100  
 Anti-PAX1, clone: 5A2, Cat. #ab252847, Lot: GR3345842-1, Abcam, 1:100  
 Anti-PAX3, clone: C2, Cat. #Pax3, DSHB, 1:50  
 Anti-SOX10, clone: EPR4067, Cat. #ab155279, Lot: GR113617-36, Abcam, 1:100  
 Anti-SOX9, clone: EPR14335-78, Cat. #ab185966, Lot: GR3241181-3, Abcam, 1:100  
 Anti-CD31, clone: MEC 13.3, Cat. #550274, Lot: 8079850, BD Pharmingen, 1:50  
 Anti-myosin (skeletal, fast), clone: MY-32, Cat. #M4276, Lot: 105M4841V, Sigma Aldrich, 1:1000  
 Anti-PAX7, clone: PAX-7, Cat. AB0000456, UBC Ablab, 1:200  
 Anti-Neurofilament heavy chain, Cat. #ab4680, Lot: GR3241438-11, Abcam, 1:5000  
 Anti-RFP, Cat. #ab62341, Lot: GR3184770-3, Abcam, 1:100  
 Anti-GFP, Cat. #ab13970, Lot: GR236651-21, Abcam, 1:100  
 Anti-COL22A1, Cat. #ab121846, Lot: GR223910-6, Abcam, 1:100  
 Anti-HIC1 C25, Provided by Underhill Lab, 1:4000  
 Anti-CD31-AlexaFluor647, clone: 390, Cat. #67-0032-01, Lot: AB0000998, UBC Ablab, 1:400

Anti-CD117-APC, clone: ACK2, Cat. #17-1172-82, Lot: 2183542, eBioscience, 1:500  
 Anti-CD11B-AlexaFluor647, clone: M1/70, Cat. #67-0055-01, Lot: AB0000897, UBC Ablab, 1:500  
 Anti-F4/80-AlexaFluor647, clone: BM8, Cat. #67-0035-05, Lot: AB0001029, UBC Ablab, 1:500  
 Anti-CD45-AlexaFluor647, clone: I3/2, Cat. #67-0047-01, Lot: AB0000935, UBC Ablab, 1:400  
 Anti-Ter119-AlexaFluor647, clone: TER119, Cat. #67-0031-01, Lot: AB00000305, UBC Ablab, 1:200  
 Alexa Fluor 488 goat anti-mouse IgG, Cat. #A11029, Lot: 1252783, Thermo Fisher Scientific, 1:500  
 Alexa Fluor 647 goat anti-mouse IgG, Cat. #A32728, Lot: VH311610, Thermo Fisher Scientific, 1:500  
 Alexa Fluor 647 goat anti-rat IgG, Cat. #A21247, Lot: 2089926, Thermo Fisher Scientific, 1:500  
 Alexa Fluor 594 goat anti-rabbit IgG, Cat. #A11012, Lot: 2018240, Thermo Fisher Scientific, 1:500  
 Alexa Fluor 488 goat anti-rabbit IgG, Cat. #A11034, Lot: 2018207, Thermo Fisher Scientific, 1:500  
 Alexa Fluor 647 goat anti-rabbit IgG, Cat. #A27040, Lot: RB232998A, Thermo Fisher Scientific, 1:500  
 Alexa Fluor 488 goat anti-rat IgG, Cat. #A11006, Lot: 2048174, Thermo Fisher Scientific, 1:500  
 Alexa Fluor 488 goat anti-chicken IgG, Cat. #A11039, Lot: 1937504, Thermo Fisher Scientific, 1:500

## Validation

The Hic1-C25 antibody was validated by immunofluorescence staining of Hic1-null tissue samples and western blot of Hic1-null primary fibroblasts.

Anti-Myosin heavy chain, sarcomere (MF20) (Cat. #MF 20, DSHB). This monoclonal antibody has been tested to recognize all MHC isoforms of mammals. For more information, visit <https://dshb.biology.uiowa.edu/MF-20>.

Anti-MYOD1 (Cat. #ab133627, Abcam). This monoclonal antibody has been validated by testing with a human muscle rhabdomyosarcoma cell line. <https://www.abcam.com/myod1-antibody-epr6653-131-ab133627.html>

Anti-PAX1 Cat. #ab252847, Abcam. This recombinant monoclonal antibody has been validated by testing on mouse E14.5 embryonic tissue. <https://www.abcam.com/pax1-antibody-5a2-ab252847.html>

Anti-PAX3 (Cat. #Pax3, DSHB). This monoclonal antibody has been validated by detection of the developing placodes in quail embryos and is cross-reactive with mice. For more information see <https://dshb.biology.uiowa.edu/Pax3>.

Anti-SOX10 C(at. #ab155279 Abcam). This monoclonal antibody has been validated by the manufacturer through detection of SOX10 in C6 cells. <https://www.abcam.com/sox10-antibody-epr4007-ab155279.html>

Anti-PAX7, clone: PAX-7, Cat. AB0000456, UBC Ablab, 1:200. This monoclonal antibody has been validated by the original manufacturer by detection of PAX7 in chick embryos. For more information visit <https://dshb.biology.uiowa.edu/PAX7>.

Anti-Neurofilament heavy chain (Cat. #ab4680, Abcam). This polyclonal antibody has been validated by the manufacturer via detection of neurofilament heavy polypeptide in rat and mice brain sections. <https://www.abcam.com/neurofilament-heavy-polypeptide-antibody-ab4680.html>

Anti-Mouse SOX9 (Cat. #ab185966, Abcam). This recombinant monoclonal antibody recognizes mouse SOX9. <https://www.abcam.com/sox9-antibody-epr14335-78-ab185966.html>

Anti-Mouse CD31 (Cat. #550274, BD Pharmingen). This antibody recognizes mouse CD31 (PECAM1). <https://www.bdbiosciences.com/ds/pm/tds/550274.pdf>

Anti-Mouse MyHC (Cat. # M4276, Sigma Aldrich). This monoclonal antibody recognizes mouse Skeletal Myosin. [https://www.sigmaaldrich.com/catalog/product/sigma/m4276?lang=en&region=CA&gclid=CjwKCAjwnef6BRAGeiwAgv8mQUX5WLA-rJSow-LZMjhFHtrgHOSITO2\\_x\\_QN5K58oJBvFA8GBuFc8hoC14kQAvD\\_BwE](https://www.sigmaaldrich.com/catalog/product/sigma/m4276?lang=en&region=CA&gclid=CjwKCAjwnef6BRAGeiwAgv8mQUX5WLA-rJSow-LZMjhFHtrgHOSITO2_x_QN5K58oJBvFA8GBuFc8hoC14kQAvD_BwE)

Anti-RFP (Cat. # ab62341, Abcam). This polyclonal antibody reacts with tdTomato. <https://www.abcam.com/rfp-antibody-ab62341.html>

Anti-GFP (Cat. #ab13970, Abcam). This polyclonal antibody recognizes GFP. <https://www.abcam.com/gfp-antibody-ab13970.html>

Anti-COL22A1 (Cat. #ab121846, Abcam). This polyclonal antibody reacts with mouse COL22A1. <https://www.abcam.com/col22a1-antibody-ab121846.html>

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Details on the mice used in this study have been included in the Methods section of this manuscript. All Hic1CT2; R26tdTom, B6.129S4-Pdgfratm11(EGFP)Sor/J, B6.Cg-Gt(ROSA)26Sortm14(CAG-tdTomato)Hze/J, and Ptch1tm1Mps/J mice were maintained in a C57Bl/6 background. Hic1nLacZ and Hic1CT2; R26tdTom; ScxGFP mice were maintained in a CD-1 background. For embryological experiments, both male and female embryos were used at specific ages (E10.5-18.5). The Ptch1tm1Mps/J mice were adult (8wk) males. The Hic1CT2; R26tdTom mice used for NTX-induced muscle injury were adult (8-10wk) males.

### Wild animals

No wild animals were used in this study.

### Field-collected samples

No field collected samples were used in this study.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Freshly dissected E11.5 and E12.5 Hic1CreERT2; R26tdTomato or Hic1CreERT2; R26tdTomato; ScxGFP embryo forelimbs were digested in a Dispase enzyme-based solution [Dispase II 10 units/ml; 10% fetal bovine serum in Puck's saline A]. Two-three forelimb pairs were pooled into 3 mL reactions. For E13.5, E14.5 and E16.5 forelimbs, the dissociation cocktail consisted of Collagenase A, Pronase, DNase in Dulbecco's Modified Eagle Medium (DMEM). Single forelimb pairs were dissociated in 2 ml reactions. In both cases, enzymatic digestion was carried out at 37°C with gentle rotation for 1.5 hours with vortexing every 30 minutes. Digested material was then triturated by pipetting and passed through a 40 µm cell strainer. The resultant cell suspension was washed with FACS buffer (2mM EDTA, 2% FBS in PBS) and centrifuged at 500 x g for 5 minutes. To further enrich for MPs, an antibody panel in combination with tdTomato fluorescence, was designed to label and exclude lineage-positive cells [anti-CD45-647, anti-CD117-APC, anti-CD31-APC, anti-CD11b-647, anti-F4/80-647, and anti-Ter119-647]. Cells were incubated in staining cocktail for 30 minutes on ice in the dark. Subsequently, cells were washed in 15 ml FACS buffer and centrifuged at 500 x g for 5 minutes. The cell pellet was resuspended in FACS buffer containing Hoechst 33342 and propidium iodide.

#### Instrument

A BD Influx instrument was used for all FACS enrichment. For flow cytometry, a BD LSR II was used.

#### Software

FACS data was acquired using BD FACS Software 1.0.0.650 and flow cytometry data was collected using BD FACS Diva 6.1.3. All analyses and visualizations were performed using FlowJo.

#### Cell population abundance

Post-sort FACS reanalysis was performed by the FACS technician to ensure successful enrichment of the relevant population. Identity of post-sort fractions was confirmed and the abundance of target cells was determined by fluorescence microscopy. Enriched target populations destined for single cell capture were further verified and enumerated by hemocytometer following the second sort as described in the Methods section of the text. The abundance of the target cell populations was almost 100% of post-sorted fractions.

#### Gating strategy

Forward and side scatter gating was determined empirically. All antibody lots were titrated for optimal separation. Negative and FMO controls were included in all experiments until the staining panel became routine. Hic1-lineage MPs were isolated as cells that were positive for tdTomato and negative for endothelial and hematopoietic lineage markers (CD31, Ter119, CD45, CD11b, F4/80, and CD117). For the EdU-incorporation assays, the tdTomato+ Lin- cells were further gated into tdTomato+ Lin- PacificBlue+ and tdTomato+ Lin- PacificBlue- cells by placing a quad gate in between the population density centers. This was facilitated by the use of contour plots as shown in Extended Data Figure 1e. For analysis of Hic1CT2; R26tdTom; ScxGFP forelimbs, mononuclear Lin- cells were classified into Lin- GFP+ and Lin- GFP- cells by gating at the lowest point of the histogram separating the two populations. The Lin- GFP+ cells were then further refined into tdTomato+ and tdTomato- fractions by placing a quad gate at the boundary between the two population density centers. Please see the accompanying Supplementary Information for a figure exemplifying the gating strategies described above.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

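Single-cell RNA-seq of tdTomato+ cells from skeletal muscle of *Hic1* CreERT2; *R26* tdTomato mice was used, from 1 library labelled at E10 and collected at P56 (E10-P56) and 1 library labelled in the adult. The embryonic libraries, the chromatin data, the injury experiments and the histology were not analysed here.

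The authors deposited raw UMI counts per gene and cell barcode, which the methods say were made with Cell Ranger on a modified mm10 genome. The file headers name version 5.0.0 for E10-P56 and 3.0.2 for the adult pulse. The counts were not normalized, and barcodes under the paper's UMI minimum were still present. Both libraries list the same 28001 features, tdTomato, CreERT2 and SSM2GFP among them, and 27645 of these have their identifier in GENCODE M21, which gave gene positions on GRCm38. Symbols listed for more than 1 feature numbered 65. E10-P56 held 67460919 UMIs in 8236 barcodes and the adult pulse 69153173 UMIs in 9195 barcodes.

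Cells with at least 1500 UMIs and at most 10% mitochondrial UMIs were kept. The first limit is the paper's, and the second was chosen here because the paper's text gives no number. No doublets were removed. Counts were log-normalized to 10000 UMIs per cell, and 2000 variable genes were chosen by dispersion within bins of the mean, without the 31 genes reported as results. No correction between libraries was applied. A shared-nearest-neighbour graph of 20 neighbours over 30 principal components was clustered with leidenalg 0.10.2 at a resolution of 0.5, with python-igraph 0.11.9, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 under Python 3.11.15. E10-P56 was clustered alone for Fig. 7 and with the adult pulse for Fig. 8.

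Clusters were named from marker lists for 14 cell types that held none of the reported genes. A marker counted for a cluster when at least 10% of its cells had a UMI of it and its log2 fold was at least 1 with 5 CPM added, and a name needed 3 markers. Where several types met this, the one with the largest mean fold was taken. Folds were taken against all other cells, except for fibroblasts, which were sought second among clusters with no other name, with folds against the cells that had one. This second step was added after the first run, in which the fibroblast clusters stayed unnamed because most other cells were also fibroblasts. A cluster stayed unnamed when its 10 leading genes held more markers of another type, or when it was shallow against its library and none of its own markers led it. One fibroblast-like cluster of the aggregate held 268 E10-P56 and 759 adult pulse cells. It had the tenocyte marker *Comp* among its 10 leading genes against all other cells. It kept its name, since by the fold used for naming its 10 leading genes held *Smoc2* and *Gsn* and not *Comp*. A fibroblast-like cluster of E10-P56 alone, with 444 cells, also had *Comp* among its 10 leading genes against all other cells. Names rebuilt in this way can place cells differently from the study, and differences from its values can come from them.

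Levels are UMIs summed over a population in CPM with exact 95% Poisson intervals, and shares of cells carry exact 95% Clopper-Pearson intervals. Both cover counting error only. Shares of cells with a UMI were taken after thinning each cell to 1500 UMIs, which left out 0 cells. Cells are not replicates, and with 1 library per condition no test, p-value or number of changed genes was taken from them. Between the libraries, genes with at least 100 UMIs in fibroblast-like cells were compared as ratios of CPM, and the 5 with the largest ratio in each direction are named, a rule fixed in advance along with every gene that the paper names for these muscle data. A ratio against 0 UMIs was taken against 3 counts. Where a gene that named a cluster, or may have done so, is mentioned for it, the text says so. One result on cells that were set aside is not reported here.

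Alternatives were tried for the UMI minimum, the mitochondrial limit, doublets, the resolution, the principal components, the neighbours, the reported genes among the variable genes, the naming of cells, the joint clustering, the depth of the libraries, the thinning depth and the genes behind CPM. Doublets were scored with Scrublet in scanpy 1.11.5. Its automatic threshold marked 39 cells of E10-P56 (0.641%) and 15 of the adult pulse (0.175%), so the alternative was changed to leave out the 5% of cells with the highest scores in each library. Alternatives with no mitochondrial limit, with every cell thinned to 3000 UMIs before clustering, and without the cluster with *Comp* among its leading genes were added after the data had been seen.

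The steps were tested on simulated data. Of 5962 simulated cells of 8 types, 100% were given their own type, in a simulation without spread within a type. For 200 of 12265 genes changed 4-fold, the median ratio was 3.90 for genes raised and 4.09 for genes lowered, and 0% of the 12065 unchanged genes passed 2-fold. Thinning brought the share of simulated cells with a *Pi16* UMI from 97.9% in shallow and 100% in deep cells to 86.7% and 87.1%.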

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

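The tests of free RNA and of *Scx* reads for the SSM2GFP transcript, both tests of the *Scx* level, and the free RNA test of the cluster led by *Bglap2* and *Bglap* were chosen only after the result was seen.

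The reference to which the reads were aligned holds a sequence named SSM2GFP, which Supplementary Data 1 lists as part of the reference name for the embryonic libraries and the paper's text does not describe. It drew attention because its counts stood above the limit that a count of 0 allows in data the paper does not report. In the aggregate it was counted at 155 CPM in the tenocyte-like cells of E10-P56, from 177 UMIs, and at 8.40 CPM in those of the adult pulse, with 14.7 in fibroblast-like and 32.8 in pericyte-like cells of the adult pulse. Free RNA would give all populations of a library a like level, which the 155 CPM in tenocyte-like cells argues against, although in the adult pulse tenocyte-like cells were not the highest. If reads of *Scx* were placed on this sequence at the rate seen in E10-P56, 73.8 UMIs (lower bound 63.2) would fall in the tenocyte-like cells of the adult pulse, where 36 (upper bound 49.8) were counted. This argues against misplaced *Scx* reads at 1 rate for both libraries, although the libraries were counted with different versions of Cell Ranger.

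*Scx* itself was at 7097 CPM in the tenocyte-like cells of E10-P56 and 790 in those of the adult pulse, a ratio of 8.99 (8.63 to 9.36). More strongly tenocytic cells in E10-P56 would raise other tendon genes alike. The median ratio of 9 other tenocyte genes was 1.14, from 0.554 for *Col22a1* to 1.76 for *Cilp2*. Of these 9 genes, *Col22a1* and *Tnmd*, with a ratio of 0.787, were kept out of the naming of clusters. The others may have named the tenocyte-like cluster. A candidate explanation is an added *Scx* transgene in the mice of the E10-P56 library, since the paper used ScxGFP mice in other experiments, kept on a CD-1 background. *Scx* was 5.79 times as high in tenocyte-like cells of E10-P56 with an SSM2GFP UMI as in those without, at 15352 and 2649 CPM in 60 and 148 cells. In the adult pulse the same levels were 996 and 776 CPM. Deeper cells have both kinds of UMI more often, the labels give no *Scx* transgene and C57BL/6J mice for both libraries, and the sequence of SSM2GFP is not at hand, so this explanation and a difference in *Scx* due to the time of labelling cannot be told apart. The values of *Scx* at the paper's claims carry this limit.

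The CreERT2 transcript was counted with 110 UMIs in E10-P56 and 143 in the adult pulse, above the limit that a count of 0 allows, in data the paper does not report. Fibroblast-like cells with a CreERT2 UMI had *Hic1* at 68.6 CPM (58.1 to 80.5) and those without at 45.2 (43.9 to 46.5), a ratio of 1.52 over both libraries. In the adult pulse the levels were 73.1 (58.2 to 90.6) and 43.2 (41.5 to 44.9), and in E10-P56 63.8 (49.4 to 81.0) and 47.9 (45.8 to 50.0), where the intervals overlap. The value over both libraries is in line with CreERT2 transcribed from the *Hic1* locus. Among the 6 populations kept, CreERT2 was also highest in pericyte-like cells of each library, 9.10 CPM (4.97 to 15.3) in E10-P56 and 6.02 (2.75 to 11.4) in the adult pulse, as *Hic1* was.

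In the aggregate 132 cells, 62 from E10-P56 and 70 from the adult pulse, formed a cluster led by *Bglap2* and *Bglap* that the paper does not report, and that was left without a name here. *Bglap* and *Acan* were among the markers set for osteochondral cells. Of its cells 6.82% (3.16 to 12.5) were among the 5% with the highest doublet scores, which gives no sign of more doublets than elsewhere. What share of true doublets scores that high was not tested. A *Bglap2* UMI was found in 21.4% (12.5 to 32.9) of its adult pulse cells at 1500 UMIs and in 0.0353% (0.00728 to 0.103) of the other adult pulse cells, but *Bglap2* is the first leading gene of the cluster, so free RNA and transcripts of these cells cannot be told apart by it. In E10-P56 none of the 62 cells had a *Bglap2* UMI at this depth. The leading genes were not the same in both libraries. *Bglap2* had 527 UMIs in the adult pulse cells of the cluster and 1 UMI in those of E10-P56, while *Acan* was at 383 CPM (327 to 445) in E10-P56 and 21.2 (12.1 to 34.5) in the adult pulse. The tdTomato transcript was at 1693 and 2012 CPM in the cluster. Bone or cartilage surface cells taken along with the muscle stay open as a hypothesis that was not tested.

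Within E10-P56, 369 fibroblast-like cells formed a cluster led by *Ccl2*, a signal the paper does not report, and 271 cells formed the cycling cluster with *Tnc* among its leading genes. *Ccl2* was at 3347 CPM (3298 to 3396) in the first of these, 372 (358 to 386) in the cycling cluster and 95.7 (92.7 to 98.8) in the other fibroblast-like cells. A response to dissociation would raise the 12 response genes, but in the higher of the clusters they were at 0.840 of their level in the other fibroblast-like cells. In the cycling cluster 9.23% (6.06 to 13.3) of cells were among the highest doublet scores, and in the *Ccl2* cluster 4.61% (2.71 to 7.27), which leaves most cells of both outside them. Immune cells would bring their own transcripts, but 5 haematopoietic markers together were at 1.89 CPM (0.905 to 3.47) in the *Ccl2* cluster, 1.18 times their level in the other fibroblast-like cells. *Hic1* was at 18.9 CPM (15.3 to 22.9) in the *Ccl2* cluster, 26.6 (23.1 to 30.5) in the cycling cluster and 50.8 (48.6 to 53.1) in the other fibroblast-like cells. In the aggregate 71 cells of E10-P56 and 0 of the adult pulse lay in an unnamed cluster led by *Cxcl5*. The clusters may reflect activated fibroblasts, as a hypothesis found and tested on the same cells. Whether that goes with labelling at E10, with the animal or with the library is open, since each differed between the libraries.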

How the results depend on the processing

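The alternatives with no mitochondrial limit, with every cell thinned to 3000 UMIs before clustering and without the cluster with *Comp* among its leading genes were tests chosen only after the data had been seen. The other alternatives were set before the data were examined, except that the doublet alternative was changed as described under the processing. No paired analysis was possible because there was 1 library per condition.

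The number of endothelial-like cells, from 23 to 30, stayed within its interval under all 10 alternatives that gave it, and the adult part of pericyte-like cells under 14 of 15. The library that gave more of the pericyte-like cells changed when each cell was named by its own markers, with 514 from the adult pulse and 485 from E10-P56, with a minimum of 3000 UMIs, with 233 and 231, and with every cell thinned to 3000 UMIs, with 224 and 222. VSMC-like cells took a larger share of E10-P56 than of the adult pulse under every alternative that gave both values, from 3.40% to 10.3% against 0.249% to 1.54%. The following values moved outside the counting interval of the value reported at the claim.

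The share of fibroblast-like cells in E10-P56, 76.3%, came to 77.5% with a minimum of 3000 UMIs, 79.1% with a mitochondrial limit of 5%, 71.5% with a limit of 20%, 70.2% with no limit, 73.8% at a resolution of 1.0, 74.8% with 40 neighbours and 71.6% with each cell named by its own markers. The share of VSMC-like cells in E10-P56 clustered alone rose to 7.54% at a limit of 20%, 10.3% with no limit and 5.58% with each cell named by its own markers. In the aggregate the share of VSMC-like cells in E10-P56 rose to 7.61% and 10.3% under the same limits and to 7.86% by own markers, and that in the adult pulse to 1.54% by own markers. A higher limit adds cells by construction, and 454 of the 675 VSMC-like cells found with no limit were over 10%.

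The number of Schwann-like cells set aside fell to 116 at a mitochondrial limit of 5%. The number of cycling cells was 343 with a minimum of 3000 UMIs, 146 at a mitochondrial limit of 5%, 344 with no limit, 330 at a resolution of 0.3, 180 at a resolution of 1.0, 323 with 20 principal components, 180 with the reported genes kept among the variable genes and 121 by own markers.

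The adult part of fibroblast-like cells, 63.2%, came to 65.0% with a minimum of 3000 UMIs, 64.3% at a mitochondrial limit of 5%, 62.2% at 20%, 61.4% with no limit, 62.2% with each library clustered alone, 65.4% with every cell thinned to 3000 UMIs and 62.1% without the *Comp* cluster. That of tenocyte-like cells, 72.8%, came to 76.4% with a minimum of 3000 UMIs, 69.1% with 20 principal components, 67.0% by own markers, 68.3% with each library clustered alone and 78.5% with every cell thinned to 3000 UMIs. For VSMC-like cells the adult part, 10.7%, came to 6.50% at a mitochondrial limit of 20%, 5.33% with no limit and 22.3% by own markers. For pericyte-like cells it came to 51.5% by own markers, for SMCP-like cells to 21.5% at a mitochondrial limit of 5% and 20.3% by own markers, and for perineurial-like cells to 54.4% with each library clustered alone. In that last setting the adult cluster with this name also took in cells that were fibroblast-like or Schwann-like in the aggregate, so its value is not one of perineurial-like cells only. Apart from this and the mitochondrial limit, the cause was not tested for any of these shares and numbers.

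Shares of cells with a UMI rise with the UMIs left per cell by construction. Without thinning, the *Hic1* share was 8.02% in VSMC-like and 44.7% in pericyte-like cells, the *Pi16* share of fibroblast-like cells 64.3% in E10-P56 and 67.9% in the adult pulse, and the *Col15a1* share 53.8% and 58.1%. At 3000 UMIs the *Hic1* share of pericyte-like cells was 42.4%, the *Pi16* shares were 52.8% and 58.4%, and the *Col15a1* shares 42.0% and 45.4%. Without the *Comp* cluster the *Pi16* shares were 46.1% and 51.5%. With doublets removed, *Hic1* in VSMC-like cells was 5.16 CPM in place of 11.8, and the cause was not tested.

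Among the other values, 71 of 198 moved with doublets removed and 14 of 14 with no thinning, as did 14 of 14 at 3000 UMIs. Of 4 other values each, 2 moved by own markers, 2 without the *Comp* cluster, and 1 with a minimum of 1000 or 3000 UMIs, a mitochondrial limit of 5%, a resolution of 0.3 or the reported genes kept. The remaining settings moved 0 of 4. All 10 ratios between the fibroblast-like cells stayed within their intervals when mitochondrial genes were left out of CPM. With doublets removed, each of the 31 reported genes kept the population in which it was highest.

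At a mitochondrial limit of 5% no VSMC-like cluster formed, so this limit gave no VSMC value in either library. Each library clustered alone gave no VSMC value for the adult pulse. A minimum of 3000 UMIs and 40 neighbours gave no endothelial-like cluster. The adult VSMC-like cells are few, and the 26 cells hold 3 *Hic1* UMIs.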

Differences from the paper's values

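The alternative with no mitochondrial limit was among the tests chosen only after the values were seen.

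VSMC-like cells came to 10.7% from the adult pulse, against the paper's 5.73%. With a mitochondrial limit of 20% the value was 6.50%, and this was the only one of the alternatives set before the data were examined under which it fell within 1.5 times the paper's. With no mitochondrial limit, chosen after seeing the values, it was 5.33%. A UMI minimum of 1000 or 3000, doublets removed, a resolution of 0.3 or 1.0, 20 principal components, 40 neighbours, the reported genes kept, the deeper library thinned and each cell named by its own markers did not close the gap, and gave from 9.71% to 22.3%. A mitochondrial limit of 5% and each library clustered alone gave no value.

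The cycling cluster held 271 cells, against the paper's 90. Of the alternatives set before the data were examined, only each cell named by its own markers brought the number, 121, within 1.5 times the paper's. The others gave from 146 to 343 cells.

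The paper states that VSMCs were seen only after the embryonic pulse. In the aggregate 26 VSMC-like cells came from the adult pulse and 216 from E10-P56.

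In Supplementary Fig. 8 the heatmap draws more VSMCs than pericytes. Here VSMC-like cells numbered 212 and pericyte-like cells 432. At a mitochondrial limit of 20% they numbered 470 and 447, and with no limit, chosen after seeing the values, 658 and 446. The same heatmap places 10 genes with SMCPs. Of the 9 that had not named a cluster here, 1 was highest in SMCP-like cells by summed CPM.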

Other observations

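The tests of doublets for SMCP-like cells, both tests of *Hic1* in Schwann-like cells, the test of free RNA for *Hic1* in tenocyte-like cells and the test of reads shared between gene copies were chosen only after the result was seen, as was thinning every cell to 3000 UMIs.

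In the aggregate 26 cells of the adult pulse were VSMC-like. Doublets were predicted to place most of them among the highest doublet scores, but 23.1% (8.97 to 43.6) were there, more than the 5% of the whole library and still a minority. What share of true doublets scores that high was not tested, so this prediction cannot decide. The VSMC-like cells of E10-P56 had 13.4% (9.18 to 18.7) there, so the raised share is not peculiar to the adult pulse, and some cells of both stay open as doublets. SMCP-like cells put into the VSMC cluster would have the SMCP-like level of *Pdlim3*, which was 5.05 times as high in these cells, at 218 CPM (154 to 299). *Myocd* was at 51.6 CPM (23.6 to 97.9) against 8.09 (2.97 to 17.6) in the SMCP-like cells of the adult pulse, while *Cnn1*, at 17.2 CPM from 3 UMIs, was not above their 87.6 (67.6 to 112) and was far under the 395 (368 to 423) of the VSMC-like cells of E10-P56. The levels of *Pdlim3* and *Myocd* argue against SMCP-like cells, while that of *Cnn1* does not. Doublets stay open, and the adult cells may be VSMCs, as a hypothesis. E10-P56 cells or barcodes carried over between libraries would have the levels of the E10-P56 VSMC-like cells. *Cnn1*, *Smtn*, *Myh11*, *Acta2* and *Tagln* lay under those levels beyond their intervals. *Myh11* was at 1971 CPM (1768 to 2191) against 5497 (5395 to 5601), and *Smtn* at 97.4 (56.7 to 156) against 494 (463 to 526). The intervals of *Myocd* and *Pdlim3* overlapped. These levels argue against carry-over for the cells as a group, and some cells stay open. Cells that acquired the label in the adult were not tested.

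Most VSMC-like cells of E10-P56 lay over the mitochondrial limit. Found with no limit, 67.3% (63.6 to 70.8) of them were over 10%, against 14.8% (11.0 to 19.2) of SMCP-like and 3.97% (2.37 to 6.21) of pericyte-like cells, which argues against a mitochondrial share that is high in every cell type of the library. Damaged cells would have lost cytoplasmic RNA. The median of non-mitochondrial UMIs in VSMC-like cells over 10% was 50.5% of that in those under it, while fibroblast-like cells had medians of 2211.5 and 8481.5 UMIs over and under it and pericyte-like cells 1724.5 and 3015, so damage and a high mitochondrial content of VSMCs cannot be told apart. VSMC-like cells over and under 10% had *Cnn1* at 492 (461 to 523) and 406 (378 to 436), *Acta2* at 15985 and 16027 and *Hic1* at 5.54 (2.77 to 9.91) and 12.8 (8.21 to 19.1) CPM of non-mitochondrial UMIs.

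SMCP-like cells of E10-P56 had levels of several genes between those of pericyte-like and VSMC-like cells. Doublets of both types could not exceed the level of either, yet *Thy1* was 4.20 times its higher level in those types and *Ifitm1* was also above both. A response to dissociation would put them above both, but the 12 response genes were at 6734 CPM (6634 to 6836) in SMCP-like cells, between 3546 (3452 to 3642) in pericyte-like and 7113 (6995 to 7232) in VSMC-like cells. A population of its own stays open, as the paper proposes, and was not tested further.

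*Hic1* was counted in the Schwann-like cells of E10-P56 with 43 UMIs in 28 of 140 cells. Free RNA at the VSMC-like level, 11.8 CPM (7.46 to 17.7), would come to 14.2 (9.01 to 21.3) at their depth, but theirs was 40.2 (29.1 to 54.2), although at 1500 UMIs their share of cells with a UMI lay inside the interval of the VSMC-like share. Perineurial RNA or cells mixed in would give 23.6 CPM (18.2 to 30.1), from the level of *Fzd2*, *Ptch1* and *Wnt6*. That interval and the measured one overlap, so perineurial RNA and *Hic1* of the Schwann-like cells themselves cannot be told apart at this depth. In tenocyte-like cells *Hic1* was at 26.0 CPM (18.4 to 35.7). The same free RNA would come to 19.4 (12.3 to 29.1) in these shallower cells. Since the intervals overlap, free RNA and *Hic1* of the tenocyte-like cells cannot be told apart. Both free RNA estimates rest on the VSMC-like level, which fell to 5.16 CPM with doublets removed, and were not repeated at that level.

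Of the fibroblast-like cells of the aggregate, 72.1% lay in clusters with at least 90% of cells from 1 library. Depth does not account for this, since the share was 73.5% with every cell thinned to 3000 UMIs. Of 415 genes at least 2-fold apart between the fibroblast-like cells of the libraries, 37.6% were so in the same direction between the pericyte-like cells, where 7.24% of all 9637 genes compared were 2-fold apart in either direction. A difference between library preparations, or between animals, may shift genes in every cell type, but with 1 library per labelling time it cannot be told apart from an effect of the time of labelling.

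Between the fibroblast-like cells, the median log2 ratio over 12400 genes was 0.07. The 5 genes with the largest ratio towards E10-P56 were *Serpinb2*, with 1119 against 1 UMIs and a ratio of 1527 (273 to 60357), *Saa3*, with 3340 against 0 UMIs and at least 1519-fold higher against 3 counts (1235 at the lower two-sided limit), *BC023719*, with 940 against 1 UMIs and a ratio of 1283 (230 to 50710.2), *Mup11*, with 1214 against 0 UMIs and at least 552-fold higher against 3 counts (448 at the lower two-sided limit), and *Cfd*, with 8393 against 34 UMIs and a ratio of 337 (241 to 487). Towards the adult pulse they were *Gm20594*, with 9820 against 6 UMIs and a ratio of 1200 (551 to 3270), *Zbtb8b*, with 1375 against 1 and 1008 (181 to 39834), *Pnp2*, with 897 against 2 and 329 (90.7 to 2719), *Trim12a*, with 2264 against 10 and 166 (90.1 to 347), and *Pgr*, with 891 against 4 and 163 (63.5 to 601).

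Of the 9637 genes, 13 were at least 10-fold apart in the same direction in fibroblast-like and pericyte-like cells, *Gm20594*, *Trim12a* and *BC023719* among them. Reads shared between copies of a gene may underlie this, but 0% of them (0 to 24.7) were annotated pseudogenes, against 0.187% of all genes compared, and 13 genes are too few to decide. A difference of counting software, or of mouse strain, remains open and was not tested. The labels give C57BL/6J for both libraries.

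*Pgr* is a target of the oestrogen receptor, on which TAM acts. If TAM given shortly before collection raised it in the adult pulse, 5 other targets might rise too, but together they were at 0.928 (0.660 to 1.31) of their E10-P56 level. They had 64 and 81 UMIs, too few to decide, and TAM shortly before collection and other differences between the libraries cannot be told apart.

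With no mitochondrial limit, 28 cells of E10-P56 and 2 of the adult pulse formed an adipocyte-like cluster, and 20 of the 28 were over 10%. The tdTomato transcript was at 119% of its level in fibroblast-like cells. It was higher in endothelial-like cells, which the paper set aside as contaminating, and in the other cells over 10%, so its level does not separate cells with the label from cells without it. The lower ratio of *Adipoq* and *Plin1* to the other cells over 10% was 1066, but both genes had named the cluster, and the ratio decides nothing about free RNA in damaged cells. Labelled adipocytes, cells without the label and free RNA cannot be told apart here.

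Both libraries had few UMIs of *Xist*, 8 in E10-P56 and 17 in the adult pulse, and 12414 and 12230 UMIs of 4 genes of the Y chromosome.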
